# Microarray analysis identifies coding and non-coding RNA markers of liver injury in whole body irradiated mice

**DOI:** 10.1038/s41598-022-26784-w

**Published:** 2023-01-05

**Authors:** Molykutty J. Aryankalayil, Michelle A. Bylicky, Shannon Martello, Sunita Chopra, Mary Sproull, Jared M. May, Aman Shankardass, Laurel MacMillan, Claire Vanpouille-Box, Juan Dalo, Kevin M. K. Scott, C. Norman Coleman

**Keywords:** Non-coding RNAs, Biomarkers, Health care, Risk factors

## Abstract

Radiation injury from medical, accidental, or intentional sources can induce acute and long-term hepatic dysregulation, fibrosis, and cancer. This long-term hepatic dysregulation decreases quality of life and may lead to death. Our goal in this study is to determine acute changes in biological pathways and discover potential RNA biomarkers predictive of radiation injury. We performed whole transcriptome microarray analysis of mouse liver tissue (C57BL/6 J) 48 h after whole-body irradiation with 1, 2, 4, 8, and 12 Gray to identify significant expression changes in mRNAs, lncRNAs, and miRNAs, We also validated changes in specific RNAs through qRT-PCR. We used Ingenuity Pathway Analysis (IPA) to identify pathways associated with gene expression changes. We observed significant dysregulation of multiple mRNAs across all doses. In contrast, miRNA dysregulation was observed upwards of 2 Gray. The most significantly upregulated mRNAs function as tumor suppressors: *Cdkn1a*, *Phlda3*, and *Eda2r*. The most significantly downregulated mRNAs were involved in hemoglobin synthesis, inflammation, and mitochondrial function including multiple members of *Hbb* and *Hba*. The most significantly upregulated miRNA included: miR-34a-5p, miR-3102-5p, and miR-3960, while miR-342-3p, miR-142a-3p, and miR-223-3p were most significantly downregulated. IPA predicted activation of cell cycle checkpoint control pathways and inhibition of pathways relevant to inflammation and erythropoietin. Clarifying expression of mRNA, miRNA and lncRNA at a short time point (48 h) offers insight into potential biomarkers, including radiation markers shared across organs and animal models. This information, once validated in human models, can aid in development of bio-dosimetry biomarkers, and furthers our understanding of acute pathway dysregulation.

## Introduction

Radiation exposure from medical, accidental, or intentional events causes direct damage to DNA and production of reactive oxygen species (ROS), inducing further damage. Radiation injury to normal tissue may cause cell death and depletion of specific cell types, chronic redox stress leading to long-term dysfunction, and mutagenesis leading to oncogenesis^1,2^. Previous studies from atomic bomb survivors highlighted the impact of radiation on fatty liver development, long term liver dysfunction and cancer development^3,4^.

Toxicity and dysfunction in the liver have been reported extensively in the literature, with one study reporting that 70% (14/20) of patients displayed hepatic dysfunction as measured by dysregulation of liver transaminases and alkaline phosphatase levels after radiation therapy^5,6^. Development of fatty liver disease and insulin resistance has been observed at an increased rate in patients who received radiation therapy and in atomic bomb survivors^4,7^. Hepatic steatosis, the accumulation of fat in the liver, has also been reported in both rat and rabbit livers between two and six weeks after radiation injury, with greater severity of steatosis being associated with animal death^8–10^. Data from mini pigs indicated that 14 Gy localized radiation to the liver caused alterations in hepatocystolic function^11^. One study showed serum triglyceride and cholesterol levels increased in the livers of rats who received 6 Gy of radiation^12^.

Radiation-induced liver disease (RILD) is a dose limiting factor in radiation therapy to the abdomen that can develop in patients weeks to months after cessation of treatment^13^. The progression to RILD begins with tissue damage and endothelial cell death, which leads to inflammation and increased expression of cytokines as the liver attempts to repair itself^14,15^. The repair process includes proliferation of hepatocellular progenitors and myofibroblastic hepatic stellate cell transformation which can lead to fibrosis of the liver and RILD^16^. RILD symptoms include increased levels of liver enzymes including alkaline phosphatase, ascites, abdominal pain, and destruction of central veins. This destruction decreases oxygen delivery and causes tissue dysfunction, which can lead to death.^17,18^.

Understanding early alterations in transcription after radiation injury will provide new insights into strategies to prevent and mitigate normal liver damage. Further, while tools for radiation biodosimetry exist such as analysis of chromosomal damage, these assays to determine radiation dose may require a high level of technical experience, have low throughput, and can display low intercomparison accuracy^19^. Further research to develop a high throughput, accurate, and non-invasive method for radiation biodosimetry is ongoing. Prior research by others and from our own laboratory have highlighted the potential utility of messenger RNA (mRNA), microRNA (miRNA), and long non-coding RNA (lncRNA) as biomarkers for radiation injury and radiation sensitivity^20–22^.

Long non-coding RNA (lncRNA), RNA strands over 200 nucleotides that do not code for a protein, have previously been proposed as biomarkers for cancer, cardiovascular disorders, and other diseases^23,24^. Research from our lab and others have highlighted the radiation response of multiple lncRNA. Some of these lncRNA are otherwise uncharacterized, while others, such as *Trp53cor1* and *Dino*, are relatively well known^25–28^. MicroRNA (miRNA), non-coding RNA of roughly 22 nucleotides, exert their functions by hybridizing to complementary sequences in the 3’ UTRs of mRNAs, which lead to either RNA degradation or translation inhibition^29^. In addition, miRNA are stable in biofluids, making them a potentially useful prognostic and diagnostic indicator of radiation damage through minimally invasive blood draws^30,31^. Research to discover lncRNA-miRNA-mRNA networks and altered pathways after radiation in the lung has provided insights into early signs of dysfunction and potential biomarkers^32^.

We observed alterations in lncRNA and miRNA after radiation injury, which demonstrate their potential utility as part of a panel of RNA biomarkers to help determine radiation dose and potential pathogenesis^28,33^. This study will outline radiation induced dose dependent, liver specific, gene expression level changes after whole body irradiation (WBI) of mice. Understanding how radiation alters mRNA, lncRNA, and miRNA expression at 48 h will aid in identifying and predicting organ damage at both short- and long-term time points. It will also aid in developing strategies for mitigation of liver injury.

## Results

### Microarray analysis indicates an overall decrease in mRNA expression in liver after irradiation

In total, analysis of microarray data (|log_2_FC|> 1; *p* value < 0.05) indicated that 2483 genes were shown to be differentially expressed between unirradiated control samples and at least one dose for WBI mice (Fig. 1A). Furthermore, microarray analysis from mouse liver tissue indicated that, at each dose of radiation, more mRNAs were downregulated than upregulated (Fig. 1B). 

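RNA from the liver of 18 mice, 3 at each of 0, 1, 2, 4, 8 and 12 Gy, was taken 48 h after whole body irradiation and hybridized to 1-colour Agilent arrays, 1 array per mouse. The authors deposited the scanner software's output, which gives the median pixel intensity of each spot and of its local background without normalization between arrays. Each array holds 59305 spots of 56605 probes. Between 46.1% and 54.0% of the spots on a liver array were well above background, with medians by dose of 49.2%, 48.5%, 46.9%, 50.6%, 47.8% and 48.3% from 0 to 12 Gy. No spot was saturated. Spot intensities were background-corrected with limma's normal-exponential method, quantile-normalized over the 18 arrays, put on the log2 scale and averaged per probe. The 38362 probes well above background on at least 1 array were kept. A limma model with 6 dose groups and empirical Bayes moderation compared each dose with 0 Gy, and p values were adjusted over these probes by the Benjamini-Hochberg method. A probe is named as called where its absolute log2 fold change was above 1 and its adjusted p was below 0.05, as in the paper. With 3 arrays per dose, the number of arrays limits the precision. The arrays lay on 3 slides, with the 0 and 1 Gy arrays on the first and the 4 and 8 Gy arrays on the second, so that dose and slide are confounded in part.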

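A total of 1217 probes, which carry 1095 gene or transcript names, were called at 1 dose or more against 0 Gy (limma, n = 3 mice per dose). The count fell furthest, to 479 probes, with the slide as a term of the model, and rose furthest, to 1973 probes, when liver and lung arrays were normalized and fitted together. Table S1 of the paper lists 2180 probes at 1 dose or more, and 945 of these were among the 1217.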

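At 1, 2, 4, 8 and 12 Gy, 13, 94, 362, 845 and 790 probes were called (limma, n = 3 mice per dose). Of these, 8, 63, 239, 523 and 510 were lower than in the controls and 5, 31, 123, 322 and 280 were higher. Unadjusted p was below 0.05 for 2716, 4528, 6946, 9667 and 7848 probes. The median log2 fold change of all tested probes stayed between -0.0031 and 0.010 at the 5 doses. Scaling each array to its 75th percentile instead put that median at 0.13 at 8 Gy, and 359 probes were then lower and 665 higher. Counted from that median, 515 were lower and 434 higher. The authors' deposited series values gave 643 lower and 694 higher probes at 8 Gy, and 728 lower and 634 higher counted from their median of 0.070. Counted from the median, more probes were thus lower than higher at 8 Gy under each of these scalings. With the slide as a term of the model, 43 probes were lower and 53 higher at 2 Gy, and 142 lower and 181 higher at 12 Gy, so the direction of the majority at these 2 doses depended on the slide. Of the probes the paper lists in Table S1 at each dose, 12, 78, 261, 669 and 615 were called here at the same dose. Across the listed probes tested here, the log2 fold changes here and in Table S1 had Pearson correlations of 0.981, 0.980, 0.987, 0.945 and 0.977 from 1 to 12 Gy. Leaving out 0 Gy mouse 1 raised the count at 1 Gy to 57, and leaving out 0 Gy mouse 11 lowered it to 2. Without 1 Gy mouse 2, 12 or 22, 2, 8 and 1 probes were lower and 13, 15 and 4 higher at 1 Gy. At 2 Gy, 40 were lower and 66 higher without 2 Gy mouse 3, 55 lower and 60 higher without 2 Gy mouse 23, and 25 lower and 25 higher without 0 Gy mouse 11. The direction of the majority at 1 and 2 Gy thus also depended on single mice. From its own counts the paper states that more mRNAs fell than rose at each dose.

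**Figure D1:**
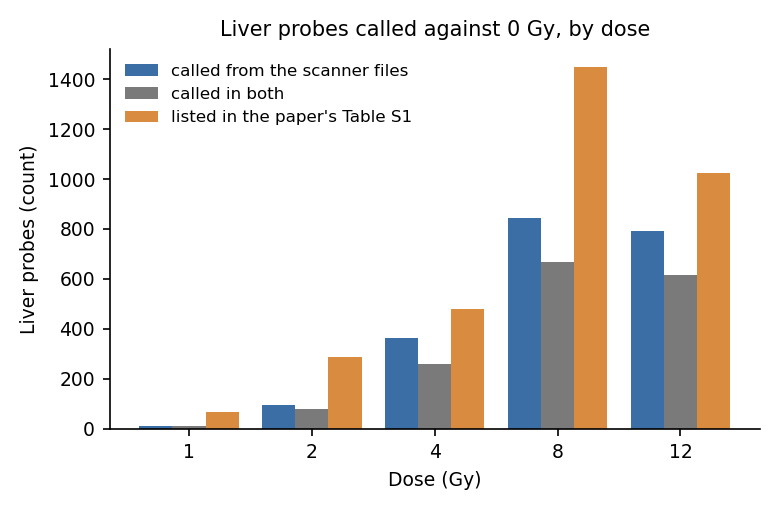
Number of liver probes (vertical axis, count) by dose in Gy (horizontal axis), for probes called from the scanner files, probes called in both, and probes listed in the paper's Table S1. At 8 Gy, 845 probes were called, 1449 are listed and 669 were both.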

Across all doses, 35 genes were dysregulated compared to control samples. In contrast, 25, 101, 118, 840, and 423 were exclusively expressed at 1, 2, 4, 8, and 12 Gy, respectively (Fig. 1C). 

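Called at all 5 doses were 12 probes. The 5 comparisons share the same 3 control arrays, so overlap arises in part from the controls. In 50 simulated draws in which no group differed but the controls were shared, the largest number of probes called at all 5 doses was 0, and the largest number called at any dose was 3. At unadjusted p below 0.05 and an absolute log2 fold change above 1, 72 probes passed at all 5 doses. The draws gave a median of 6 and a maximum of 12. The overlap depended on single mice, both controls and irradiated. It was 2 probes without 0 Gy mouse 11 or 21 or 1 Gy mouse 22, and 46 without 0 Gy mouse 1. Without 1 Gy mouse 2 it was 4, and without 12 Gy mouse 26 it was 7. Among the alternatives that kept every mouse it was highest, at 24 probes, with liver and lung arrays fitted together. It was lowest among these, at 4, with the slide as a term.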

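The numbers of probes called at 1 dose and at no other were 1, 4, 52, 336 and 281 for 1, 2, 4, 8 and 12 Gy. A probe called at 1 dose and missed at another need not differ between them, and the difference between doses was not tested. Once liver and lung arrays were fitted together, 64 probes were called at 2 Gy alone and 703 at 8 Gy alone, and with the slide as a term of the model 2 were called at 4 Gy alone. Without 2 Gy mouse 23, the number at 2 Gy alone was 46. Without 8 Gy mouse 25, the number at 8 Gy alone was 576, and without 1 Gy mouse 2, the number at 1 Gy alone was 11. With 3 mice against 3, a probe unchanged by dose has a chance of 10% of separating completely from the controls.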

Among all doses, the most significantly upregulated genes included *Cdkn1a, Eda2r*, and *Phlda3*, and the most significantly downregulated genes included *Hba-a2, Serpina9*, and *Ms4a1* (Fig. 1D). In addition to *Hba-a2*, we also observed significant downregulation of *Hba-a1, Hbb-b1, Hbb-b2, Hbb-bt* at all doses of radiation (Supplemental Fig. 1). These upregulated genes (*Cdkn1a, Eda2r* and *Phlda3*), are known for their role in cell cycle arrest, apoptosis and tumor suppression, while the most downregulated genes (*Hba-a2, Serpina9, and Ms4a1*) are associated with hemoglobin synthesis, mitochondrial function and B cell differentiation (Table 1)^34–43^. 

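*Cdkn1a* (NM_007669) had log2 fold changes of 2.58, 3.34, 4.20, 5.15 and 6.33 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.24, adjusted p = 0.000741, 3.48e-05, 8.35e-07, 4.28e-08 and 2.32e-09), and was called at each of these doses. Of its 2 other probes, A_55_P1986282 had log2 fold changes of 1.32, 1.54, 2.03, 1.75 and 1.92 at 1, 2, 4, 8 and 12 Gy (adjusted p = 0.0503, 0.00508, 0.000224, 0.000378 and 0.000125), and A_55_P1976204 was not called, with 0.98 at 12 Gy (adjusted p = 0.00335). *Phlda3* (NM_013750) had log2 fold changes of 1.14, 1.81, 2.47, 3.15 and 3.92 at 1, 2, 4, 8 and 12 Gy (standard error 0.14, adjusted p = 0.0102, 4.08e-05, 8.35e-07, 4.28e-08 and 2.32e-09), and was called at each of these doses. *Phlda3* at 1 Gy was no longer called without 0 Gy mouse 11 or 21 or 1 Gy mouse 22. Values of 1.08 to 1.21 resulted as each mouse was left out. *Eda2r* (NM_001161432) was at least 2.41-, 3.56-, 5.36-, 8.35- and 10.3-fold higher at 1, 2, 4, 8 and 12 Gy, where 1 of the 2 groups lay near background (fitted log2 fold changes 1.45, 2.01, 2.60, 3.24 and 3.54, standard error 0.29, adjusted p = 0.14, 0.00627, 0.00034, 2.21e-05 and 6.16e-06), and was called at 2, 4, 8 and 12 Gy. *Hba-a2* (NM_001083955) had log2 fold changes of -2.85, -4.13, -5.31, -5.85 and -6.49 at 1, 2, 4, 8 and 12 Gy (standard error 0.41, adjusted p = 0.0258, 0.000272, 9.07e-06, 2.1e-06 and 4.19e-07), and was called at each of these doses. *Hba-a2* at 1 Gy was no longer called without 0 Gy mouse 11 or 21 or 1 Gy mouse 2 or 22. Values of -3.36 to -2.56 resulted as each mouse was left out. *Serpina9* (NM_001361912) had log2 fold changes of -0.99, -3.77, -4.45 and -4.48 at 1, 2, 4 and 8 Gy (standard error 0.51, adjusted p = 0.743, 0.00329, 0.00034 and 0.00017), and it was at least 28.8-fold lower at 12 Gy, where 1 of the 2 groups lay near background (fitted log2 fold change -5.58, standard error 0.51, adjusted p = 1.56e-05), and was called at 2, 4, 8 and 12 Gy. *Ms4a1* (NM_007641) had log2 fold changes of -0.76 and -1.36 at 1 and 2 Gy (standard error 0.31, adjusted p = 0.66 and 0.0735), and it was at least 5.13-, 6.97- and 7.05-fold lower at 4, 8 and 12 Gy, where 1 of the 2 groups lay near background (fitted log2 fold changes -2.36, -3.06 and -3.70, standard error 0.31, adjusted p = 0.00097, 5.14e-05 and 6.16e-06), and was called at 4, 8 and 12 Gy. *Ms4a1* at 2 Gy became called without 2 Gy mouse 13. Values of -1.80 to -1.14 resulted as each mouse was left out. The largest called increase at 1, 4, 8 and 12 Gy was in *Cdkn1a*, and at 2 Gy in *Saa1*. *Saa1* (NM_009117) had a log2 fold change of 4.30 at 2 Gy (standard error 0.40, adjusted p = 0.000177). The largest called decrease was in *Cyp26b1* at 1 Gy and in *Hbb-bt* at every higher dose. Besides *Cdkn1a*, the largest increases among probes called at 1 Gy were in *Tbata* and *Pnisr*. *Tbata* (NM_001017433) had a log2 fold change of 1.39 at 1 Gy (standard error 0.21, adjusted p = 0.0354). *Tbata* at 1 Gy was no longer called without 0 Gy mouse 11 or 21 or 1 Gy mouse 2 or 22. Values of 1.22 to 1.64 resulted as each mouse was left out. *Pnisr* (ENSMUST00000108229.1) had a log2 fold change of 1.16 at 1 Gy (standard error 0.18, adjusted p = 0.0435). *Pnisr* at 1 Gy was no longer called without 0 Gy mouse 1, 11 or 21 or 1 Gy mouse 2 or 22. Values of 1.02 to 1.39 resulted as each mouse was left out.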

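*Hba-a1* (NM_008218) had log2 fold changes of -2.75, -4.09, -5.35, -5.74 and -6.44 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.39, adjusted p = 0.0242, 0.000183, 5.29e-06, 1.75e-06 and 3.2e-07), and was called at each of these doses. *Hba-a1* at 1 Gy was no longer called without 0 Gy mouse 11 or 21 or 1 Gy mouse 2 or 22. Values of -3.20 to -2.46 resulted as each mouse was left out. Its second probe had log2 fold changes of -2.56, -3.92, -5.13, -5.59 and -6.36 at 1, 2, 4, 8 and 12 Gy (adjusted p = 0.0435, 0.000337, 9.07e-06, 2.23e-06 and 4.19e-07). *Hbb-b1* (NM_001278161) had log2 fold changes of -2.74, -4.05, -5.24, -6.42 and -7.13 at 1, 2, 4, 8 and 12 Gy (standard error 0.45, adjusted p = 0.0503, 0.000633, 2.39e-05, 2.1e-06 and 4.19e-07), and was called at 2, 4, 8 and 12 Gy. *Hbb-b1* at 1 Gy became called without 1 Gy mouse 12. Values of -3.23 to -2.49 resulted as each mouse was left out. *Hbb-b2* (NM_016956) had log2 fold changes of -2.92, -4.29, -5.50, -6.16 and -6.95 at 1, 2, 4, 8 and 12 Gy (standard error 0.37, adjusted p = 0.0102, 7.95e-05, 3.13e-06, 5.83e-07 and 1.37e-07), and was called at each of these doses. *Hbb-b2* at 1 Gy was no longer called without 0 Gy mouse 11 or 21 or 1 Gy mouse 22. Values of -3.34 to -2.65 resulted as each mouse was left out. *Hbb-bt* (NM_008220) had log2 fold changes of -3.18, -5.18, -7.21 and -7.84 at 1, 2, 4 and 8 Gy (standard error 0.45, adjusted p = 0.0242, 7.95e-05, 1.43e-06 and 3.34e-07), and it was at least 517-fold lower at 12 Gy, where 1 of the 2 groups lay near background (fitted log2 fold change -9.01, standard error 0.45, adjusted p = 6.36e-08), and was called at each of these doses. *Hbb-bt* at 1 Gy was no longer called without 0 Gy mouse 11 or 21 or 1 Gy mouse 2 or 22. Values of -3.79 to -2.74 resulted as each mouse was left out.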

Supplemental Table S1 lists all genes dysregulated by radiation dose focusing on *p* value and log change. Further analysis of this data indicated that 1023 probes displayed a significant up or downregulation across all doses (Supplemental Table S1), with the top 20 and bottom 20 presented (Supplemental Table S2).

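A linear dose trend, fitted in limma as a slope per Gy over the 18 arrays and given as the log2 change over 12 Gy, was called for 776 probes, 434 falling and 342 rising with dose. Unadjusted p was below 0.05 for 8986 probes. The slide as a term of the model moved the count furthest, to 104 probes, 51 falling and 53 rising. A normexp offset of 50 gave 201 falling and 223 rising, and scaling to the 75th percentile gave 355 and 391, or 425 and 323 counted from the median of all probes, so the direction of the majority was not fixed. Trends of genes in Table S2 were 2.63 for *Ddias*, 2.32 for *Mybl1*, 2.67 for *Gadd45b* and 3.18 for *Atp8b5* (standard errors 0.24, 0.26, 0.42 and 0.34, adjusted p = 3.28e-06, 1.89e-05, 0.000486 and 1.07e-05). Falling trends were -7.52 for *Hbb-bt*, -5.99 for *Hbb-b1*, -5.58 for *Hbb-b2*, -3.86 for *Hsd3b5* and -2.98 for *H2-Ab1* (standard errors 1.06, 0.81, 0.85, 0.85 and 0.34, adjusted p = 0.000191, 0.000127, 0.000372, 0.00649 and 2.52e-05). Fitted trends of genes near background at the higher doses were -2.92 for *Fcmr*, -2.34 for *Chil3*, -2.37 for *Top2a* and -2.30 for *Pou2af1* (standard errors 0.45, 0.30, 0.46 and 0.34, adjusted p = 0.000399, 7.63e-05, 0.00246 and 0.000293). *Gria3* lay near background in the controls and had a fitted trend of 1.91 (standard error 0.19, adjusted p = 4.89e-06). Each of these trends was called. *Top2a* has another probe, A_55_P1995205, whose trend of -0.80 was not called (adjusted p = 0.121). The trends of *Abca9*, *Gtf3c1*, *Rbm24* and *Adgrl3*, which were well above background on 3, 3, 4 and 1 arrays and had 1, 1, 2 and 1 outlier spots set to missing, were not called (adjusted p = 0.154, 0.373, 0.661 and 0.314).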

**Figure 1:**
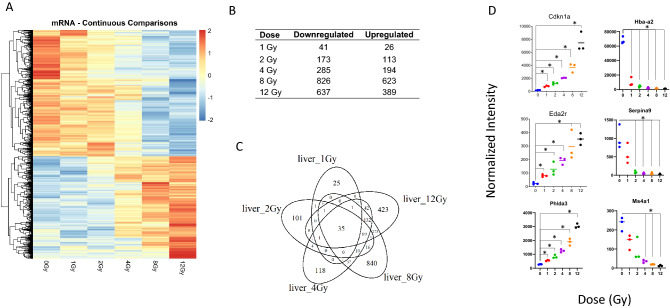
Radiation-induced gene expression profiles in mouse liver tissue. Whole genome microarray analysis was performed on all samples. A linear model was fit to each probe to evaluate differential expression of irradiated samples compared to controls. Criteria of (log_2_ fold change ((log2FC) > ^1^ and Benajmini-Hochberg adjusted (B-H) *p* value < 0.05) relative to controls were used to determine significance and differential expression. (**A**) Heatmap displays expression patterns, represented by z-score, of all differentially expressed mRNAs across all doses and controls. (**B**) Venn diagram shows dose distribution and overlap of differentially expressed mRNAs across all doses. (**C**) The number of down-regulated versus up-regulated mRNAs at each dose are shown in the table. (**D**) Examples of significant linearly up- and down-regulated mRNAs are shown to display the dose response to radiation in liver tissue samples. Asterisk (*) indicates statistical significance.

**Table 1:** Biological roles of most significantly dose-responsive mRNAs.

Gene Symbol	Gene Name	Biological Process Involvement	Previous report related to radiation
Cdkn1a	Cyclin Dependent Kinase Inhibitor 1A	Induces cell cycle arrest, apoptosis or senescence	PMID: 31857640, PMID: 26343536
Eda2r	Ectodysplasin A2 Receptor	Induces apoptosis	PMID: 27387861
Phlda3	Pleckstrin Homology Like Domain Family A Member 3	Tumor suppresser, AKT activity inhibitor	PMID: 19203586, PMID: 31046668
Serpina9	Serpin peptidase inhibitor, clade A, member 9	B cell development	PMID: 31105479
Ms4a1	Membrane spanning four domains subfamily a member 1	Encodes B lymphocyte antigen, aids in B cell differentiation, regulates calcium influx	PMID: 26620220
Hba-a2	Hemoglobin alpha, adult chain 2	Hemoglobin production, mitochondrial function	PMID: 18049034, PMID: 32957660

Genes displayed correspond to the top three most significantly dose-responsive up- and down-regulated mRNAs shown in Fig. 1D. A short-list of biological process involvement and previous reports of involvement in the molecular response to radiation are shown.

We sought to divide gene dysregulation into low (1 and 2 Gy), middle (4 Gy) and high (8 and 12 Gy) dose clusters (Fig. 1C). 

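No probe was called at 1 and 2 Gy and at no other dose (limma, n = 3 mice per dose). *Set* (AK054400) had log2 fold changes of -0.43 and -0.62 at 4 and 12 Gy (n = 3 mice per dose, standard error 0.23, adjusted p = 0.358 and 0.132), and it was at least 1.93-, 1.79- and 1.56-fold lower at 1, 2 and 8 Gy, where 1 of the 2 groups lay near background (fitted log2 fold changes -0.98, -0.84 and -0.64, standard error 0.23, adjusted p = 0.276, 0.148 and 0.0949), and was not called. The other 2 probes of *Set* had log2 fold changes between -0.071 and 0.073 at 1 and 2 Gy. Liver and lung arrays fitted together called *Set* at both doses, and 2 probes at 1 and 2 Gy alone.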

The low dose cluster had only one gene dysregulated in both 1 Gy and 2 Gy, Set, a nuclear proto-oncogene associated with DNA repair^44^ (Fig. 1C, Supplemental Table S1). In contrast, 8 Gy and 12 Gy share 273 genes which are not shared with the lower doses.

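Called at 8 and 12 Gy and at no lower dose were 231 probes (limma, n = 3 mice per dose). With a normexp offset of 50 the count was 119, with the processed signal 372, and it moved furthest, to 79, with the slide as a term of the model. With each mouse left out in turn it ranged from 180 to 291. Whether these probes differ between the lower and the higher doses was not tested.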

### Ingenuity pathway analysis of dysregulated genes highlights downregulation of immune response and increased cell cycle arrest

A canonical pathway analysis was performed with differentially expressed mRNA using IPA. The top 30 canonical pathways dysregulated by radiation and relevant to normal liver are presented in Fig. 2A (log_2_FC > 1, B-H *p* < 0.05) and the top 30 most dysregulated functions are in Fig. 2B. The only pathways altered at 1 Gy radiation were relevant to mitosis and erythropoietin signaling. Multiple pathways relevant to immune response were downregulated starting at 2 Gy radiation (Fig. 2A). Similarly, pathways relevant to senescence and cell cycle arrest were recruited starting at 2 Gy. Surprisingly, the hepatic fibrosis signaling pathway was downregulated at 4 Gy and continued to show downregulation at 8 and 12 Gy (Fig. 2A). Cell survival and cell migration pathways were downregulated as radiation dose increased (Fig. 2B).

**Figure 2:**
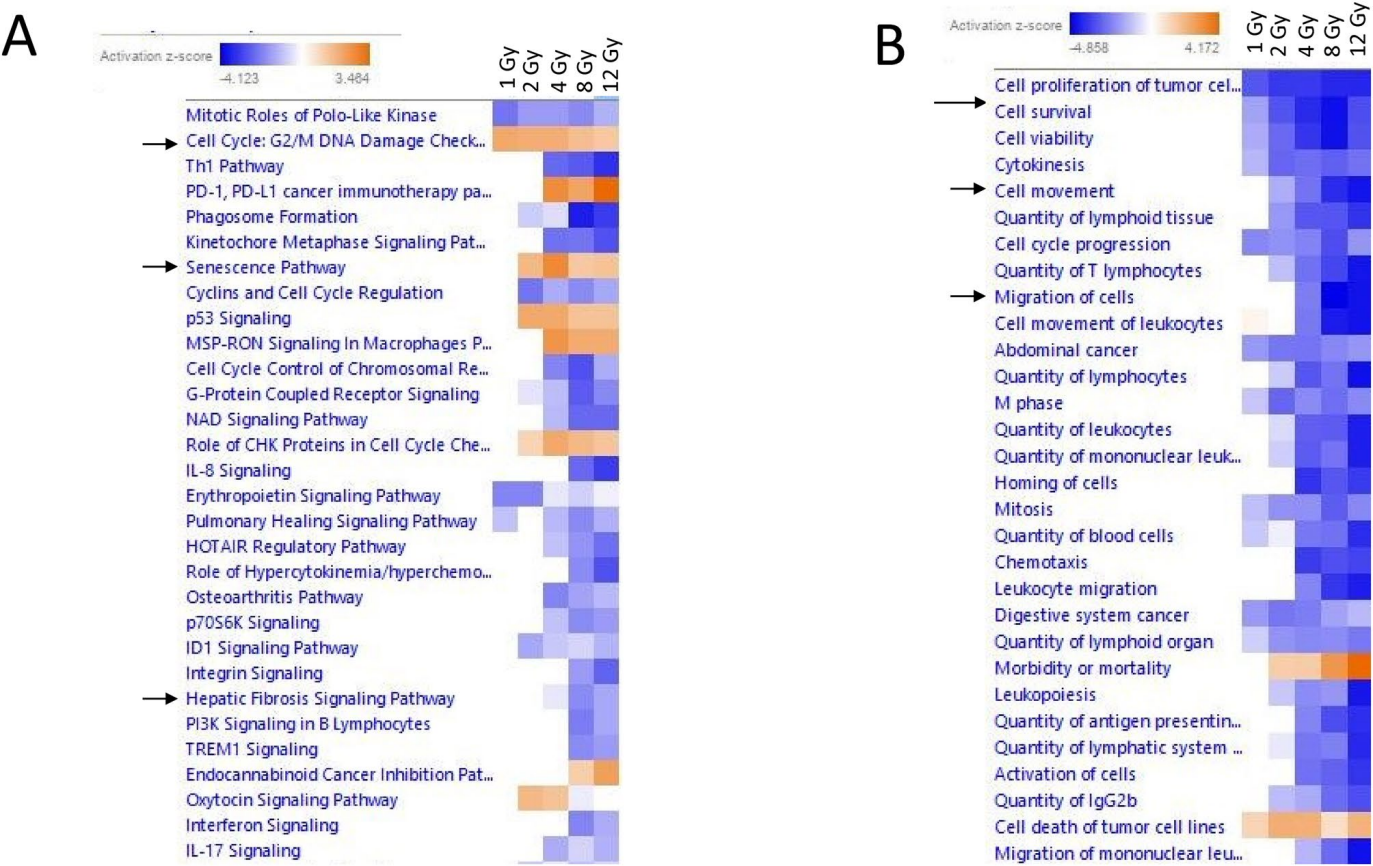
Predicted canonical pathway dysregulation in mouse liver samples based on all differentially expressed mRNAs. IPA was used to perform pathway analysis on all differentially expressed mRNAs to predict pathway involvement, independent of the target relationship with differentially expressed miRNAs. (**A**) Displays the top 30 most significantly dysregulated pathways (B-H *p* value < 0.05). A positive z-score indicates predicted activation of the pathway based on gene expression and a negative z-score indicates predicted deactivation of the pathway based on gene expression. Pathways are hierarchically clustered by z-score. (**B**) Displays top 30 most dysregulated functions (B-H *p* value < 0.05).

We then divided these doses into low (1 and 2 Gy), middle (4 Gy), and high (8 and 12 Gy). We focused on the functions that were most severely activated based on Z-score from Fig. 2 to examine specific genes in the pathway or function. Our goal was to locate potential biomarkers which may be used to predict subsequent pathway dysfunction to aid in medical decision making. The observation of genes going from the high (Supplemental Fig. S2C) to middle (Supplemental Fig. S2B) to low (Supplemental Fig. S2A) are as follows. In 8 and 12 Gy samples, several downstream pathways relevant to inflammation were strongly upregulated. We present genes that IPA has associated with Inflammation of Body Cavity pathway based on 8 Gy (Supplemental Fig. S2C). 

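*Epha2* (NM_010139) had log2 fold changes of 0.37, 1.26 and 1.27 at 4, 8 and 12 Gy (n = 2 mice at 8 Gy with 1 outlier spot set to missing and 3 at each other dose, standard error 0.31, 0.34 and 0.31, adjusted p = 0.586, 0.0347 and 0.023), and was called at 8 and 12 Gy. *Epha2* at 8 Gy was no longer called without 0 Gy mouse 1, 11 or 21 or 8 Gy mouse 5 or 15. Values of 1.11 to 1.41 resulted as each mouse was left out. *Epha2* at 12 Gy was no longer called without 0 Gy mouse 1, 11 or 21 or 12 Gy mouse 16 or 26. Values of 1.19 to 1.37 resulted as each mouse was left out. *Il1r1* (NM_008362) had log2 fold changes of 0.44, 1.46 and 1.53 at 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.30, adjusted p = 0.482, 0.00813 and 0.00627), and was called at 8 and 12 Gy. *Cd40* (NM_011611) had log2 fold changes of -0.35, -0.86 and -0.87 at 4, 8 and 12 Gy (standard error 0.16, adjusted p = 0.263, 0.00466 and 0.00419), and was not called. *Cd40* at 8 Gy became called without 8 Gy mouse 25. Values of -1.03 to -0.76 resulted as each mouse was left out. *Irf5* (NM_012057) had log2 fold changes of -0.86, -1.17 and -1.20 at 4, 8 and 12 Gy (standard error 0.16, adjusted p = 0.0114, 0.000825 and 0.00054), and was called at 8 and 12 Gy. *Gatm* (NM_025961) had log2 fold changes of -0.87, -1.23 and -1.52 at 4, 8 and 12 Gy (standard error 0.16, adjusted p = 0.00855, 0.000427 and 5.93e-05), and was called at 8 and 12 Gy. *Gatm* at 4 Gy became called without 4 Gy mouse 24. Values of -1.06 to -0.70 resulted as each mouse was left out. *Soat1* (NM_009230) was at least 1.38-, 1.55- and 1.7-fold lower at 4, 8 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1 of 3 arrays (fitted log2 fold changes -0.46, -0.82 and -0.92, standard error 0.21, adjusted p = 0.27, 0.028 and 0.0175), and was not called. *Zbp1* (NM_021394) had log2 fold changes of -0.66, -1.20 and -1.32 at 4, 8 and 12 Gy (standard error 0.26, adjusted p = 0.178, 0.00963 and 0.00572), and was called at 8 and 12 Gy. *Lpin1* (NM_001355598) had log2 fold changes of 1.34 and 1.28 at 8 and 12 Gy (standard error 0.37, adjusted p = 0.0325 and 0.0479), and was called at each of these doses. *Lpin1* at 8 Gy was no longer called without 0 Gy mouse 11 or 21 or 8 Gy mouse 5 or 15. Values of 1.16 to 1.66 resulted as each mouse was left out. *Lpin1* at 12 Gy was no longer called without 0 Gy mouse 1, 11 or 21 or 12 Gy mouse 6, 16 or 26. Values of 1.13 to 1.497 resulted as each mouse was left out. *Lpin1* has 2 more probes, A_65_P10394, called at 12 Gy alone, with log2 fold changes of 0.81 and 1.14 at 8 and 12 Gy (adjusted p = 0.104 and 0.0322), and A_55_P2883270, not called at any dose, with 0.74 and 0.82 at 8 and 12 Gy (adjusted p = 0.255 and 0.255). The other probes of *Gatm*, *Zbp1*, *Irf5* and *Soat1* were not called at any dose.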

Genes only dysregulated at 8 and 12 Gy include *Epha2, Il1r1, Lipin1, Cd40, Irf5, Gatm, Soat1, and Zbp1*. In 4 Gy samples, Apoptosis pathways were most strongly activated (Supplemental Fig. S2B). 

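*Brca2* (NM_009765) had log2 fold changes of 0.26, 0.63, 1.12, 0.66 and 1.08 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.32, adjusted p = 0.947, 0.476, 0.0743, 0.217 and 0.0597), and was not called. *Brca2* at 12 Gy became called without 0 Gy mouse 21. Values of 0.76 to 1.33 resulted as each mouse was left out. *Rcan2* (NM_207649) had log2 fold changes of 0.83, 0.79, 1.41, 1.17 and 1.31 at 1, 2, 4, 8 and 12 Gy (standard error 0.29, adjusted p = 0.579, 0.283, 0.0156, 0.0204 and 0.0118), and was called at 4, 8 and 12 Gy. *Rcan2* at 4 Gy was no longer called without 0 Gy mouse 1 or 11 or 4 Gy mouse 4 or 24. Values of 1.34 to 1.49 resulted as each mouse was left out. *Rcan2* at 8 Gy was no longer called without 0 Gy mouse 1 or 11 or 8 Gy mouse 5 or 15. Values of 0.93 to 1.52 resulted as each mouse was left out. *Rcan2* at 12 Gy was no longer called without 12 Gy mouse 26. Values of 1.20 to 1.39 resulted as each mouse was left out. *Wsb1* (NM_001042565) had log2 fold changes of 0.032, 0.032, 1.29, 0.64 and 0.53 at 1, 2, 4, 8 and 12 Gy (standard error 0.26, adjusted p = 0.995, 0.98, 0.0162, 0.142 and 0.28), and was called at 4 Gy. *Wsb1* at 4 Gy was no longer called without 0 Gy mouse 1 or 11 or 4 Gy mouse 24. Values of 1.11 to 1.42 resulted as each mouse was left out. *Rcan2* has 2 more probes, A_55_P1961736, called at 4, 8 and 12 Gy, and A_52_P369415, called at no dose, with log2 fold changes of 0.67, 0.89 and 0.51 at 4, 8 and 12 Gy (adjusted p = 0.218, 0.0589 and 0.341). *Wsb1* has another probe, not called at 4 Gy, with 0.96 at 4 Gy (adjusted p = 0.0847). *Ins1* (NM_008386) was at least 2.06-fold higher at 4 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1 of 3 arrays (fitted log2 fold change 1.16, standard error 0.30, adjusted p = 0.0487). At 1, 2, 8 and 12 Gy its difference could not be measured, since 1 or both groups lay near background, and it was called at 4 Gy. *Ins1* at 4 Gy was no longer called without 0 Gy mouse 1, 11 or 21 or 4 Gy mouse 14. Fitted values of 1.11 to 1.43 resulted as each mouse was left out. *Six4* (NM_011382) was at least 1.04-fold higher at 2 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1 of 3 arrays (fitted log2 fold change 0.44, standard error 0.39, adjusted p = 0.717). At 4 Gy its difference could not be measured, since 1 or both groups lay near background, and it was not called. *Ncam1* (NM_010875), *Grb10* (NM_010345) and *Psme4* (AK164827) were well above background on 0 of the 18 arrays at the probes the paper lists and were not tested. Other probes of these 3 genes were tested and not called. Whether 4 Gy differed from the other doses was not tested for any of these genes.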

Genes only dysregulated at 4 Gy include *Ncam1, Brca2, Grb10, Ins1, Rcan2, Six4, Psme4 and Wsb1*. Oddly, while senescence pathways did not appear significant at 1 Gy within the comparison analysis, they were some of the most strongly activated pathways for 1 Gy when observed individually, with a Z-score greater than 2 for Senescence of Cells (Supplemental Fig. S2A). Within this senescence pathway most genes were also upregulated by all higher doses. Two genes were specific to a single dose. 

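*Rad9b* (NM_144912) was at least 8.72-fold higher at 2 Gy, where 1 of the 2 groups lay near background and the other was well above it on 2 of 3 arrays (n = 3 mice per dose, fitted log2 fold change 3.12, standard error 0.77, adjusted p = 0.104), and was not called. *Rad9b* at 2 Gy became called without 2 Gy mouse 23. Fitted values of 2.42 to 4.49 resulted as each mouse was left out. At 2 Gy the level of *Rad9b* was 9.51 and 9.46 in mice 3 and 13 and 5.35 in mouse 23, on the log2 scale, against 4.79 to 5.30 in the controls. With the slide as a term of the model it was called at 2 Gy. Mouse 23 was the only 2 Gy mouse on the second slide. Its low level was thus taken up by the slide term, and that call rests on mice 3 and 13. *Rad9b* was well above background on 3 of the 18 arrays, and its differences at 1, 4 and 8 Gy could not be measured.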

*Rad9b*, a checkpoint control protein, was only significant at 2 Gy^45^. 

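*Wnt16* (NM_053116) was at least 6.55-fold higher at 1 Gy, where 1 of the 2 groups lay near background and the other was well above it on 2 of 3 arrays (n = 3 mice per dose, fitted log2 fold change 3.01, standard error 0.83, adjusted p = 0.416), and was not called. *Wnt16* at 1 Gy became called without 1 Gy mouse 2. Fitted values of 1.76 to 4.29 resulted as each mouse was left out. The level of *Wnt16* at 1 Gy was 9.43 and 7.02 in mice 12 and 22 and 4.37 in mouse 2, on the log2 scale, against 3.62 to 4.16 in the controls. At the other doses it was not well above background on any array.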

*Wnt16*, which was previously shown to protect cartilage by inhibiting excessive WNT signaling in a mouse model, was only significant at 1 Gy^46^.

### Significant dysregulation is observed across solute carrier families as well as phase I and phase II metabolism genes in the liver

The liver’s role in detoxification and drug metabolism are well studied. We wanted to clarify how radiation impacts influx, phase I and phase II metabolism, and efflux of metabolites in the liver. We observed a decrease in solute carrier organic anion family (SLCO) genes, *Slco1a1, Slco2a1, Slco2b1* (Fig. 3A). 

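*Slco1a1* (NM_013797) had log2 fold changes of -0.93, -1.73, -2.88, -2.96 and -1.73 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.38, adjusted p = 0.668, 0.0673, 0.00111, 0.000427 and 0.0126), and was called at 4, 8 and 12 Gy. *Slco1a1* at 12 Gy was no longer called without 0 Gy mouse 1. Values of -1.86 to -1.63 resulted as each mouse was left out. *Slco2a1* (NM_033314) had log2 fold changes of -0.21, -0.056, -0.48, -0.26 and -0.44 at 1, 2, 4, 8 and 12 Gy (standard error 0.17, adjusted p = 0.884, 0.938, 0.137, 0.354 and 0.136), and was not called. *Slco2b1* (NM_175316) had log2 fold changes of -0.27, -0.012, 0.31, -0.55 and 0.13 at 1, 2, 4, 8 and 12 Gy (standard error 0.23, adjusted p = 0.899, 0.991, 0.535, 0.156 and 0.825), and was not called. The second probe of *Slco1a1* had log2 fold changes of -2.98, -3.04 and -1.99 at 4, 8 and 12 Gy (adjusted p = 0.00108, 0.000435 and 0.00667).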

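*Slc4a1* (NM_011403) had a log2 fold change of -0.73 at 8 Gy (n = 3 mice per dose, standard error 0.27, adjusted p = 0.101), and it was at least 2.57-, 2.93-, 2.38- and 2.24-fold lower at 1, 2, 4 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 2 of 3 arrays (fitted log2 fold changes -1.39, -1.55, -1.25 and -1.16, standard error 0.27, adjusted p = 0.108, 0.0186, 0.0199 and 0.0157), and was called at 2, 4 and 12 Gy. *Slc4a1* at 1 Gy became called without 0 Gy mouse 1. Fitted values of -1.60 to -1.26 resulted as each mouse was left out. *Slc4a1* at 2 Gy was no longer called without 0 Gy mouse 11 or 21 or 2 Gy mouse 3 or 13. Fitted values of -1.77 to -1.43 resulted as each mouse was left out. *Slc4a1* at 4 Gy was no longer called without 0 Gy mouse 11 or 21 or 4 Gy mouse 4, 14 or 24. Fitted values of -1.47 to -1.13 resulted as each mouse was left out. *Slc4a1* at 8 Gy became called without 8 Gy mouse 5. Values of -1.08 to -0.49 resulted as each mouse was left out. *Slc4a1* at 12 Gy was no longer called without 0 Gy mouse 11 or 21 or 12 Gy mouse 6. Fitted values of -1.38 to -1.005 resulted as each mouse was left out. *Slc6a20a* (NM_139142) had log2 fold changes of -1.41, -1.47, -1.60 and -1.37 at 1, 2, 4 and 8 Gy (standard error 0.24, adjusted p = 0.0654, 0.0152, 0.00301 and 0.00363), and it was at least 3.4-fold lower at 12 Gy, where 1 of the 2 groups lay near background (fitted log2 fold change -1.77, standard error 0.24, adjusted p = 0.000563), and was called at 2, 4, 8 and 12 Gy. *Slc6a20a* at 2 Gy was no longer called without 0 Gy mouse 11 or 2 Gy mouse 3 or 13. Values of -1.68 to -1.35 resulted as each mouse was left out. *Slc13a2* (NM_022411) had log2 fold changes of -0.40, -0.76, -0.93, -1.0 and -1.26 at 1, 2, 4, 8 and 12 Gy (standard error 0.32, adjusted p = 0.877, 0.362, 0.129, 0.0626 and 0.0272), and was called at 12 Gy. *Slc13a2* at 8 Gy became called without 0 Gy mouse 21 or 8 Gy mouse 25. Values of -1.26 to -0.80 resulted as each mouse was left out. *Slc13a2* at 12 Gy was no longer called without 0 Gy mouse 1 or 11 or 12 Gy mouse 6 or 16. Values of -1.52 to -1.09 resulted as each mouse was left out. *Slc14a1* (NM_001171010) was at least 1.41-, 1.51-, 1.21-, 1.46- and 1.23-fold lower at 1, 2, 4, 8 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1 of 3 arrays (fitted log2 fold changes -0.60, -0.61, -0.29, -0.97 and -0.56, standard error 0.31, adjusted p = 0.747, 0.479, 0.706, 0.0641 and 0.344), and was not called.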

We also observed decreased expression of solute carrier family (Slc) genes *Slc4a1, Slc5a1, Slc6a20a, Slc13a2*, and *Slc14a1*. Interestingly, families of solute carriers did not show consistent up or downregulation. 

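*Slc16a6* (NM_001029842) had log2 fold changes of -0.46, -0.85, -1.21, -1.07 and -1.02 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.20, adjusted p = 0.685, 0.0825, 0.00484, 0.00455 and 0.0059), and was called at 4, 8 and 12 Gy. *Slc16a6* at 8 Gy was no longer called without 0 Gy mouse 11 or 8 Gy mouse 25. Values of -1.20 to -0.92 resulted as each mouse was left out. *Slc16a6* at 12 Gy was no longer called without 0 Gy mouse 11 or 12 Gy mouse 6 or 16. Values of -1.17 to -0.91 resulted as each mouse was left out. *Slc16a7* (NM_011391) had log2 fold changes of 0.18, 0.59, 1.61, 1.27 and 1.66 at 1, 2, 4, 8 and 12 Gy (standard error 0.28, adjusted p = 0.963, 0.423, 0.00655, 0.011 and 0.00209), and was called at 4, 8 and 12 Gy. *Slc16a7* at 8 Gy was no longer called without 0 Gy mouse 11. Values of 1.16 to 1.40 resulted as each mouse was left out. *Slc16a5* (NM_001359606) had log2 fold changes of 0.047, -0.18, 0.66, 0.88 and 0.96 at 1, 2, 4, 8 and 12 Gy (standard error 0.23, adjusted p = 0.992, 0.821, 0.127, 0.0246 and 0.0182), and was not called. *Slc16a5* at 8 Gy became called without 0 Gy mouse 1. Values of 0.74 to 1.13 resulted as each mouse was left out. *Slc16a5* at 12 Gy became called without 0 Gy mouse 1. Values of 0.81 to 1.20 resulted as each mouse was left out. A second probe of *Slc16a5*, A_52_P30027, was called at 8 and 12 Gy, with log2 fold changes of 1.03 and 1.13 at 8 and 12 Gy (adjusted p = 0.011 and 0.00656). The third, A_55_P2024054, was not called, with 0.95 and 0.86 at 8 and 12 Gy (adjusted p = 0.0287 and 0.054). Of 4 more probes of *Slc16a7*, A_51_P466633 and A_55_P2743720 were called at 12 Gy alone, with 1.02 and 1.02, and A_52_P408736 and A_55_P2173358 at no dose, with 0.95 and 0.11 (adjusted p = 0.00166, 0.00171, 0.0209 and 0.905). *Slc6a21* (NM_001033176) was at least 1.79-, 1.63- and 1.68-fold higher at 4, 8 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 3, 1 and 1 of 3 arrays (fitted log2 fold changes 1.11, 0.98 and 1.02, standard error 0.34, adjusted p = 0.0895, 0.0847 and 0.0887), and was not called. *Slc6a21* at 4 Gy became called without 0 Gy mouse 21. Fitted values of 0.76 to 1.45 resulted as each mouse was left out. *Slc6a21* at 8 Gy became called without 0 Gy mouse 21. Fitted values of 0.62 to 1.31 resulted as each mouse was left out. *Slc6a21* at 12 Gy became called without 0 Gy mouse 21. Fitted values of 0.67 to 1.36 resulted as each mouse was left out.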

While *Slc16a6* decreased in expression after radiation, *Slc16a5, Slc6a21,* and *Slc16a7* showed significant increases in expression by 8 Gy. Similarly, Slc22 family members *Slc22a5, Slc22a27, Slc22a29* also showed increased expression, with *Slc22a27* and *Slc22a29* showing statistical significance at 4 Gy while *Slc22a5* showed significance only at 12 Gy. In contrast *Slc22a14* showed significantly decreased expression at 8 Gy. 

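*Slc22a5* (NM_011396) had log2 fold changes of -0.12, 0.030, 0.74, 0.63 and 1.08 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.23, adjusted p = 0.977, 0.979, 0.0975, 0.105 and 0.0112), and was called at 12 Gy. *Slc22a5* at 12 Gy was no longer called without 0 Gy mouse 11 or 12 Gy mouse 26. Values of 0.77 to 1.38 resulted as each mouse was left out. *Slc22a27* (NM_001361980) had log2 fold changes of 0.79, 1.05, 1.43, 0.62 and 1.05 at 1, 2, 4, 8 and 12 Gy (standard error 0.37, adjusted p = 0.705, 0.265, 0.0478, 0.319 and 0.106), and was called at 4 Gy. *Slc22a27* at 4 Gy was no longer called without 0 Gy mouse 1, 11 or 21 or 4 Gy mouse 4, 14 or 24. Values of 0.96 to 1.66 resulted as each mouse was left out. *Slc22a29* (NM_172776) had log2 fold changes of 1.12, 1.08, 1.67, 1.07 and 1.13 at 1, 2, 4, 8 and 12 Gy (standard error 0.25, adjusted p = 0.205, 0.0767, 0.00255, 0.0146 and 0.012), and was called at 4, 8 and 12 Gy. *Slc22a29* at 8 Gy was no longer called without 0 Gy mouse 1 or 8 Gy mouse 5. Values of 0.78 to 1.26 resulted as each mouse was left out. *Slc22a29* at 12 Gy was no longer called without 0 Gy mouse 1 or 12 Gy mouse 6 or 26. Values of 0.84 to 1.32 resulted as each mouse was left out.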

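*Slc22a14* (NM_001037749) was well above background on 0 of the 18 arrays, and neither its level nor a difference at 8 Gy could be measured.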

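*Slc25a25* (NM_001362905) had log2 fold changes of -0.27, 0.072, 1.49, 1.014 and 0.52 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.45, adjusted p = 0.967, 0.974, 0.0835, 0.17 and 0.582), and was not called. *Slc25a35* (AK157873) had a log2 fold change of -0.64 at 1 Gy (standard error 0.28, adjusted p = 0.693), and it was at least 1.99-, 1.62-, 1.73- and 1.73-fold lower at 2, 4, 8 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 2 of 3 arrays (fitted log2 fold changes -0.99, -0.70, -0.92 and -0.79, standard error 0.28, adjusted p = 0.161, 0.196, 0.0513 and 0.11), and was not called. *Slc25a35* at 8 Gy became called without 8 Gy mouse 15. Fitted values of -1.12 to -0.68 resulted as each mouse was left out. Of its 2 other probes, A_52_P436447 had log2 fold changes of -1.13 and -0.98 at 8 and 12 Gy (adjusted p = 0.0328 and 0.0719) and A_52_P590756 of -1.005 and -0.96 at 8 and 12 Gy (adjusted p = 0.0317 and 0.046), both called at 8 Gy.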

*Slc25a25* showed significantly increased expression only at 4 Gy while *Slc25a35* was significantly decreased at 8 and 12 Gy. 

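*Abca8a* (NM_153145) was at least 1.51-, 1.83-, 1.29-, 1.58- and 1.84-fold lower at 1, 2, 4, 8 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1 of 3 arrays (n = 3 mice per dose, fitted log2 fold changes -0.70, -0.94, -0.37, -0.82 and -1.006, standard error 0.23, adjusted p = 0.556, 0.104, 0.447, 0.0382 and 0.0163), and was called at 12 Gy. *Abca8a* at 12 Gy was no longer called without 12 Gy mouse 16. Fitted values of -1.15 to -0.80 resulted as each mouse was left out. Its second probe was not called, with -0.35, -0.53 and -0.33 at 2, 8 and 12 Gy (adjusted p = 0.51, 0.104 and 0.383).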

*Abca8a* was significantly decreased at 2, 8 and 12 Gy but not 4 Gy. While *Abcd2* was only upregulated significantly at 8 Gy. 

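*Abcd2* (NM_011994) had log2 fold changes of 0.12, 0.48, 0.85, 1.31 and 0.85 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.24, adjusted p = 0.976, 0.462, 0.0675, 0.00427 and 0.0451), and was called at 8 Gy. *Abcd2* at 4 Gy became called without 0 Gy mouse 21. Values of 0.60 to 1.05 resulted as each mouse was left out. *Abcd2* at 12 Gy became called without 0 Gy mouse 21. Values of 0.60 to 1.05 resulted as each mouse was left out.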

*Slc35b1* was decreased at 4 and 12 Gy while *Slc35g2* was only decreased at 8 Gy.

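*Slc35b1* (NM_016752) had log2 fold changes of -0.24, -0.67, -0.93, -0.84 and -1.003 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.15, adjusted p = 0.8, 0.0677, 0.00421, 0.00361 and 0.000933), and was called at 12 Gy. *Slc35b1* at 4 Gy became called without 0 Gy mouse 21. Values of -1.012 to -0.85 resulted as each mouse was left out. *Slc35b1* at 12 Gy was no longer called without 0 Gy mouse 1 or 11 or 12 Gy mouse 6. Values of -1.09 to -0.93 resulted as each mouse was left out. *Slc35g2* (NM_001101483) had log2 fold changes of -0.46, -0.25, -0.53 and -0.46 at 1, 2, 4 and 12 Gy (standard error 0.22, adjusted p = 0.714, 0.711, 0.208 and 0.25), and it was at least 1.88-fold lower at 8 Gy, where 1 of the 2 groups lay near background (fitted log2 fold change -0.91, standard error 0.22, adjusted p = 0.0171), and was not called. *Slc35g2* at 8 Gy became called without 0 Gy mouse 11. Fitted values of -1.0 to -0.79 resulted as each mouse was left out.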

**Figure 3:**
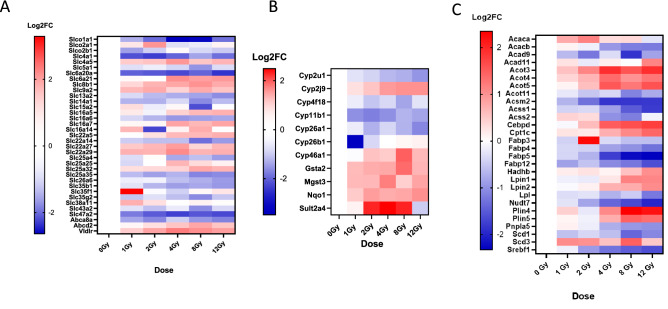
Drug and fat metabolism are dysregulated by radiation injury. Heatmaps of solute carriers (SLC) (A), phase I and phase II metabolism genes (B), and fat metabolism (C) are displayed. Only genes which were shown to be significantly altered ((log2FC > 1), *p* < 0.01) in at least one dose are displayed. White indicates control samples. Red indicates upregulation compared to control while blue indicates downregulation compared to control.

Due to the role of cyp450 genes in phase I metabolism we chose to study their expression across radiation doses (Fig. 3B). We separated genes in the heatmaps between genes relevant to transport (Fig. 3A), from genes relevant to metabolism of xenobiotics and biosynthesis (Fig. 3B) from genes relevant to fat metabolism (Fig. 3C). We observed dysregulation of several phase II metabolism genes including *Sult2a4, Gsta2*, and *Mgst3*. 

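Over the 18 arrays the linear dose trends were -0.57 for *Sult2a4*, 0.66 for *Gsta2* and 0.42 for *Mgst3* (standard errors 1.11, 0.35 and 0.17, adjusted p = 0.814, 0.277 and 0.139), and none was called. *Nqo1* (NM_008706) had log2 fold changes of 0.60, 1.08, 0.90, 0.98 and 1.21 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.21, adjusted p = 0.595, 0.0388, 0.0313, 0.0108 and 0.00298), and was called at 2 and 12 Gy. *Nqo1* at 2 Gy was no longer called without 0 Gy mouse 1 or 21 or 2 Gy mouse 3 or 13. Values of 0.88 to 1.25 resulted as each mouse was left out. *Nqo1* at 4 Gy became called without 0 Gy mouse 11 or 4 Gy mouse 24. Values of 0.75 to 1.08 resulted as each mouse was left out. *Nqo1* at 8 Gy became called without 0 Gy mouse 11 or 8 Gy mouse 25. Values of 0.89 to 1.15 resulted as each mouse was left out. *Vldlr* (NM_013703) had log2 fold changes of 0.74, 1.33, 1.91, 1.66 and 1.40 at 1, 2, 4, 8 and 12 Gy (standard error 0.25, adjusted p = 0.558, 0.0301, 0.000998, 0.00124 and 0.00332), and was called at 2, 4, 8 and 12 Gy. *Vldlr* at 2 Gy was no longer called without 0 Gy mouse 1 or 11 or 2 Gy mouse 3 or 13. Values of 1.12 to 1.54 resulted as each mouse was left out. *Vldlr* has another probe, which was not called at 2 Gy, with 1.16 at 2 Gy (adjusted p = 0.189). *Cyp4f18* (NM_024444) had log2 fold changes of -0.19, -0.39 and -0.28 at 1, 4 and 12 Gy (standard error 0.22, adjusted p = 0.941, 0.387 and 0.535), and it was at least 1.49- and 1.77-fold lower at 2 and 8 Gy, where 1 of the 2 groups lay near background and the other was well above it on 2 of 3 arrays (fitted log2 fold changes -0.58 and -0.92, standard error 0.22, adjusted p = 0.307 and 0.0173), and was not called. *Cyp4f18* at 8 Gy became called without 0 Gy mouse 1 or 8 Gy mouse 25. Fitted values of -1.05 to -0.75 resulted as each mouse was left out.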

*Cyp26a1* showed a statistically significant decrease in expression at 12 Gy. 

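*Cyp26a1* (NM_007811) had log2 fold changes of -0.29, -1.21, -0.64, -1.16 and -1.85 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.67, adjusted p = 0.979, 0.512, 0.697, 0.302 and 0.119), and was not called.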

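*Cyp11b1* (NM_001033229) was at least 1.51-, 1.76-, 1.65-, 1.44- and 1.49-fold lower at 1, 2, 4, 8 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1 of 3 arrays (n = 3 mice per dose, fitted log2 fold changes -1.27, -1.500, -1.28, -0.81 and -1.007, standard error 0.40, adjusted p = 0.531, 0.133, 0.0971, 0.222 and 0.157), and was not called. *Cyp11b1* at 4 Gy became called without 0 Gy mouse 21. Fitted values of -1.72 to -1.02 resulted as each mouse was left out. *Cyp11b1* at 12 Gy became called without 0 Gy mouse 21. Fitted values of -1.45 to -0.86 resulted as each mouse was left out.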

*Cyp11b1* was significantly decreased at 2 and 4 Gy. *Cyp26b1* is significantly decreased only at 1 Gy. 

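*Cyp26b1* (NM_175475) had log2 fold changes of -3.46, -0.58, -0.013, 0.13 and 0.15 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.55, adjusted p = 0.0435, 0.736, 0.995, 0.918 and 0.924), and was called at 1 Gy. *Cyp26b1* at 1 Gy was no longer called without 0 Gy mouse 11 or 21 or 1 Gy mouse 2, 12 or 22. Values of -3.73 to -3.12 resulted as each mouse was left out. All 3 mice at 1 Gy lay below all 3 controls, at most 5.54 against at least 8.23 on the log2 scale (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The lowest level at any other dose was 7.47, above all 3 mice at 1 Gy.

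**Figure D2:**
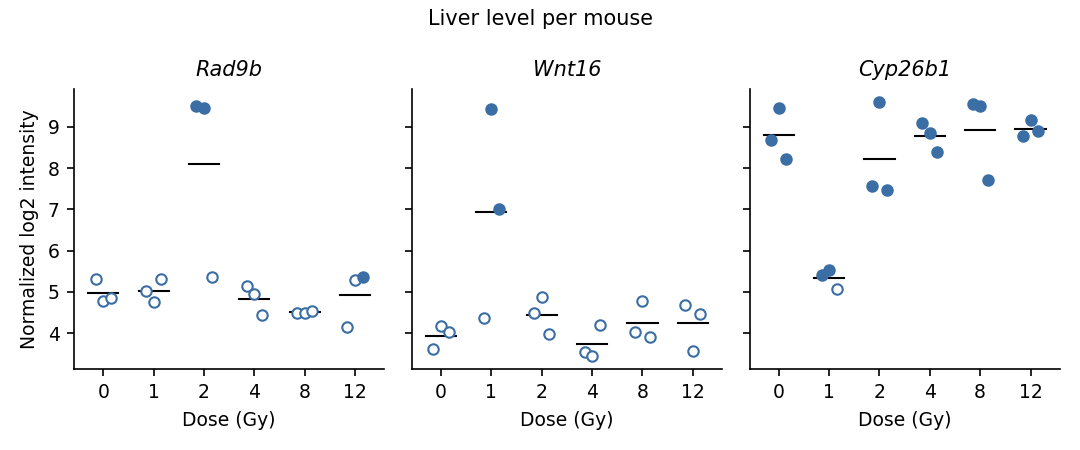
Normalized log2 intensity (vertical axis) of *Rad9b*, *Wnt16* and *Cyp26b1* in each liver by dose in Gy (horizontal axis), with filled points well above background and lines at the means. *Rad9b* was raised in 2 of 3 mice at 2 Gy, *Wnt16* in 2 of 3 at 1 Gy, and *Cyp26b1* was low in all 3 at 1 Gy.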

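*Cyp2u1* (ENSMUST00000198606.1) had log2 fold changes of -0.43, -0.67, -1.101, -1.20 and -1.62 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.23, adjusted p = 0.761, 0.261, 0.019, 0.00594 and 0.000743), and was called at 4, 8 and 12 Gy. *Cyp2u1* at 4 Gy was no longer called without 0 Gy mouse 1 or 11 or 4 Gy mouse 4 or 14. Values of -1.30 to -0.93 resulted as each mouse was left out. *Cyp2j9* (ENSMUST00000126509.1) had log2 fold changes of 0.32, 0.28, 0.87, 1.14 and 1.17 at 1, 2, 4, 8 and 12 Gy (standard error 0.22, adjusted p = 0.845, 0.663, 0.0432, 0.00574 and 0.00478), and was called at 8 and 12 Gy. *Cyp2j9* at 4 Gy became called without 0 Gy mouse 21. Values of 0.64 to 1.02 resulted as each mouse was left out. *Cyp2j9* at 8 Gy was no longer called without 0 Gy mouse 1. Values of 0.90 to 1.28 resulted as each mouse was left out. *Cyp2j9* at 12 Gy was no longer called without 0 Gy mouse 1. Values of 0.93 to 1.31 resulted as each mouse was left out. The second probe of *Cyp2u1* had log2 fold changes of -1.12, -0.95 and -1.26 at 4, 8 and 12 Gy (adjusted p = 0.0153, 0.0173 and 0.00368) and that of *Cyp2j9* 1.11, 1.21 and 1.20 at 4, 8 and 12 Gy (adjusted p = 0.00741, 0.00201 and 0.00179).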

Interestingly, *Cyp2u1* was significantly decreased at 8 and 12 Gy while *Cyp2j9* was significantly increased at 8 and 12 Gy. *Cyp46a1* and the phase II metabolism gene *Gsta2* were only significant at 8 Gy. 

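*Cyp46a1* (NM_010010) had log2 fold changes of -0.033, 0.48, 0.38, 1.39 and 0.51 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.54, adjusted p = 0.998, 0.791, 0.794, 0.121 and 0.675), and was not called. *Cyp46a1* at 8 Gy became called without 8 Gy mouse 25. Values of 0.62 to 1.92 resulted as each mouse was left out. *Gsta2* (NM_008182) had log2 fold changes of 0.79, 0.95, 0.98, 1.54 and 0.82 at 1, 2, 4, 8 and 12 Gy (standard error 0.34, adjusted p = 0.681, 0.282, 0.137, 0.0125 and 0.182), and was called at 8 Gy. *Gsta2* at 8 Gy was no longer called without 0 Gy mouse 11. Values of 1.104 to 1.88 resulted as each mouse was left out.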

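*Sult2a4* (NM_001101534) had log2 fold changes of 2.75 and 2.37 at 4 and 8 Gy (n = 3 mice per dose, standard error 0.90, adjusted p = 0.115 and 0.113), and was not called.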

The phase II gene *Sult2a4* showed significantly increased expression at 4 and 8 Gy. *Mgst3* was significantly increased at 4 Gy. 

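*Mgst3* (NM_025569) had log2 fold changes of 0.50, 0.48, 0.55, 0.58 and 0.66 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.19, adjusted p = 0.623, 0.317, 0.126, 0.0641 and 0.0469), and was not called.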

Schematic of radiation induced changes to transporters, Phase I and Phase II genes in liver are presented and further explained in the discussion (Supplemental Fig. S3A).

Since we observed changes to both active and passive transporters relevant to lipid metabolism and because there is a known link between fatty liver development and radiation, we chose to further study genes relevant to these pathways. 

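*Acaca* (NM_133360) had log2 fold changes of 0.096, -0.12, -0.48, -0.60 and -0.71 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.18, adjusted p = 0.973, 0.851, 0.157, 0.0432 and 0.0242), and was not called. A further probe, A_55_P2121392, had a log2 fold change of 0.95 at 2 Gy (adjusted p = 0.122).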

*Acaca* shows a significant increase in expression at 2 Gy before decreasing to normal expression (Fig. 3C). 

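*Acacb* (NM_133904) had log2 fold changes of 0.13, -0.17, -1.11, -1.36 and -1.41 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.43, adjusted p = 0.988, 0.926, 0.188, 0.0631 and 0.0671), and was not called. *Acacb* at 8 Gy became called without 8 Gy mouse 5. Values of -1.69 to -0.83 resulted as each mouse was left out. Its linear dose trend of -1.65 was called (standard error 0.37, adjusted p = 0.00728). The trend of its second probe, -0.31, was not called (adjusted p = 0.394).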

*Acacb* showed decreased expression at 8 and 12 Gy. 

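*Acad9* (AK049931) had log2 fold changes of -0.56, -1.03, -0.32 and -0.77 at 1, 2, 4 and 12 Gy (n = 3 mice per dose, standard error 0.38, adjusted p = 0.839, 0.29, 0.74 and 0.277), and it was at least 2.88-fold lower at 8 Gy, where 1 of the 2 groups lay near background (fitted log2 fold change -1.53, standard error 0.38, adjusted p = 0.0219), and was called at 8 Gy. *Acad9* at 8 Gy was no longer called without 0 Gy mouse 11 or 8 Gy mouse 5 or 15. Fitted values of -1.70 to -1.20 resulted as each mouse was left out. The 2 other probes of *Acad9* were not called at any dose and had log2 fold changes at 12 Gy of -0.019 and -0.25. *Acad11* (ENSMUST00000185819.1) was at least 1.67-fold higher at 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1 of 3 arrays (fitted log2 fold change 0.85, standard error 0.26, adjusted p = 0.0617), and was not called. *Acad11* at 12 Gy became called without 12 Gy mouse 16. Fitted values of 0.70 to 1.07 resulted as each mouse was left out. *Cpt1c* (NM_001357670) had log2 fold changes of 0.23, 0.19, 0.67, 1.05 and 1.36 at 1, 2, 4, 8 and 12 Gy (standard error 0.14, adjusted p = 0.798, 0.633, 0.0174, 0.000512 and 5.26e-05), and was called at 8 and 12 Gy. *Cpt1c* at 8 Gy was no longer called without 0 Gy mouse 1 or 8 Gy mouse 25. Values of 0.98 to 1.12 resulted as each mouse was left out. *Hadhb* (ENSMUST00000127364.1) had log2 fold changes of 0.19, 0.29, 0.11, 0.63 and 1.12 at 1, 2, 4, 8 and 12 Gy (standard error 0.20, adjusted p = 0.931, 0.623, 0.844, 0.0643 and 0.00403), and was called at 12 Gy. *Hadhb* at 12 Gy was no longer called without 12 Gy mouse 26. Values of 0.87 to 1.31 resulted as each mouse was left out. No other probe of *Acad11*, *Cpt1c* or *Hadhb* was called at any dose.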

*Acad* members 9 and 11, *Cpt1c*, and *Hadhb* showed significant increases at 12 Gy. 

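*Acot3* (NM_134246) had log2 fold changes of 0.65, 1.30, 2.23, 1.83 and 2.21 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.50, adjusted p = 0.87, 0.308, 0.0247, 0.0315 and 0.0137), and was called at 4, 8 and 12 Gy. *Acot3* at 4 Gy was no longer called without 0 Gy mouse 1 or 11 or 4 Gy mouse 4, 14 or 24. Values of 1.68 to 2.87 resulted as each mouse was left out. *Acot3* at 8 Gy was no longer called without 0 Gy mouse 1 or 11 or 8 Gy mouse 5 or 15. Values of 1.28 to 2.48 resulted as each mouse was left out. *Acot3* at 12 Gy was no longer called without 0 Gy mouse 1 or 11 or 12 Gy mouse 6 or 26. Values of 1.66 to 2.86 resulted as each mouse was left out. *Acot4* (NM_134247) had log2 fold changes of 0.45, 0.78, 1.53, 1.13 and 1.42 at 1, 2, 4, 8 and 12 Gy (standard error 0.37, adjusted p = 0.884, 0.429, 0.0345, 0.0654 and 0.03), and was called at 4 and 12 Gy. *Acot4* at 4 Gy was no longer called without 0 Gy mouse 1 or 11 or 4 Gy mouse 4, 14 or 24. Values of 1.23 to 1.95 resulted as each mouse was left out. *Acot4* at 8 Gy became called without 0 Gy mouse 21. Values of 0.83 to 1.55 resulted as each mouse was left out. *Acot4* at 12 Gy was no longer called without 0 Gy mouse 1 or 11 or 12 Gy mouse 6 or 26. Values of 1.12 to 1.83 resulted as each mouse was left out. *Acot5* (NM_145444) had log2 fold changes of 0.14, 0.68, 1.75, 1.43 and 1.79 at 1, 2, 4, 8 and 12 Gy (standard error 0.48, adjusted p = 0.989, 0.626, 0.0643, 0.0758 and 0.0376), and was called at 12 Gy. *Acot5* at 4 Gy became called without 0 Gy mouse 21. Values of 1.34 to 2.24 resulted as each mouse was left out. *Acot5* at 8 Gy became called without 0 Gy mouse 21. Values of 1.02 to 1.92 resulted as each mouse was left out. *Acot5* at 12 Gy was no longer called without 0 Gy mouse 1 or 11 or 12 Gy mouse 6 or 26. Values of 1.38 to 2.28 resulted as each mouse was left out. *Acot3* has a second probe, not called at 8 Gy, with 1.38 at 8 Gy (adjusted p = 0.139). *Acot4* has a second probe, not called at 12 Gy, with 0.996 at 12 Gy (adjusted p = 0.0238). *Acot5* has a second probe, called at no dose, with 0.42, 0.22 and -0.18 at 4, 8 and 12 Gy (adjusted p = 0.209, 0.473 and 0.622).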

*Acot* family members 3, 4, and 5 showed significantly increased expression from 4 to 12 Gy. *Acsm2*, *Acss1*, and *Acss2* were all downregulated as dose increased. 

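*Acsm2* (NM_146197) had log2 fold changes of -0.35, -1.014, -1.59, -1.72 and -1.57 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.28, adjusted p = 0.875, 0.146, 0.00707, 0.00206 and 0.00313), and was called at 4, 8 and 12 Gy. *Acss1* (NM_080575) had log2 fold changes of -0.32 and -0.25 at 1 and 2 Gy (standard error 0.24, adjusted p = 0.871 and 0.743), and it was at least 1.61-, 2.17- and 2.42-fold lower at 4, 8 and 12 Gy, where 1 of the 2 groups lay near background (fitted log2 fold changes -0.68, -1.12 and -1.36, standard error 0.24, adjusted p = 0.142, 0.0108 and 0.00335), and was called at 8 and 12 Gy. *Acss1* at 8 Gy was no longer called without 0 Gy mouse 11. Fitted values of -1.18 to -1.03 resulted as each mouse was left out. *Acss2* (NM_019811) had a linear dose trend of -0.88 over 12 Gy (standard error 0.25, adjusted p = 0.03), which was not called, while the trend of its second probe, -1.015, was (adjusted p = 0.0391).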

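*Cebpd* (NM_007679) had log2 fold changes of -0.055, 0.70, 1.69, 1.86 and 2.00 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.29, adjusted p = 0.993, 0.357, 0.00695, 0.00181 and 0.000839), and was called at 4, 8 and 12 Gy. *Srebf1* (NM_011480) had log2 fold changes of -0.12, -0.80, -1.17, -1.36 and -1.53 at 1, 2, 4, 8 and 12 Gy (standard error 0.18, adjusted p = 0.962, 0.0733, 0.00348, 0.000538 and 0.000175), and was called at 4, 8 and 12 Gy. *Lpin2* (NM_022882) had log2 fold changes of -0.030, 0.16, 0.82, 0.90 and 1.20 at 1, 2, 4, 8 and 12 Gy (standard error 0.25, adjusted p = 0.995, 0.861, 0.0861, 0.0335 and 0.0084), and was called at 12 Gy. *Lpin2* has 3 more probes, called at no dose, with 0.81, 0.61 and 0.72 at 12 Gy (adjusted p = 0.0127, 0.365 and 0.113). *Plin4* (NM_020568) had log2 fold changes of 0.47, -0.18, 1.18, 2.63 and 2.41 at 1, 2, 4, 8 and 12 Gy (standard error 0.38, adjusted p = 0.882, 0.905, 0.106, 0.000929 and 0.00142), and was called at 8 and 12 Gy. *Plin5* (NM_001077348) had log2 fold changes of 0.12, -0.14, 0.86, 1.68 and 1.53 at 1, 2, 4, 8 and 12 Gy (standard error 0.30, adjusted p = 0.983, 0.911, 0.139, 0.00387 and 0.00638), and was called at 8 and 12 Gy. *Lpin1* had a linear dose trend of 1.70 over 12 Gy (standard error 0.31, adjusted p = 0.00168), and was called, as was that of A_65_P10394, while that of A_55_P2883270 was not, with 0.98 (adjusted p = 0.0396).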

The genes *Cebpd*, *Srebf1*, *Lpin1*, *Lpin*2, *Plin4*, and *Plin5* showed increased expression with increasing dose. 

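*Fabp3* (NM_010174) had log2 fold changes of -0.16, 2.66, 0.063, -0.21 and -0.37 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.75, adjusted p = 0.992, 0.161, 0.981, 0.9 and 0.854), and was not called. *Fabp3* at 2 Gy became called without 2 Gy mouse 3. Values of 1.44 to 3.84 resulted as each mouse was left out. *Fabp4* (NM_024406) had log2 fold changes of -0.41, -0.45, -0.97, -1.11 and -1.47 at 1, 2, 4, 8 and 12 Gy (standard error 0.20, adjusted p = 0.715, 0.379, 0.0156, 0.00356 and 0.000447), and was called at 8 and 12 Gy. *Fabp4* at 4 Gy became called without 0 Gy mouse 1 or 4 Gy mouse 4. Values of -1.05 to -0.87 resulted as each mouse was left out. *Fabp4* at 8 Gy was no longer called without 8 Gy mouse 15. Values of -1.28 to -0.94 resulted as each mouse was left out. *Fabp4* has a second probe, called at no dose, with -0.61 and -0.99 at 8 and 12 Gy (adjusted p = 0.0406 and 0.00325). *Fabp5* (NM_001272097) had log2 fold changes of -0.44, -0.83, -2.06, -2.58 and -2.70 at 1, 2, 4, 8 and 12 Gy (standard error 0.23, adjusted p = 0.754, 0.15, 0.000307, 1.87e-05 and 7.72e-06), and was called at 4, 8 and 12 Gy. *Fabp12* (NM_029310) had log2 fold changes of -0.84, -0.55, -1.06, -1.16 and -1.502 at 1, 2, 4, 8 and 12 Gy (standard error 0.31, adjusted p = 0.615, 0.52, 0.0761, 0.0301 and 0.00842), and was called at 8 and 12 Gy. *Fabp12* at 8 Gy was no longer called without 0 Gy mouse 11 or 21 or 8 Gy mouse 5 or 15. Values of -1.55 to -0.89 resulted as each mouse was left out.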

The *Fabp* family members 3, 4, 5, and 12 decreased with increasing radiation doses. 

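*Scd1* (BC114417) had a linear dose trend of -0.87 over 12 Gy (n = 18 mice, standard error 0.25, adjusted p = 0.033), which was not called. The trend of its second probe, -1.40, was called (adjusted p = 0.00236). *Scd3* (NM_024450) was at least 1.84-fold higher at 8 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1 of 3 arrays (n = 3 mice per dose, fitted log2 fold change 1.20, standard error 0.43, adjusted p = 0.0917), and was not called. Another probe of *Scd3*, A_55_P2099594, was called in the opposite direction, with log2 fold changes of -1.27 and -1.33 at 8 and 12 Gy (adjusted p = 0.0285 and 0.0266).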

*Scd1* decreased with increased radiation dose, while *Scd3* increased in expression with radiation dose.

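Among the genes of fat metabolism that the paper names, at the probes used here, *Acsm2*, *Acss1*, *Srebf1*, *Fabp4*, *Fabp5* and *Fabp12* were called lower at both 8 and 12 Gy (limma, n = 3 mice per dose). Called higher at both were *Cpt1c*, *Acot3*, *Cebpd*, *Plin4*, *Plin5* and *Lpin1*. The calls of *Acad9* and *Scd1* held at 8 Gy alone and those of *Hadhb*, *Acot4*, *Acot5* and *Lpin2* at 12 Gy alone, and the others were called at neither. Uptake and oxidation of fatty acids themselves were not measured by the arrays.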

In sum, we see a decrease in fatty acid uptake into the liver and a decrease in peroxisomal fatty acid oxidation as radiation doses increase. We also observe increased triacylglycerol synthesis and maintenance after 8 and 12 Gy doses of radiation as depicted in Supplemental Fig. S3B. Hepatic steatosis has previously been associated with RILD and death in animal models. Understanding the genes within this pathway are useful in developing biomarkers to predict liver metabolism dysfunction and greater liver damage.

### Increased dose of radiation caused increases in miRNA dysregulation

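RNA from the same 18 livers, 3 per dose, was hybridized to 1-colour Agilent miRNA arrays, 1 per mouse, with 56430 spots of 4415 probes for 1881 names. The authors deposited median pixel intensities without normalization between arrays, and these were corrected, normalized over the 18 arrays and fitted in limma as the mRNA arrays were. Between 7.45% and 16.9% of the spots were well above background, with medians by dose of 8.30%, 9.13%, 8.57%, 9.12%, 9.42% and 14.1% from 0 to 12 Gy. No spot was saturated. Tested were the 390 probes well above background on at least 1 array. Their median log2 fold change was 0.075, -0.062, 0.0073, 0.042 and -0.18 from 1 to 12 Gy. Scaling to the 75th percentile of probes detected on all arrays instead put it at 0.36 at 2 Gy, and scaling to the 75th percentile over all probes put it between -0.55 and 0.40 over the 5 doses. Counted from the median at 12 Gy, 11 probes were called higher and 0 lower. The arrays lay on 4 slides, with all 0 Gy arrays on slide 1 and the 12 Gy arrays on slides 3 and 4.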

A separate whole genome analysis was performed on miRNA, (Fig. 4A). 

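At 1 Gy 0 of the 390 probes were called by limma and 24 had an unadjusted p below 0.05. At 12 Gy 5 probes of 3 miRNAs were called, all higher than at 0 Gy, and 140 had an unadjusted p below 0.05 (limma, n = 3 mice per dose). The count at 12 Gy rose furthest with the processed signal, to 33 probes, 26 of them lower and 7 higher, or 12 lower and 12 higher counted from that scaling's median of -0.34, and fell to 0 with scaling to the 75th percentile over all probes. Without 12 Gy mouse 6 it was 10, and the 12 Gy arrays then all lay on slide 4. No alternative called a probe at 1 Gy.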

No miRNAs were significantly dysregulated at 1 Gy, while 12 miRNAs were dysregulated at 12 Gy (Fig. 4B). From 2 to 12 Gy, miRNA-34a-5p was significantly upregulated. 

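miR-34a-5p had log2 fold changes of 0.47, 0.83, 1.32, 1.28 and 1.51 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.18, adjusted p = 0.612, 0.101, 0.00117, 0.000585 and 7.75e-05), and was called at 4, 8 and 12 Gy. miR-34a-5p at 2 Gy became called without 2 Gy mouse 23. Values of 0.71 to 1.02 resulted as each mouse was left out. The second probe of miR-34a-5p had log2 fold changes of 0.54, 0.77, 1.18, 1.31 and 1.57 at 1, 2, 4, 8 and 12 Gy (adjusted p = 0.565, 0.101, 0.00119, 0.000335 and 3.57e-05) and was called at the same doses.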

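At 2 Gy 0 probes were called by limma (n = 3 mice per dose), and 21 had an unadjusted p below 0.05. At 4 Gy 2 probes were called, both of them for miR-34a-5p and both higher, and 24 had an unadjusted p below 0.05. Leaving out single mice gave 0 to 3 called probes at 2 Gy, with 3 once 2 Gy mouse 3 was left out.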

In both 2 Gy and 4 Gy animals, only miR-34a-5p was upregulated. 

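At 8 Gy 2 probes were called, both for miR-34a-5p and both higher, and 47 had an unadjusted p below 0.05 (limma). miR-3102-5p had log2 fold changes of -0.45, -0.40, -0.60 and 0.75 at 1, 2, 4 and 8 Gy (n = 3 mice per dose, standard error 0.23, adjusted p = 0.669, 0.986, 0.607 and 0.13), and was not called. Liver and lung arrays fitted together gave 6 called probes at 8 Gy.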

At 8 Gy miR-34a-5p, miR-3102-5p, 466n-3p and miR-302a5p were dysregulated. 

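miR-3102-5p had a log2 fold change of 1.007 at 12 Gy (n = 3 mice per dose, standard error 0.23, adjusted p = 0.00892), and was called. miR-3102-5p at 12 Gy was no longer called without 0 Gy mouse 21 or 12 Gy mouse 16 or 26. Values of 0.91 to 1.11 resulted as each mouse was left out. Its second probe was not called, with 0.98 at 12 Gy (adjusted p = 0.00681). miR-3960 had a log2 fold change of 0.92 at 12 Gy (standard error 0.22, adjusted p = 0.0105), and was not called. miR-3960 at 12 Gy became called without 12 Gy mouse 6. Values of 0.83 to 1.015 resulted as each mouse was left out. miR-142a-5p was at least 1.82-fold lower at 12 Gy, where 1 of the 2 groups lay near background (fitted log2 fold change -0.88, standard error 0.19, adjusted p = 0.00591), and was not called. miR-142a-5p at 12 Gy became called without 12 Gy mouse 6. Fitted values of -1.08 to -0.79 resulted as each mouse was left out. miR-142a-3p had a log2 fold change of -0.84 at 12 Gy (standard error 0.11, adjusted p = 0.000103), and was not called. miR-342-3p had a log2 fold change of -0.85 at 12 Gy (standard error 0.15, adjusted p = 0.00146), and was not called. miR-342-3p at 12 Gy became called without 12 Gy mouse 6. Values of -1.08 to -0.75 resulted as each mouse was left out. Mouse 6 lay on slide 3, and 12 Gy mice 16 and 26 on slide 4, apart from the other liver arrays. The level of miR-342-3p was 6.98 in mouse 6 and 6.30 and 6.28 in mice 16 and 26. Leaving out mouse 6 leaves slide 4 alone at 12 Gy, so a slide effect may have a part in such calls. Besides miR-34a-5p and miR-3102-5p, both probes of miR-5126 were called at 12 Gy. miR-5126 had a log2 fold change of 1.11 at 12 Gy (standard error 0.22, adjusted p = 0.00464).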

At 12 Gy miR-34a-5p, miR-3102-5p, miR-142a-5p, miR-142a-3p, miR-342-3p and miR-3960 were dysregulated (Fig. 4C). 

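Neither miR-466n-3p nor miR-302a-5p was well above background on any of the 18 arrays, and neither was tested. The spots for miR-466n-3p read 5.08 ± 0.22 at 0 Gy and 4.88 ± 0.13 at 8 Gy on the log2 scale (SD, n = 3 mice), and those for miR-302a-5p 4.93 ± 0.085 and 4.72 ± 0.11, which are levels near background.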

Notably, miR-466n-3p and miR-302a-5p were only dysregulated at 8 Gy. 

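The linear dose trend, as the log2 change over 12 Gy, was 1.28 for miR-34a-5p, 1.46 for miR-3102-5p and 1.25 for miR-3960 (n = 18 mice, standard errors 0.23, 0.28 and 0.22, adjusted p = 0.000515, 0.000856 and 0.00044), and each was called. The trend was -0.72 for miR-142a-3p, -0.72 for miR-342-3p and -0.59 for miR-223-3p (standard errors 0.10, 0.13 and 0.10, adjusted p = 7.28e-05, 0.000572 and 0.000453). These falling trends were smaller than 1 in size and were not called.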

The most upregulated miRNA included miR-34a-5p, miR-3102-5p, and miR-3960, and the most downregulated included miR-142a-3p, miR-342, and miR-223-3p (Fig. 4D). These downregulated markers were only decreased at 12 Gy. 

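At 8 Gy the log2 fold change was -0.68 for miR-142a-3p, -0.24 for miR-342-3p and -0.27 for miR-223-3p (n = 3 mice per dose, standard errors 0.11, 0.15 and 0.11, adjusted p = 0.00132, 0.624 and 0.339). Their second probes had -0.89, -0.27 and -0.46 at 8 Gy (adjusted p = 6.16e-05, 0.79 and 0.0261) and were not called. At 4 Gy the second probe of miR-142a-3p had -0.47 (adjusted p = 0.03). miR-223-3p had a log2 fold change of -0.72 at 12 Gy (n = 3 mice per dose, standard error 0.11, adjusted p = 0.000937), and was not called. The difference between 8 and 12 Gy was not tested.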

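A linear dose trend was called for 9 probes of 5 miRNAs, all rising with dose, and 134 probes had an unadjusted p below 0.05 (limma, n = 18 mice). Scaling to the 75th percentile over all probes gave 0 and the processed signal 26, of which 12 fell and 14 rose, or 4 fell and 15 rose counted from its median of -0.33. The other 2 miRNAs with a called trend were, with their trends, 1.08 for miR-211-3p and 1.46 for miR-5126 (standard errors 0.18 and 0.24, adjusted p = 0.000325 and 0.000325). A second probe of miR-211-3p was not called, with a trend of 0.98 (adjusted p = 0.000257).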

Due to the low number of differentially expressed miRNA, all probes featuring a linear trend upwards or downwards are shown (Supplemental Table S3).

**Figure 4:**
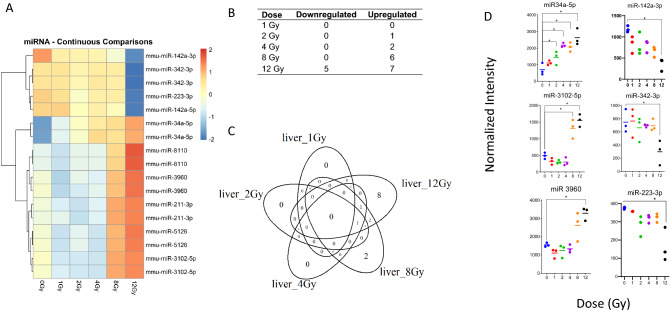
Radiation-induced microRNA expression profiles in mouse liver tissue. Microarray analysis was performed for all samples, and a linear model was fit to each miRNA probe to assess differential expression of irradiated samples compared to controls. Criteria of |log_2_FC|> 1 and B-H *p* value < 0.05 relative to controls were used to determine significance and differential expression. (**A**) Heatmap displays expression patterns, represented by z-score, of all differentially expressed miRNAs across all doses and controls. (**B**) The number of down-regulated versus up-regulated miRNAs at each dose are shown in the table. (**C**) Venn diagram shows dose distribution and overlap of differentially expressed miRNAs across all doses. (**D**) Examples of significant linearly up- and down-regulated miRNAs are shown to display the dose response to radiation in liver tissue samples. Asterisk (*) indicates statistical significance.

### Few lncRNA showed a continuous dysregulation in expression after WBI

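Probes were taken as lncRNA where the files name them by a chromosomal region with a strand letter (4449 probes on the array) or by a RefSeq name that begins with NR_ (2883 probes), the 2 kinds of name found in Table S5. Of these, 4207 probes were well above background on at least 1 of the 18 liver arrays. Calls were taken from the limma fit over all mRNA array probes. At 2, 4, 8 and 12 Gy 8, 32, 58 and 45 of them were called, 4, 19, 35 and 26 of these higher than at 0 Gy. Unadjusted p was below 0.05 for 409, 631, 935 and 630 probes. Scaling to the 75th percentile moved the count at 8 Gy to 133, 115 of them higher, and the authors' deposited series values moved it furthest, to 150, 119 of them higher. The slide as a term of the model lowered the count at 4 Gy to 4.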

To examine the relationship between lncRNA and WBI, we filtered whole genome data to only include probes associated with lncRNA. Both discrete and continuous differential expression of lncRNA is depicted in heatmap (Fig. 5A). 

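A_30_P01028589, which the files place on chromosome 7 from 134835448 to 134842613 in mm9, had log2 fold changes of 0.23, -0.012, -0.52, 0.48 and 0.28 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.23, adjusted p = 0.925, 0.991, 0.248, 0.207 and 0.564), and was not called. A_30_P01019037, which the files place on chromosome 19 from 5834117 to 5835940 in mm9, had log2 fold changes of 0.58, -0.55, 1.05, 1.31 and 1.34 at 1, 2, 4, 8 and 12 Gy (standard error 0.54, adjusted p = 0.917, 0.749, 0.33, 0.147 and 0.168), and was not called. A_30_P01019037 at 8 Gy became called without 8 Gy mouse 25. Values of 0.60 to 1.87 resulted as each mouse was left out.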

Some lncRNA display non-monotonic expression with increasing doses of radiation, notably A_30_P01028589 and A_30_P01019037. (Fig. 5A). 

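A_30_P01020960, which the files place on chromosome 17 from 29183003 to 29217681 in mm9, was at least 1.19-, 2-, 2.3-, 3.92- and 6.39-fold higher at 1, 2, 4, 8 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1, 2, 3, 3 and 3 of 3 arrays (n = 3 mice per dose, fitted log2 fold changes 0.39, 1.15, 1.35, 2.12 and 2.82, standard error 0.39, adjusted p = 0.925, 0.254, 0.0775, 0.00483 and 0.000636), and was called at 8 and 12 Gy. The array's names and the paper's tables pair no probe with *Trp53cor1* by name. A_30_P01025122, which the files place on chromosome 6 from 31007184 to 31007725 in mm9, had log2 fold changes of -0.59, 0.67, 0.85, 0.83 and 1.15 at 1, 2, 4, 8 and 12 Gy (standard error 0.44, adjusted p = 0.865, 0.588, 0.334, 0.254 and 0.14), and was not called. A_30_P01026167, which the files place on chromosome 1 from 163527603 to 163527999 in mm9, was at least 1.46-, 1.52- and 1.81-fold higher at 4, 8 and 12 Gy, where 1 of the 2 groups lay near background and the other was well above it on 1, 2 and 2 of 3 arrays (fitted log2 fold changes 0.66, 0.72 and 0.97, standard error 0.27, adjusted p = 0.2, 0.104 and 0.0408), and was not called. A_30_P01026167 at 12 Gy became called without 0 Gy mouse 11. Fitted values of 0.67 to 1.19 resulted as each mouse was left out.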

Discretely dysregulated lncRNA between any dose and 0 Gy samples are shown in Fig. 5B,C. The probes of interest were *Trp53cor1, Snhg15*, chr1:163528200-163528398_F and chr1:163508244-163586072_F, (Fig. 5D). No lncRNA were significant at 1 Gy (Fig. 5B,C). 

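At 1 Gy 0 of the 4207 lncRNA probes were called by limma, and 245 had an unadjusted p below 0.05 (n = 3 mice per dose). The largest count under an alternative was 2, reached with a normexp offset of 50 among others. Without 0 Gy mouse 1, 4 were called.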

By 2 Gy, *Trp53cor1* had increased to a statistically significant degree and remained upregulated for the higher doses. By 8 Gy, 5 lncRNA including *Snhg15* were significantly upregulated. 

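*Snhg15* (NR_045893) had log2 fold changes of 0.59, 0.94 and 1.23 at 2, 4 and 8 Gy (n = 3 mice per dose, standard error 0.20, adjusted p = 0.244, 0.019 and 0.00206), and was called at 8 Gy. Its second probe had log2 fold changes of 1.42 and 1.52 at 4 and 8 Gy (adjusted p = 0.00665 and 0.00206) and was called at both doses.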

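A_30_P01025143, which the files place on chromosome 1 from 163528200 to 163528398 in mm9, had log2 fold changes of 0.82, 0.83 and 1.36 at 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.23, adjusted p = 0.0653, 0.0337 and 0.00214), and was called at 12 Gy. A_30_P01025143 at 4 Gy became called without 0 Gy mouse 1. Values of 0.50 to 1.03 resulted as each mouse was left out. A_30_P01025143 at 8 Gy became called without 0 Gy mouse 1. Values of 0.51 to 1.04 resulted as each mouse was left out. A_30_P01026536, which the files place on chromosome 1 from 163508244 to 163586072 in mm9, had log2 fold changes of 0.62, 0.77 and 1.503 at 4, 8 and 12 Gy (standard error 0.25, adjusted p = 0.188, 0.0628 and 0.00191), and was called at 12 Gy. A_30_P01026536 at 8 Gy became called without 8 Gy mouse 5. Values of 0.57 to 1.14 resulted as each mouse was left out.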

At 12 Gy there were 8 lncRNA which became statistically upregulated, including chr1:163528200-163528398_F and chr1:163508244-163586072_F. All lncRNA which show a significant linear dose response are presented in Supplemental Table S4.

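A linear dose trend was called for 54 of the 4207 lncRNA probes, 36 rising and 18 falling, and 752 had an unadjusted p below 0.05 (limma, n = 18 mice). The trend was 1.70 for *Snhg15*, 0.85 for *BB123696* and 0.92 for *4930425O10Rik* (standard errors 0.17, 0.21 and 0.20, adjusted p = 5.49e-06, 0.0139 and 0.00545). The last 2 were not called, as their size was below 1. For the region probes A_30_P01020960, A_30_P01025143, A_30_P01026536 and A_30_P01026167 the fitted trends were 2.64, 1.41, 1.41 and 0.94 (adjusted p = 4.91e-05, 0.00022, 0.000302 and 0.00714), and the first 3 were called. With the slide as a term of the model, 5 lncRNA probes had a called trend.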

**Figure 5:**
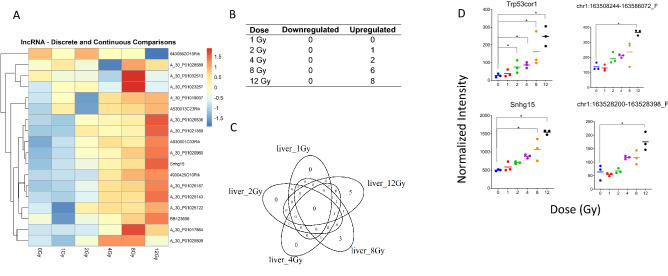
Radiation-induced long non-coding RNA expression profiles in mouse liver tissue. (**A**) Heatmap displays expression patterns, of all differentially expressed lncRNAs across all doses and controls. A linear model was fit to each lncRNA probe to assess differential expression of irradiated compared to control samples using criteria of |log2FC|> 1 and B-H *p* value < 0.05. (**B**) The table shows the number of discrete down- versus up-regulated lncRNAs at each dose. (**C**) Venn diagram shows dose distribution and overlap of differentially expressed lncRNAs across all doses. (**D**) Examples of significant linearly up- and down-regulated lncRNAs are shown to display the dose response of lncRNAs to radiation in liver tissue samples. Asterisk (*) indicates statistical significance.

### Significant genes found in microarray are validated and consistent across multiple strains

To ensure that significant gene expression changes in response to radiation were not specific to the C57BL/6 J mouse strain, an identical PCR analysis was conducted on C3H mice. The top upregulated genes (*Cdkn1a, Eda2r*, and *Phdla3*), as well as the most significantly downregulated gene (*Hba-a2*), were cross examined at 0, 1, 2, 4, and 8 Gy radiation dosages (Supplemental Fig. S4). Both C57BL/6 J and C3H showed significant upregulation in *Cdkn1a* at 2, 4, and 8 Gy. With regards to *Phlda3*, C3H began showing significant upregulation at 8 Gy, whereas *Phlda3* expression in C57BL/6 J increased significantly at 2, 4, and 8 Gy. Both strains showed significant downregulation of *Hba-a2* beginning at 1 Gy. The consistency in gene regulation post-radiation across multiple strains reinforces the promise of using biomarkers for radiation bio-dosimetry.

In contrast, non-coding RNA *Trp53cor1* and miR-34a did not display consistency between C57BL/6 J and C3H mice (Supplemental Fig. S5). *Trp53cor1* was statistically significant at 1, 2, and 8 Gy in C57BL/6 J, but was only significant at 4 Gy in C3H. Dino was statistically significant at 2, 4, and 8 Gy in both C57BL/6 J and C3H mice. The miR-34a was significant at 4 and 8 Gy in C57BL/6 J mice, but only reached significance at 4 Gy for C3H mice.

## Discussion

Radiation induced liver disease (RILD) limits the application of radiotherapy for the treatment of liver cancers^47–49^. Rescuing the normal liver function and prevention of long-term radiation toxicity demands understanding of the molecular changes induced by radiation in normal liver cells which could then be evaluated for therapeutic interventions.

We observed that some genes in our study have not previously been associated with radiation or any functions, including NR_045989, Gm45941, Gm41572, and Gm39334 (Supplemental Table S2, S5). In addition, some RNA have only received superficial attention for their role in radiation response including miR-8110 (Supplemental Table S4)^50^. 

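NR_045989, which the annotation names *A930001C03Rik*, had log2 fold changes of 0.43, 0.998, 1.45, 1.30 and 1.95 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.21, adjusted p = 0.73, 0.0593, 0.00239, 0.00218 and 8.25e-05), and was called at 4, 8 and 12 Gy. *A930001C03Rik* at 2 Gy became called without 0 Gy mouse 21. Values of 0.81 to 1.20 resulted as each mouse was left out. *Gm45941* (XR_381388) had log2 fold changes of 0.69, 1.74, 2.91, 3.49 and 4.22 at 1, 2, 4, 8 and 12 Gy (standard error 0.33, adjusted p = 0.718, 0.0314, 0.00034, 3.18e-05 and 3.39e-06), and was called at 2, 4, 8 and 12 Gy. *Gm45941* at 2 Gy was no longer called without 0 Gy mouse 1, 11 or 21 or 2 Gy mouse 13 or 23. Values of 1.39 to 1.98 resulted as each mouse was left out. *Gm41572* (XR_876756) was well above background on 1 of the 18 arrays and *Gm39334* (AK079279) on 1, and no fold against the controls is given for either, since both groups lay near background or the lower limit stayed under 1. For *Gm41572* 1 outlier spot at 12 Gy was set to missing. From these values near background *Gm39334* was nonetheless called at 2, 4, 8 and 12 Gy (adjusted p = 0.0156, 0.0104, 0.00322 and 0.00177), and *Gm41572* was not called.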

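miR-8110 had log2 fold changes of -0.065, 0.018, -0.076, 0.55 and 0.87 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.15, adjusted p = 0.898, 0.995, 0.99, 0.0699 and 0.00133), and was not called. Its linear dose trend over 12 Gy was 0.97 (standard error 0.13, adjusted p = 7.28e-05).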

Further information on their roles may lead to as yet undiscovered opportunities for mitigation or utilization as biomarkers for pathology. We recognize that not all genes showed linear dysregulation; Sult2a4 showed increased expression at 2, 4, and 8 Gy and decreased expression at 12 Gy. This non-monotonic response has previously been observed in other animal and human radiation research^51,52^. 

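At 1, 2 and 12 Gy *Sult2a4* had log2 fold changes of 0.12, 2.35 and -0.77 (n = 3 mice per dose, standard error 0.90, adjusted p = 0.995, 0.312 and 0.714), and was called at none of them. A change of direction between doses was not tested.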

We focus the discussion on previously reported RNA and RNA relevant to specific pathway dysfunctions as those may serve as biomarkers of injury and of targets for injury mitigation.

### WBI dysregulates genes relevant to hemoglobin synthesis, radiation stress response, immune response and cell cycle arrest in the liver

Multiple hemoglobin family gene members, such as *Hbb-b1, Hbb-b2, Hbb-bt, Hba-a1*, and *Hba-a2*, were downregulated in the mouse liver after increasing doses of WBI. 

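Taken over 1 probe of each of the 5 genes, the median log2 fold change was -2.85, -4.13, -5.35, -6.16 and -6.95 at 1, 2, 4, 8 and 12 Gy (limma, n = 3 mice per dose), with 4, 5, 5, 5 and 5 of the probes called. The median linear dose trend was -5.58 over 12 Gy.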

Increased levels of free hemoglobin in serum were linked to higher levels of hepatic steatosis, non-alcoholic fatty liver disease, and other metabolic disorders of the liver in males in human population studies^53–55^. Prior data shows hepatocytes synthesize hemoglobin to decrease oxidative stress^56^. This observed downregulation in our data may indicate damage to the hepatocytes.

The most dose–response upregulated genes were *Cdkn1a, Phlda3*, and *Eda2r*, which are regulated by p53 to induce cell cycle arrest or apoptosis^57^. All three have previously been highlighted as predictive markers of radiation injury in murine models^38,58–61^. *Cdkn1a* has previously been reported as a marker of irradiation in cancer patients undergoing WBI and in murine models from our lab and others^25,35,62^.

The liver has known functions in metabolism and xenobiotic detoxification. This detoxification includes an immunological response to viruses, bacteria, and other potential pathogens^63^. 

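The second probe of *Serpina9*, A_51_P131315, had log2 fold changes of -0.88, -3.54, -4.45, -3.92 and -3.95 at 1, 2, 4, 8 and 12 Gy (adjusted p = 0.734, 0.00153, 9.74e-05, 0.000156 and 0.000102). The second probe of *Ms4a1*, A_66_P120649, was called at no dose, with log2 fold changes of 0.059, -0.26, -0.056, -0.39 and -0.33 at 1, 2, 4, 8 and 12 Gy (adjusted p = 0.992, 0.753, 0.949, 0.38 and 0.537) (limma, n = 3 mice per dose).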

Among the most downregulated genes after radiation were two involved in B cell differentiation and activation: *Serpina9* and *Ms4a1*^64,65^. *Ms4a1* was one of the most downregulated genes in the blood of male prostate cancer patients suffering from fatigue after radiation therapy^39^. *Serpina9*, also known as centerin and GCET1, is found in germinal centers of B cells though its function is not well understood^65^. While these genes are associated with B cell differentiation, it is possible they also have as yet unelucidated roles in other cell types.

### Liver transport and detoxification are compromised after radiation injury

As shown in Fig. 3B, the *Slc* gene family codes for membrane proteins which allow passive, symport and antiport transport of amino acids, lipids, glucose, anions and cations across the membrane^66^. These solute carriers may be found on the cellular membrane or the membrane of various organelles and impact drug absorption^67^. Some are highly substrate specific, while others will transport a range of substrates across. For brevity, the roles of many of these *Slc* are noted here^67–76^.

Highlighted are the *Slc* most relevant to glucose and fatty acid metabolism. *Slc5a1* also called sodium-glucose cotransporter 1 (SGLT1) uses the sodium electrochemical gradient to move glucose into cells^77^. *Slc16a6* transports ketone bodies, while *Slc16a7* transports pyruvate, lactate, and ketone bodies^70,71^. Interestingly, some *Slc* transporters may act indirectly to modify metabolism, *Slc22a14* has previously been shown to indirectly impact triglyceride storage and fatty acid oxidation in a mouse model^78^.

Only two active transporters were dysregulated. Both *Abcd2* and *Abca8* are ATP Binding Cassette family members relevant to lipid metabolism^79,80^. While Very low density lipoprotein receptor (Vldlr) mediates lipid uptake and accumulation^81,82^. These changes may give insight into energy production pathways within the liver after radiation injury and potential biomarkers to understand liver damage and response over time.

Briefly, *Cyp2u1, Cyp2j9, Cyp4f18 and Cyp11b1* all function in arachidonic acid and cholesterol metabolism^83–87^. *Cyp26a1* and *Cyp26b1* regulate retinol^88^. Modification of these pathways has implications for inflammation and response to reactive oxygen species which are produced after radiation injury. *Cyp2u1* and *Cyp46a1* function in lipid storage and mitochondrial function, with downregulation associated with increased triglyceride synthesis and hepatic lipid droplet formation^84,89,90^ Radiation-induced dysregulation of cytochrome p450 expression can impact inflammation and metabolism leading to long term dysfunction if unrepaired. *Gsta2, Sult2*, and *Nqo1* aid in detoxification and efflux of metabolites and xenobiotics^91–94^. Dysregulation of these pathways has implications for efficacy of medications given post injury. In knowing that the liver has a reduced capacity to metabolize certain medications, clinicians must modify medication doses to avoid secondary toxic effects caused by this differential rate of medication metabolism.

### Liver energy homeostasis and lipid storage are dysregulated by radiation

Prior literature has shown that radiation induces increased triglyceride storage, lipid metabolism dysfunction, and mitochondrial dysfunction in the liver^10,95,96^. These studies led us to interrogate the impact of radiation on lipid metabolism in our mouse model. Briefly, in Fig. 4B, *Acaca, Acacb, Acss1, Acss2, Scd1, Scd3, Plin4, Plin5, Srebf1, Lipin1, and Lipi*n2 have functional roles in lipogenesis and triacylglycerol maintenance^97–102^.

Carnitine palmitoyl transferase 1 (Cpt1), Acyl-CoA dehydrogenase (Acad) and the mitochondrial trifunctional protein beta subunit (Hadhb) are known to bring fatty acids into the mitochondria, and perform needed steps for fatty acid oxidation^103–105^. Overall, we see a decrease in fatty acid uptake into the liver and a decrease in peroxisomal fatty acid oxidation as radiation doses increase. We also observe increased triacylglycerol synthesis and maintenance after 8 and 12 Gy doses of radiation. Prior research in rats indicate that selective 25 Gy radiation to the liver induced fat accumulation at 48 h post radiation^106^.

### Most significantly dysregulated miRNAs play role in glucose metabolism and inflammation

Interestingly, while IPA did not implicate glucose metabolism as a dysregulated canonical pathway after radiation, multiple significantly altered miRNA affect glucose metabolism. Prior research into dysregulation of miR-34a-5p, miR-3102-5p, and miR-142-3p demonstrate that their dysregulation encourages insulin resistance and decreased glucose metabolism^107–109^ While we did not see significant dysregulation of rate limiting genes in glucose oxidation. 

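The probe for *Slc5a1* (NM_019810) was well above background on 0 of the 18 liver arrays and was not tested, so that no difference between doses could be measured for it.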

We do see dysregulation of *Slc5a1*, a protein co-transporter of glucose and sodium (Fig. 3A).

### Dysregulation of lncRNA may have implications for hemoglobin synthesis, and proliferation

While several lncRNA were shown to be dysregulated by radiation in our study, few have received even a name, and their function in normal tissue are poorly understood^110,111^. *Trp53cor1* knockdown in combination with radiation produced decreased apoptosis in mouse embryonic fibroblasts^112^. We have previously observed upregulation of this lncRNA and *Dino* in whole mouse blood and in mouse heart after radiation injury^28^.

### There was overlap in gene expression after radiation between Gottingen minipigs and mice indicating potential biomarkers

One limitation of our study is that we chose an early time point to observe genetic dysregulation. While we did not observe death at our short time point in the present mouse study, the anticipated LD50/60 for WBI of C57BL/6 J mice is approximately 7.69–7.81 Gy^113^. We have chosen to compare our early changes in our mice to our long-term study of Gottingen minipigs^114^. In that study, minipigs were followed for 45 days post-radiation. Animals were grouped as survivors and decedents depending on whether they survived till 45 days. We identified survival-predictive RNA biomarkers of liver injury in these minipigs. Interestingly, Serum Amyloid A2 (Saa2) was upregulated in the liver of decedent mini pigs. We observed a similar significant upregulation of *Saa2* in our mouse liver for mice irradiated at 8 and 12 Gy compared to controls (Supplemental Table S1). Similarly, *Gdf15* was upregulated in non-surviving pigs compared to survivors and controls. 

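*Saa2* (NM_011314) had log2 fold changes of 2.23, 4.27, 3.99, 3.91 and 3.83 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.45, adjusted p = 0.14, 0.000436, 0.00034, 0.000206 and 0.000181), and was called at 2, 4, 8 and 12 Gy. *Saa2* at 1 Gy became called without 1 Gy mouse 12. Values of 1.80 to 3.00 resulted as each mouse was left out. The related gene *Saa1* (NM_009117), whose probe was called from 2 to 12 Gy, was raised at 12 Gy by 3.84 on the log2 scale (standard error 0.40, adjusted p = 5.96e-05).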

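*Gdf15* (NM_011819) had log2 fold changes of 0.85, 0.81, 1.62, 2.26 and 2.48 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.76, adjusted p = 0.907, 0.735, 0.276, 0.0738 and 0.0639), and was not called. *Gdf15* at 8 Gy became called without 0 Gy mouse 21 or 8 Gy mouse 5. Values of 1.43 to 2.98 resulted as each mouse was left out. *Gdf15* at 12 Gy became called without 0 Gy mouse 21. Values of 1.65 to 3.21 resulted as each mouse was left out.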

*Gdf15* was upregulated in mice at 12 Gy compared to controls (Supplemental Table S1). Several metabolism markers were downregulated in non-survivors compared to survivors including Phosphoglycerate dehydrogenase (Phgdh), *Acss2*, and *Scd1*. *Phgdh* and *Acss2* were only downregulated in mice at 8 Gy compared to controls, while *Scd1* was downregulated in mice at 8 and 12 Gy compared to controls (Supplemental Table S1). This similarity in gene expression across species suggests potential for these genes to be used as part of an RNA panel of radiation biomarkers.

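*Phgdh* (NM_016966) had log2 fold changes of -0.34, -0.39, -0.85, -0.90 and -0.88 at 1, 2, 4, 8 and 12 Gy (n = 3 mice per dose, standard error 0.20, adjusted p = 0.789, 0.471, 0.0297, 0.0113 and 0.014), and was not called. *Phgdh* at 4 Gy became called without 4 Gy mouse 4. Values of -1.03 to -0.69 resulted as each mouse was left out. *Phgdh* at 8 Gy became called without 8 Gy mouse 15. Values of -1.04 to -0.80 resulted as each mouse was left out. *Acss2* (NM_019811) had log2 fold changes of 0.050, -0.46 and -0.48 at 4, 8 and 12 Gy (standard error 0.26, adjusted p = 0.956, 0.302 and 0.336), and was not called. *Scd1* (BC114417) had log2 fold changes of -1.08 and -0.88 at 8 and 12 Gy (standard error 0.30, adjusted p = 0.0351 and 0.0998), and was called at 8 Gy. *Scd1* at 8 Gy was no longer called without 0 Gy mouse 1, 11 or 21 or 8 Gy mouse 5 or 15. Values of -1.21 to -0.95 resulted as each mouse was left out. The second probe of *Scd1* was called at neither dose, with -0.89 and -1.17 at 8 and 12 Gy (adjusted p = 0.117 and 0.0556).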

### RNA biomarkers must be carefully selected

Some RNAs may be good general indicators of radiation exposure while others may be more organ specific and suggest targets for mitigation. The use of miR-34a is an example: differences in age, diabetes status and radiation are all known to impact miR-34a expression^115–117^. Similarly, pathophysiological differences between human and animal model response to radiation highlight potential obstacles in developing an RNA biomarker panel. While animal models provide useful initial information, radiation-induced liver disease in the mouse does not present with veno-occlusive lesions, which is a hallmark in human patients with RILD^17,118^. To validate the RNA and pathway dysregulation observed in this study and to create useful RNA panels for human patients, our lab will next focus on 3D cultures using multiple human primary cell types together to recapitulate normal human organ response to radiation damage.

This experiment was an initial study to demonstrate the potential utility of lncRNA-miRNA-mRNA in a biomarker panel to determine radiation biodosimetry and elucidate dysregulated pathways to aid in clinical triage and medical decision making. Other types of RNA including piRNA, tsRNA and rsRNAs are receiving attention^119,120^ and should be explored for their utility in building these panels as well.

### Future directions

Understanding the expected patterns of radiation-induced early gene dysregulation in the liver and the dose–response pattern will be useful for diagnosing and mitigating RILD following whole body exposure. It may aid in clinical management of radiotherapy patients. With potential metabolic targets of injury indicated, including dose–response relationships, ongoing studies will address potential mitigators.

## Methods

### Total body irradiation of mice and sample collection

Six- to eight-week-old female C57BL/6 J and C3H mice received whole body irradiation (WBI) with x-rays using the Small Animal Radiation Research Platform (SARRP Xstrahl Ltd.). Mice were placed in plastic containers and exposed to a single surface dose of 1, 2, 4, 8, or 12 Gy at a dose rate of 1.05 Gy/min. Control mice (0 Gy) were placed in the same type of plastic container and sham irradiated. Three animals per dose were included in the study. Livers of irradiated and control animals were harvested 48 h after WBI. Organs were snap frozen in liquid nitrogen and stored at  − 80 °C until processed for RNA isolation. The experimental protocol was approved by a New York University (NYU) Langone Medical Center under an approved IACUC protocol as part of a collaborative study. Tissue collection validation studies were performed at the National Cancer Institute, Radiation Oncology branch using a Pantak x-ray source at a dose rate of 2.28 Gy/min and conducted in accordance with the principles and procedures outlined in the NIH Guide for the Care and Use of Animals and procedures. All methods are reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### RNA isolation

Samples were bathed in liquid nitrogen and pulverized into a fine powder using a mortar and pestle. Approximately 100 µg of powdered sample was lysed with 700 µl of QIAzol lysis buffer (Cat # 79306, QIAGEN) and homogenized by passing the solution through QIAshredder spin columns (Cat # 79654, QIAGEN). RNA isolation was performed using standard miRNeasy mini kit (Cat # 217004, QIAGEN) according to the manufacturer’s protocol. Quality and quantity of the RNA samples were assessed using a DeNovix DS-11 nanodrop spectrophotometer (DeNovix, DE, US) and Agilent Bioanalyzer with the RNA6000 Nano Lab Chip (Agilent Technologies, Santa Clara, CA).

### Microarray analysis

Microarray analysis was performed for sham animals (0 Gy) and 1 Gy, 2 Gy, 4 Gy, 8 Gy, and 12 Gy irradiated animals. Quality assessments and microarray experiments were completed as previously reported^33^. Samples were hybridized to Agilent Mouse GE 8×60 K v2 arrays for mRNA expression analysis and to Agilent Mouse miRNA 8×60 K v21.0 arrays (Design ID 070155) for miRNA expression analysis. Slides were washed and scanned on an Agilent SureScan Microarray Scanner. Expression values were extracted using Agilent Feature Extraction software.

### Real time RT-PCR analysis of RNAs

Individual qRT-PCR reactions using RT2 qPCR primer assays along with RT2 First Strand Synthesis kit and RT2 SYBR Green qPCR Master Mix (QIAGEN) were performed. The following RNA primers were purchased from Qiagen, gene globe IDs are included for mRNA and assay IDs for non-coding RNA: Cdkn1a (PPM02901B-200), Eda2r (PPM32677A-200), Phlda3 (PPM28194A-200), Hba-a2 (PPM69448A-200), miR-34a (YP00204486), Trp53cor1 (LPM12776A), Dino^26^(FP- GCAATGGTGTGCCTGACTAT; RP- TTCTGGCTTCCCAGAG), and Rplp0 (PPM03561B). QRT-PCR analysis was performed on select miRNA, lncRNA, and mRNA to validate results and determine cross-strain accuracy as C3H mouse liver was also tested for RNA expression. C3H organ RNA extraction and qRT-PCR analysis were the same as explained above. Relative expression was calculated as: 2^−dCt^ where dCt = Ct [test gene] − Ct Rplp0^28^.

### Statistical analysis

Analysis of mRNA and miRNA data was performed using R statistical software and the Bioconductor Linear Model for Microarray Analysis (LIMMA) package in R^121^. Background correction and normalization were performed in R using the normal-exponential correction method and quantile normalization between arrays^122^. Only probes with intensities above background on at least one array were kept in the dataset for analysis. Transcripts with multiple probes were averaged such that the final set reflected best estimates of transcript level expression. A linear model was fit to each probe to assess differential expression for pair-wise dose comparisons within the liver-tissue samples. This method employed an empirical Bayes smoothing approach that results in more stable model estimates by using information on variance from the whole probe set, despite the small number of arrays. Models were developed for each of the pair-wise comparisons between each dose (1, 2, 4, 8, and 12 Gy) and the control probes (0 Gy), and resulting probes were filtered using log_2_ fold change and adjusted *p* value thresholds (|log_2_FC|> 1, adjusted *p* value < 0.05)^123^. Additionally, a nested interaction model was fit for each probe to examine dose within tissue as a linear (continuous) trend. Each model yielded the main effects for the liver tissue and dose within the liver tissue. Probes were filtered using the nested dose coefficients with log fold change and adjusted *p* value thresholds (|log_2_FC|> 1, adjusted *p* value < 0.05).

To identify potential interactions, paired analysis was conducted to evaluate correlative relationships between pairs of differentially expressed mRNA and miRNA probes. mRNA and miRNA probes were paired using shared target transcript Ensembl IDs^124^. Probes that could not be mapped or paired were excluded. Transcripts for miRNA probes were identified using an Agilent microarray gene dataset and the TargetScan database; transcripts for mRNA probes were identified using an Agilent microarray gene dataset^125^. Transcript-miRNA pairs with a TargetScan context++ score above  − 1 were excluded. Probe pairs with differentially expressed miRNA and mRNA probes were identified within the liver tissue for continuous dose contrast models. Pearson correlation coefficients of miRNA and mRNA expression across all experiments were calculated and plotted for the differentially expressed probe pairs.

### Ingenuity pathway analysis

Both core and comparison analyses were performed in IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). Pathways and function terms that satisfied an absolute z-score > 2 and *p* value < 0.01 were predicted to be altered based on the gene expression data.

### Ethics approval and consent to participate

The experimental protocol was approved by a New York University (NYU) Langone Medical Center under an approved IACUC protocol as part of a collaborative study.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

Data is available at NCBI GEO #GSE202586.

## Abbreviations

RT: Radiotherapy
IR: Ionizing radiation
miRNAs: MicroRNAs
lncRNAs: Long non-coding RNAs
mRNAs: Messenger RNAs
WBI: Whole body irradiation
RILD: Radiation induced liver disease

# Supplementary material for: Microarray analysis identifies coding and non-coding RNA markers of liver injury in whole body irradiated mice
**Source:** Sci Rep. 2023 Jan 5;13:200. doi: 10.1038/s41598-022-26784-w
**Supplement:** Supplementary file 1 — Supplementary Information 1.

## Slide 1
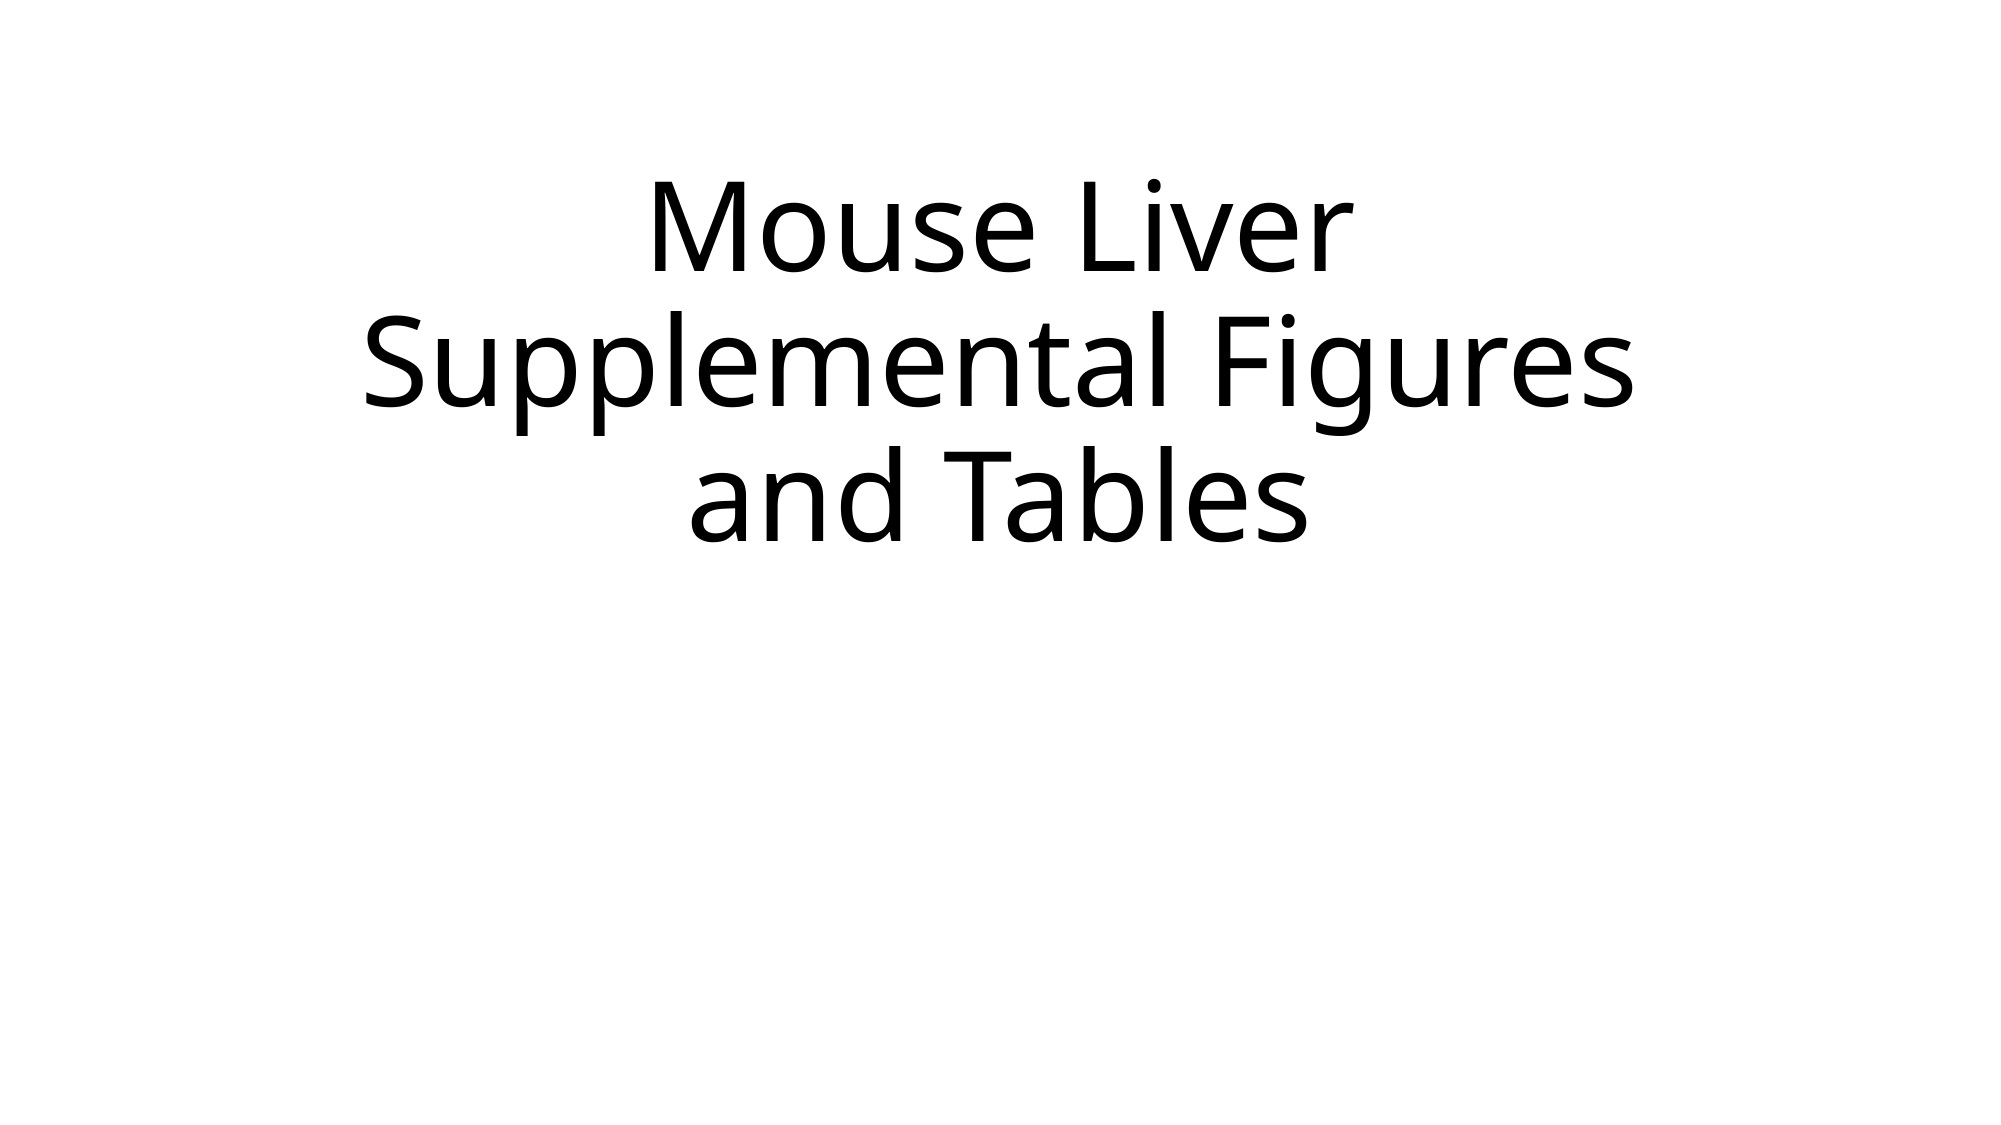

# Mouse Liver Supplemental Figures and Tables

## Slide 2
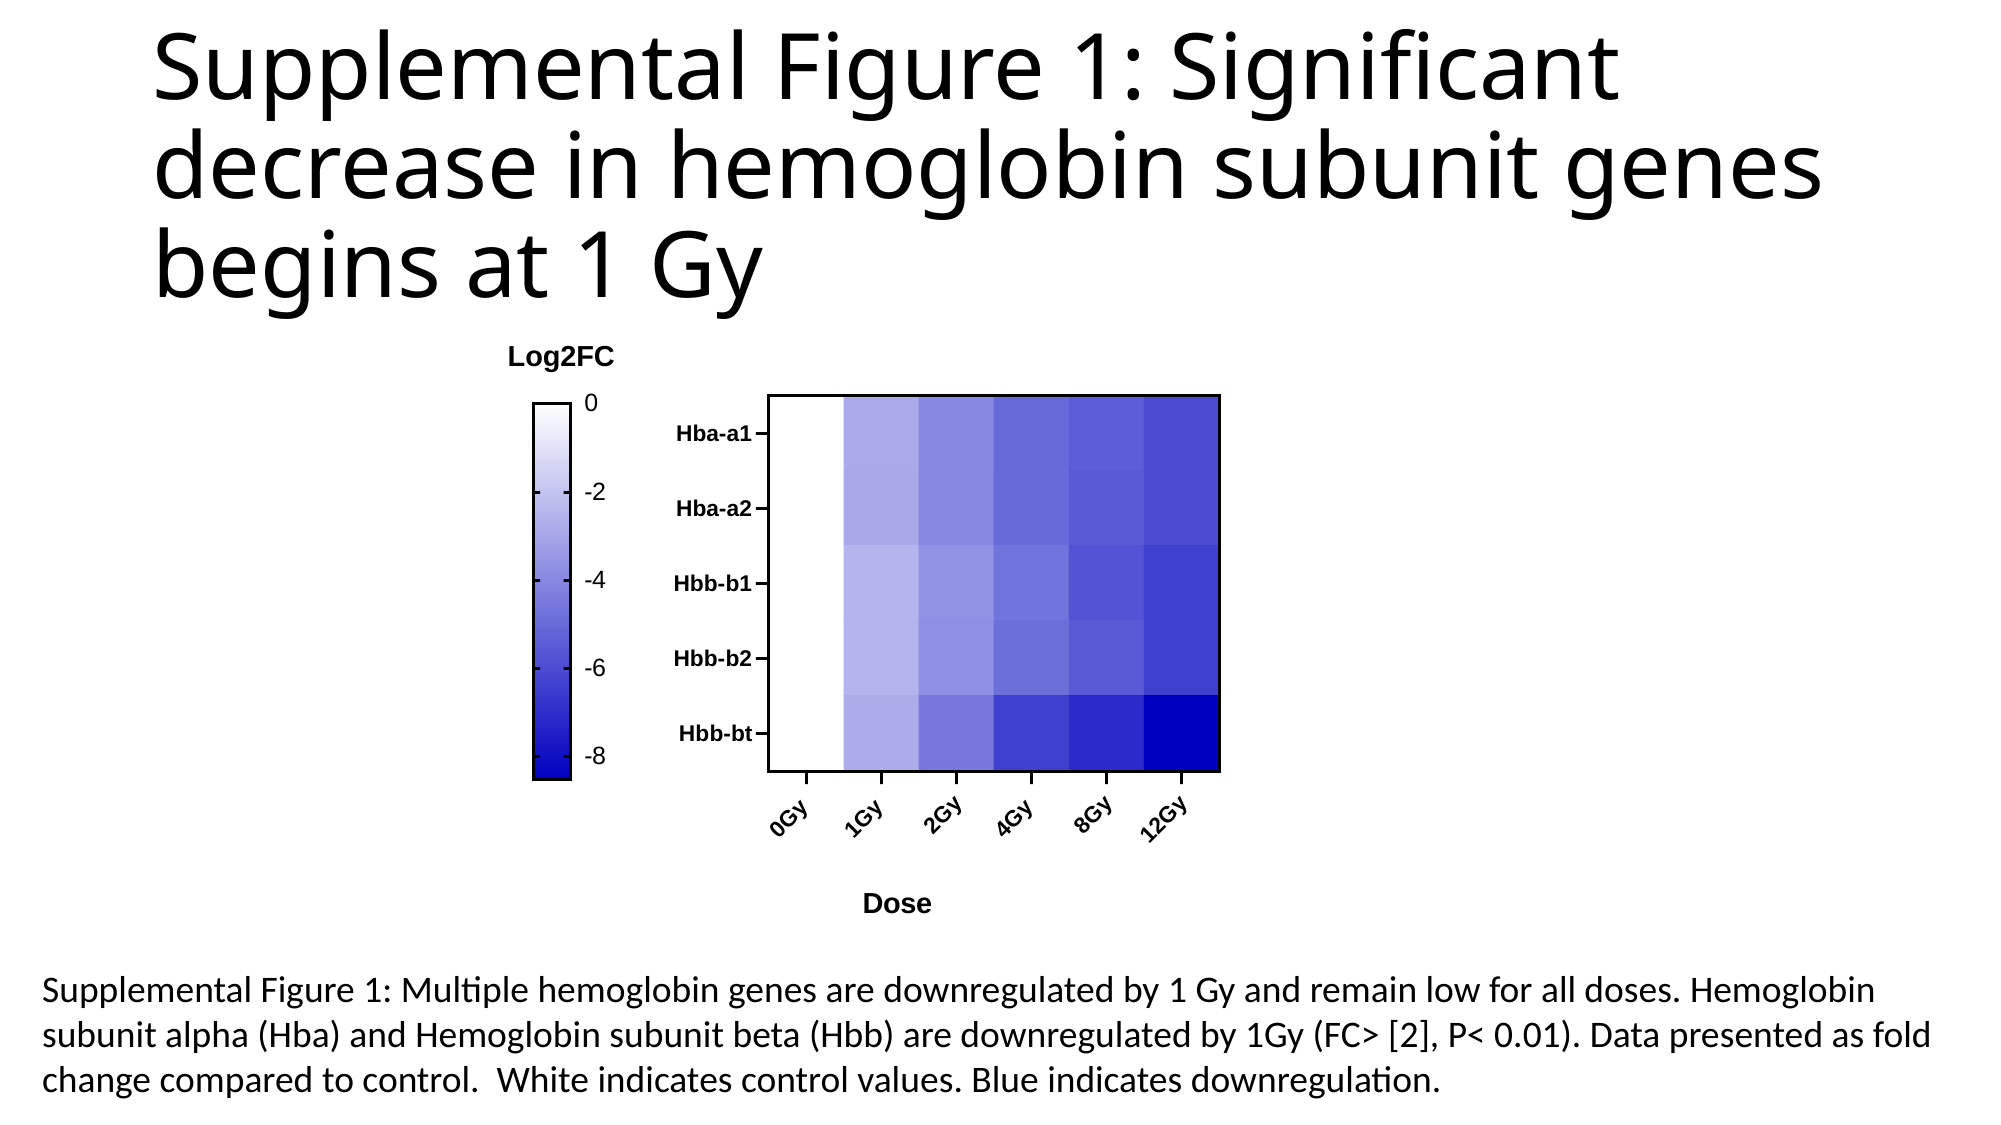

# Supplemental Figure 1: Significant decrease in hemoglobin subunit genes begins at 1 Gy
Supplemental Figure 1: Multiple hemoglobin genes are downregulated by 1 Gy and remain low for all doses. Hemoglobin subunit alpha (Hba) and Hemoglobin subunit beta (Hbb) are downregulated by 1Gy (FC> [2], P< 0.01). Data presented as fold change compared to control. White indicates control values. Blue indicates downregulation.

## Slide 3
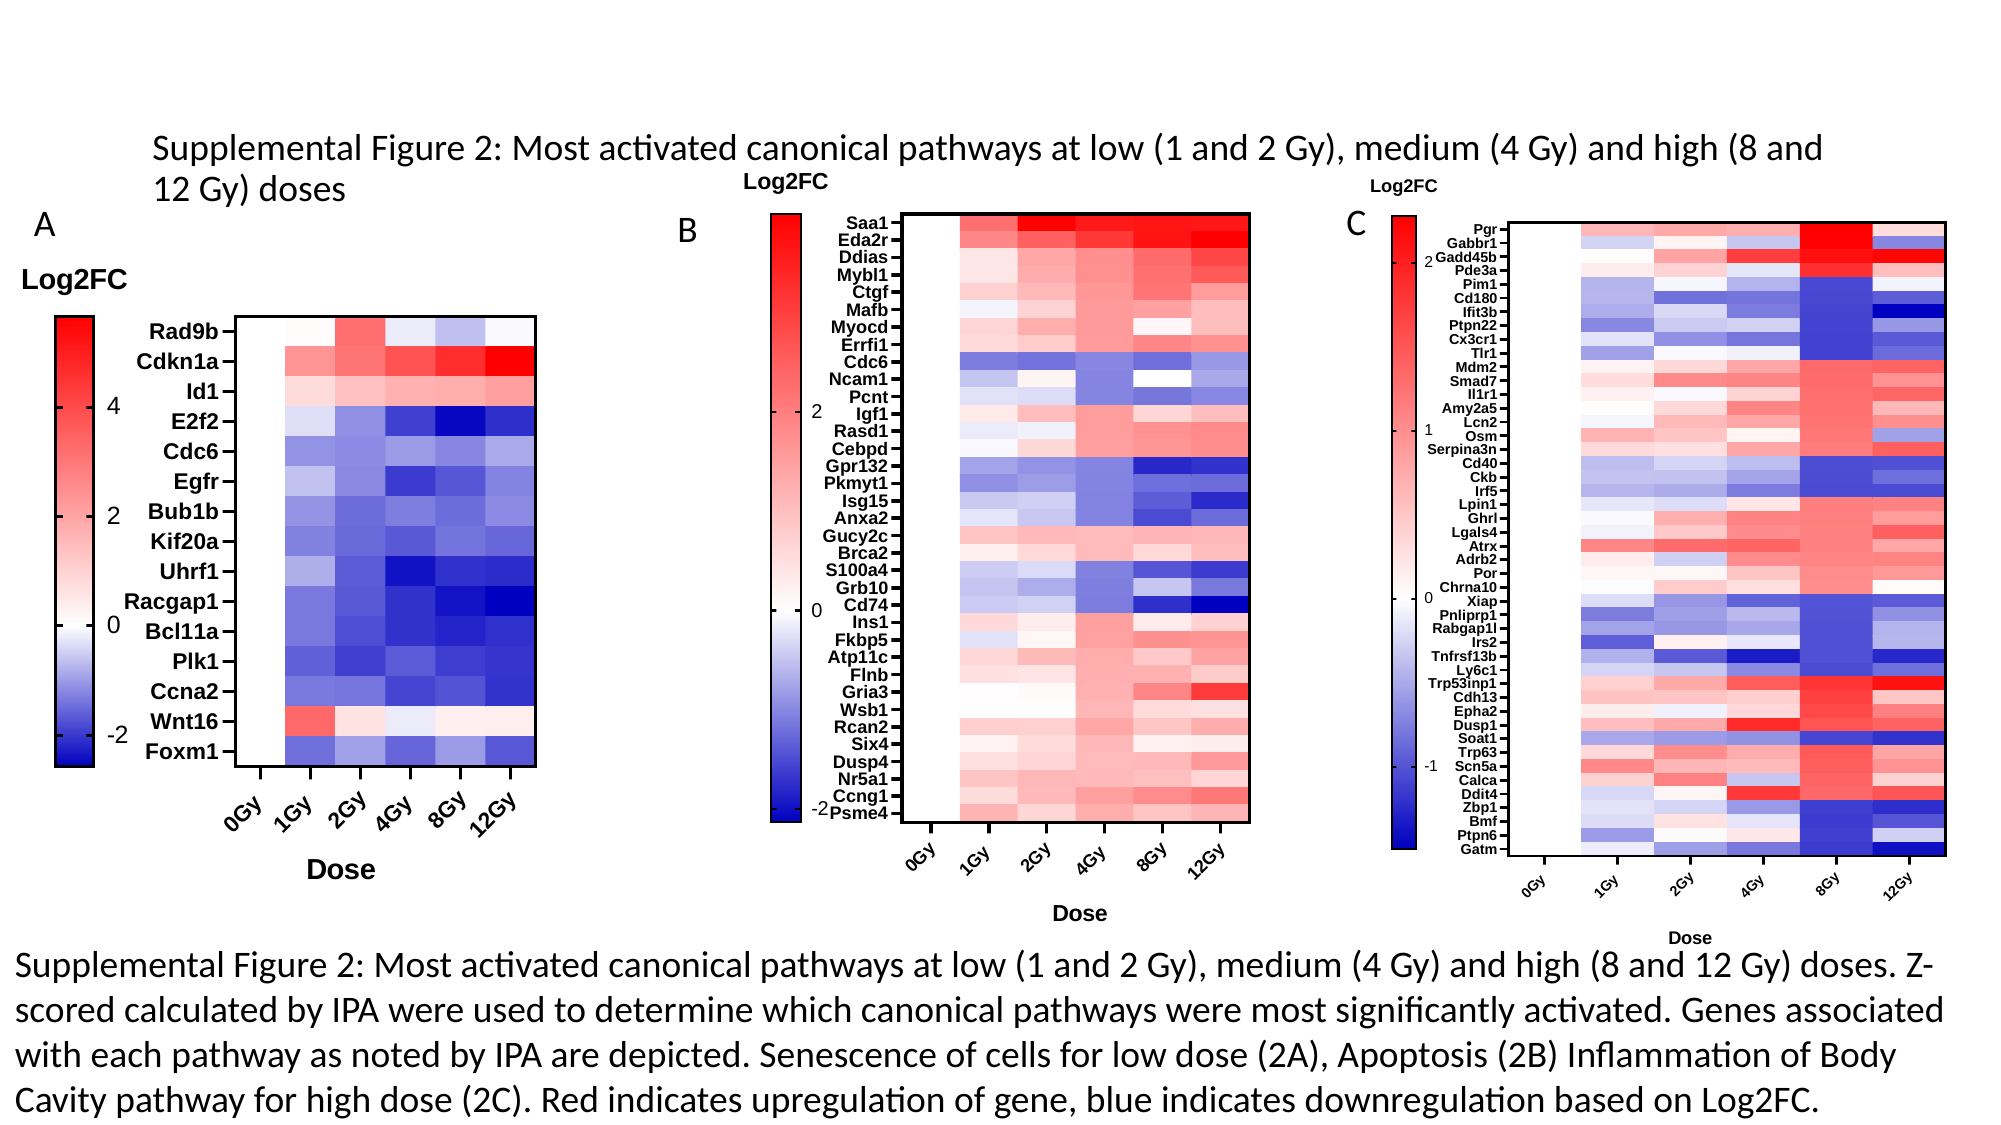

# Supplemental Figure 2: Most activated canonical pathways at low (1 and 2 Gy), medium (4 Gy) and high (8 and 12 Gy) doses
C
A
B
Supplemental Figure 2: Most activated canonical pathways at low (1 and 2 Gy), medium (4 Gy) and high (8 and 12 Gy) doses. Z-scored calculated by IPA were used to determine which canonical pathways were most significantly activated. Genes associated with each pathway as noted by IPA are depicted. Senescence of cells for low dose (2A), Apoptosis (2B) Inflammation of Body Cavity pathway for high dose (2C). Red indicates upregulation of gene, blue indicates downregulation based on Log2FC.

## Slide 4
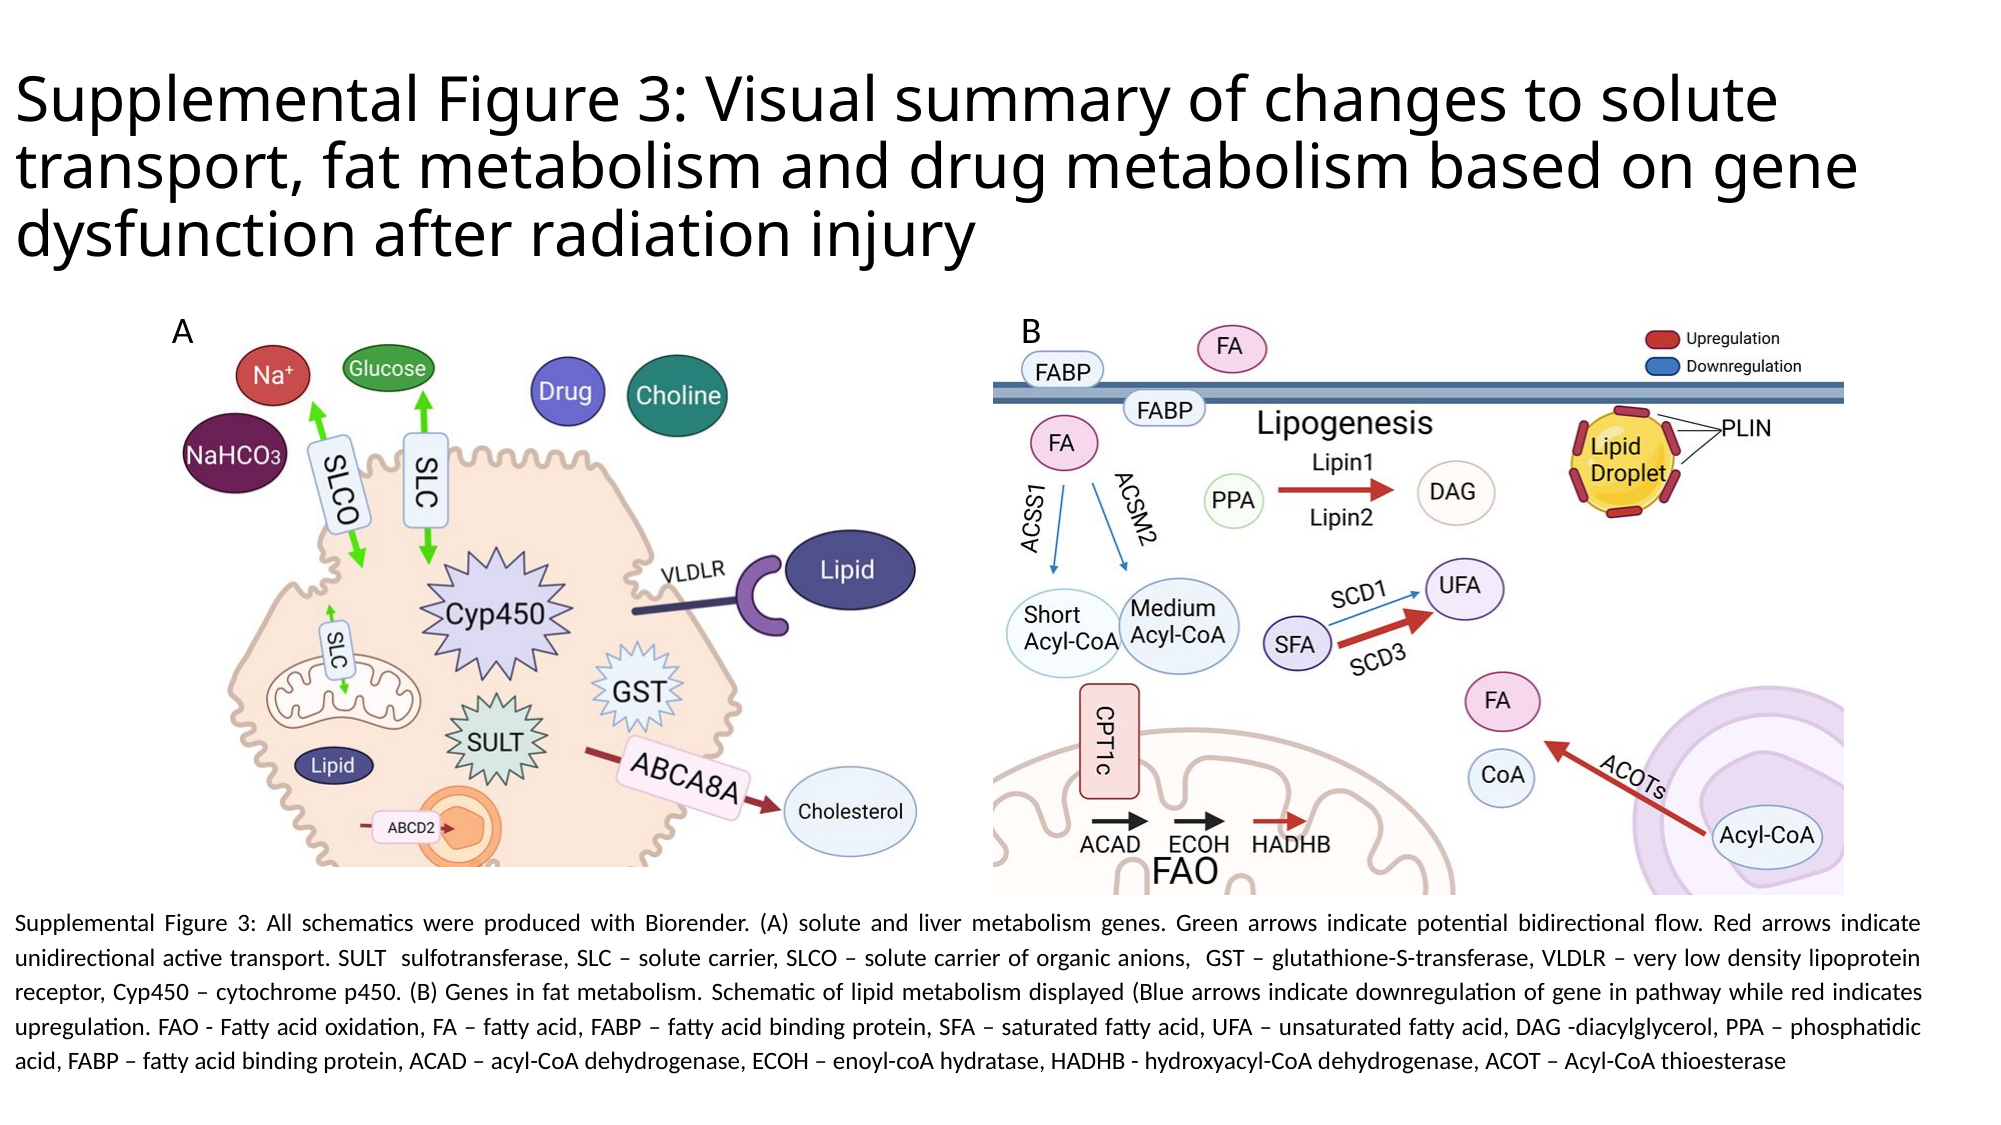

# Supplemental Figure 3: Visual summary of changes to solute transport, fat metabolism and drug metabolism based on gene dysfunction after radiation injury
A
B
Supplemental Figure 3: All schematics were produced with Biorender. (A) solute and liver metabolism genes. Green arrows indicate potential bidirectional flow. Red arrows indicate unidirectional active transport. SULT sulfotransferase, SLC – solute carrier, SLCO – solute carrier of organic anions, GST – glutathione-S-transferase, VLDLR – very low density lipoprotein receptor, Cyp450 – cytochrome p450. (B) Genes in fat metabolism. Schematic of lipid metabolism displayed (Blue arrows indicate downregulation of gene in pathway while red indicates upregulation. FAO - Fatty acid oxidation, FA – fatty acid, FABP – fatty acid binding protein, SFA – saturated fatty acid, UFA – unsaturated fatty acid, DAG -diacylglycerol, PPA – phosphatidic acid, FABP – fatty acid binding protein, ACAD – acyl-CoA dehydrogenase, ECOH – enoyl-coA hydratase, HADHB - hydroxyacyl-CoA dehydrogenase, ACOT – Acyl-CoA thioesterase

## Slide 5
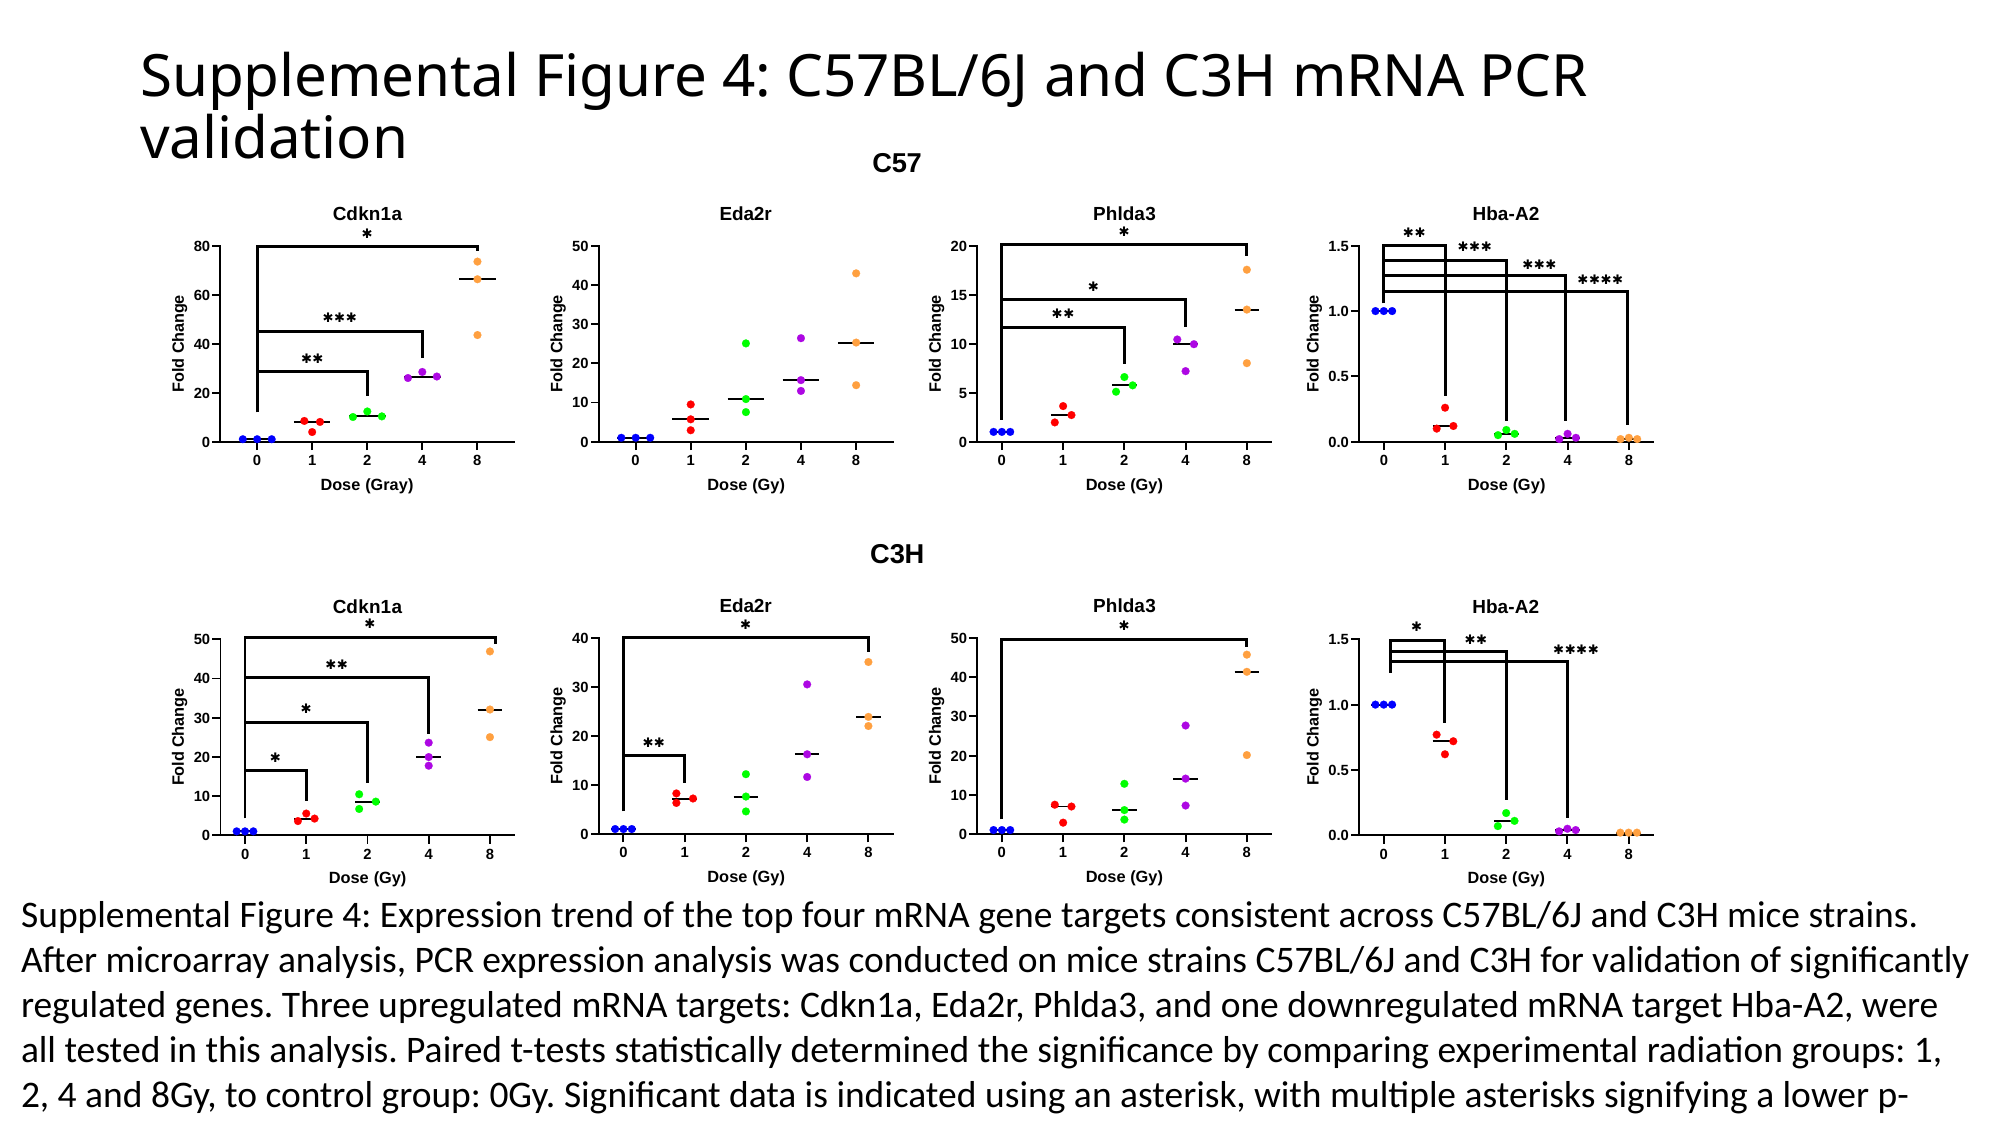

# Supplemental Figure 4: C57BL/6J and C3H mRNA PCR validation
Supplemental Figure 4: Expression trend of the top four mRNA gene targets consistent across C57BL/6J and C3H mice strains. After microarray analysis, PCR expression analysis was conducted on mice strains C57BL/6J and C3H for validation of significantly regulated genes. Three upregulated mRNA targets: Cdkn1a, Eda2r, Phlda3, and one downregulated mRNA target Hba-A2, were all tested in this analysis. Paired t-tests statistically determined the significance by comparing experimental radiation groups: 1, 2, 4 and 8Gy, to control group: 0Gy. Significant data is indicated using an asterisk, with multiple asterisks signifying a lower p-value.

## Slide 6
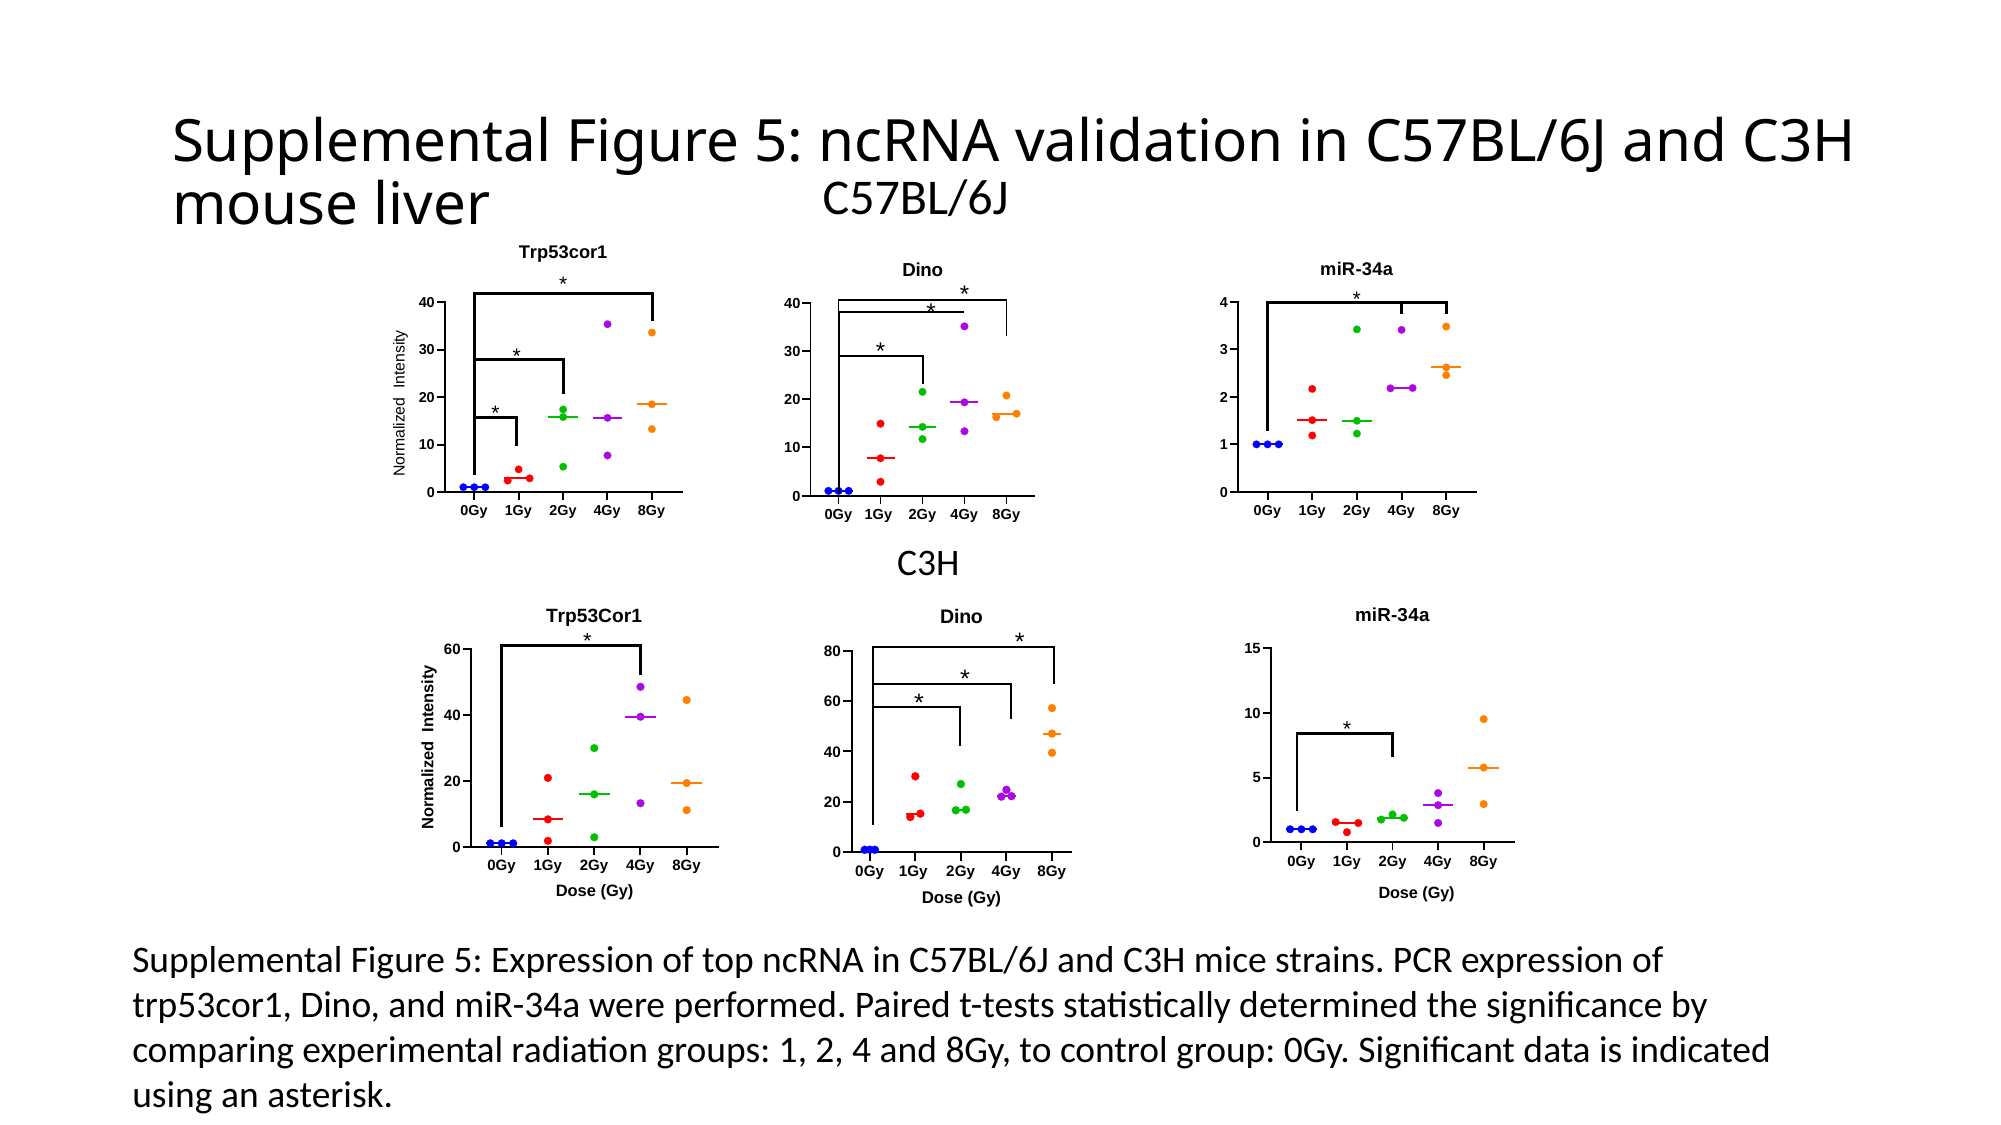

# Supplemental Figure 5: ncRNA validation in C57BL/6J and C3H mouse liver
C57BL/6J
C3H
Supplemental Figure 5: Expression of top ncRNA in C57BL/6J and C3H mice strains. PCR expression of trp53cor1, Dino, and miR-34a were performed. Paired t-tests statistically determined the significance by comparing experimental radiation groups: 1, 2, 4 and 8Gy, to control group: 0Gy. Significant data is indicated using an asterisk.

## Slide 7
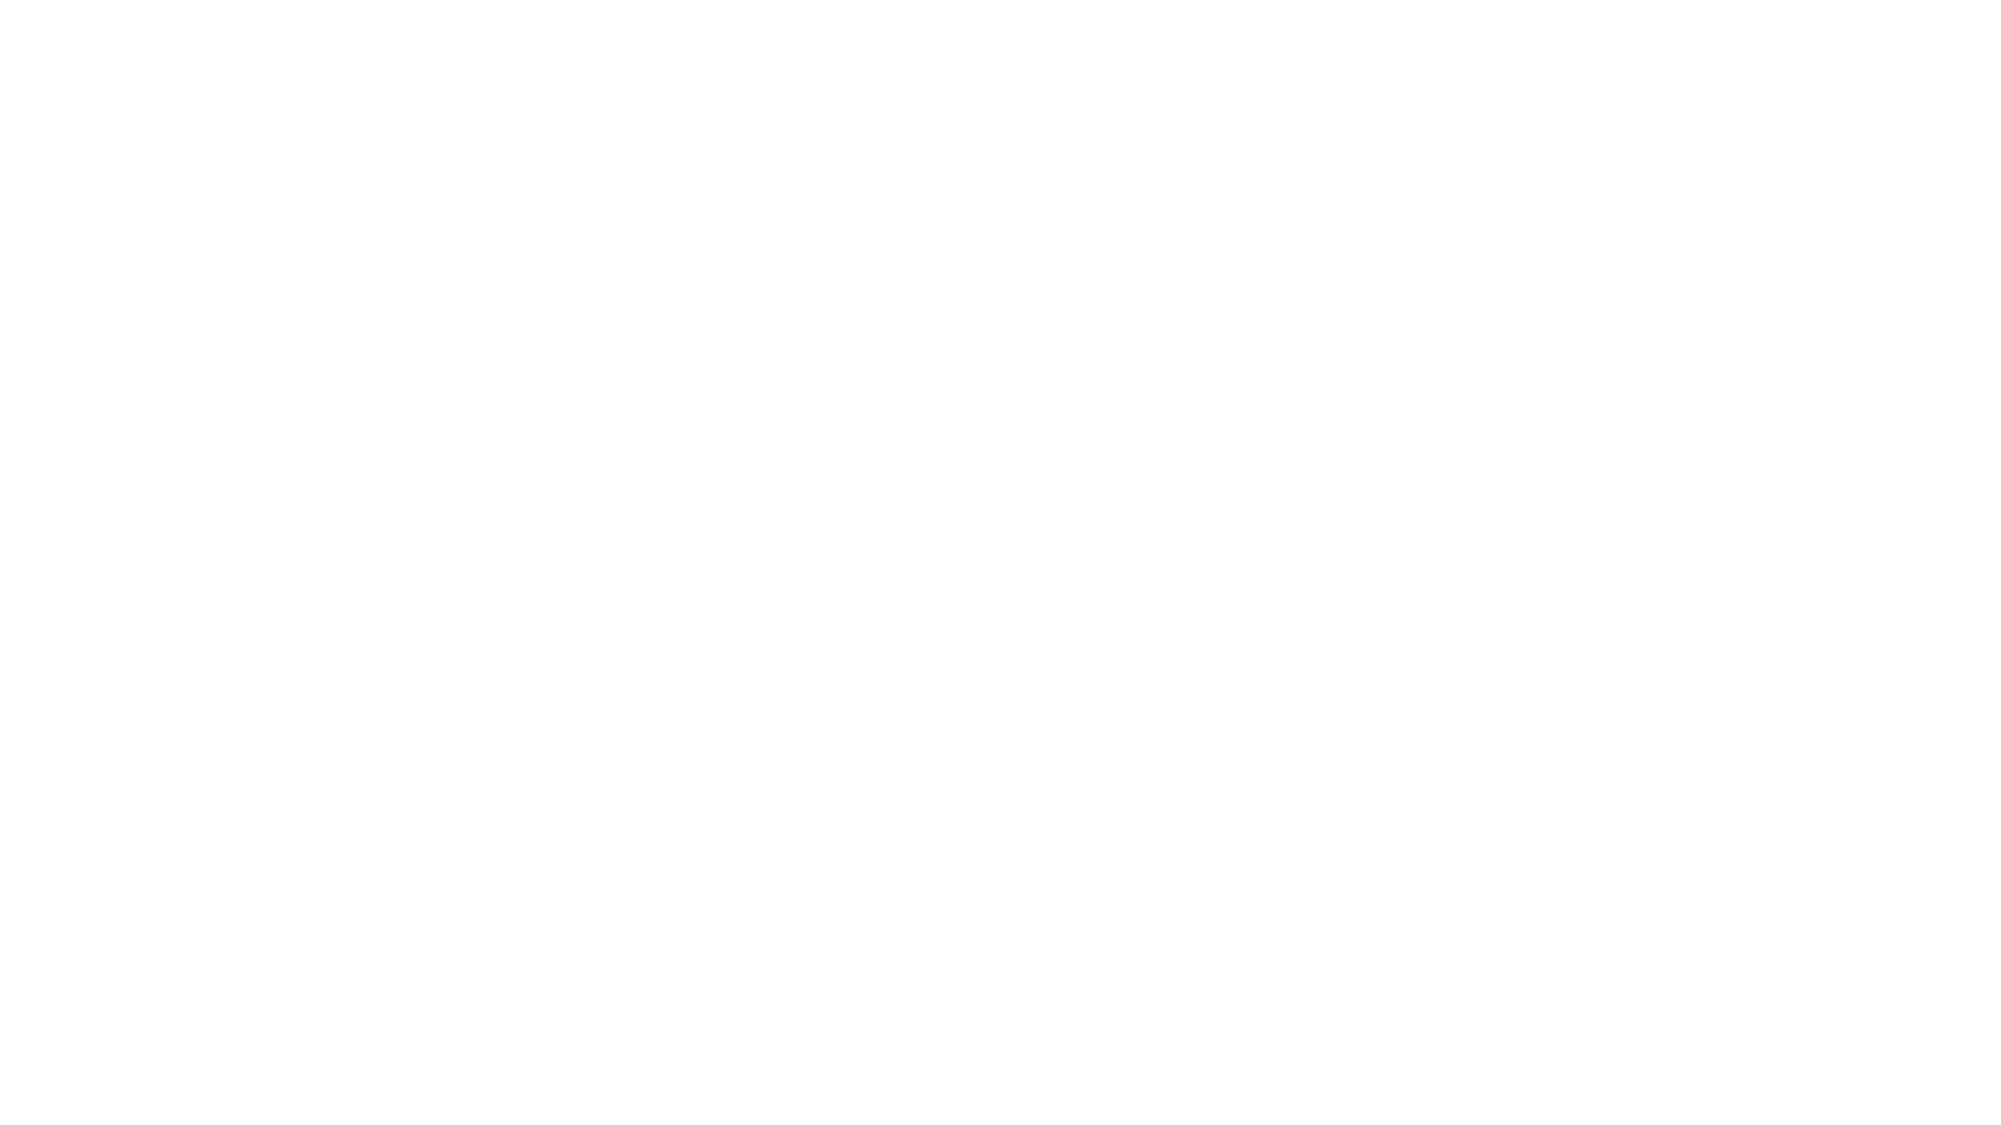

#

# Supplementary material for: Microarray analysis identifies coding and non-coding RNA markers of liver injury in whole body irradiated mice
**Source:** Sci Rep. 2023 Jan 5;13:200. doi: 10.1038/s41598-022-26784-w
**Supplement:** Supplementary file 2 — Supplementary Information 2.

## Slide 1
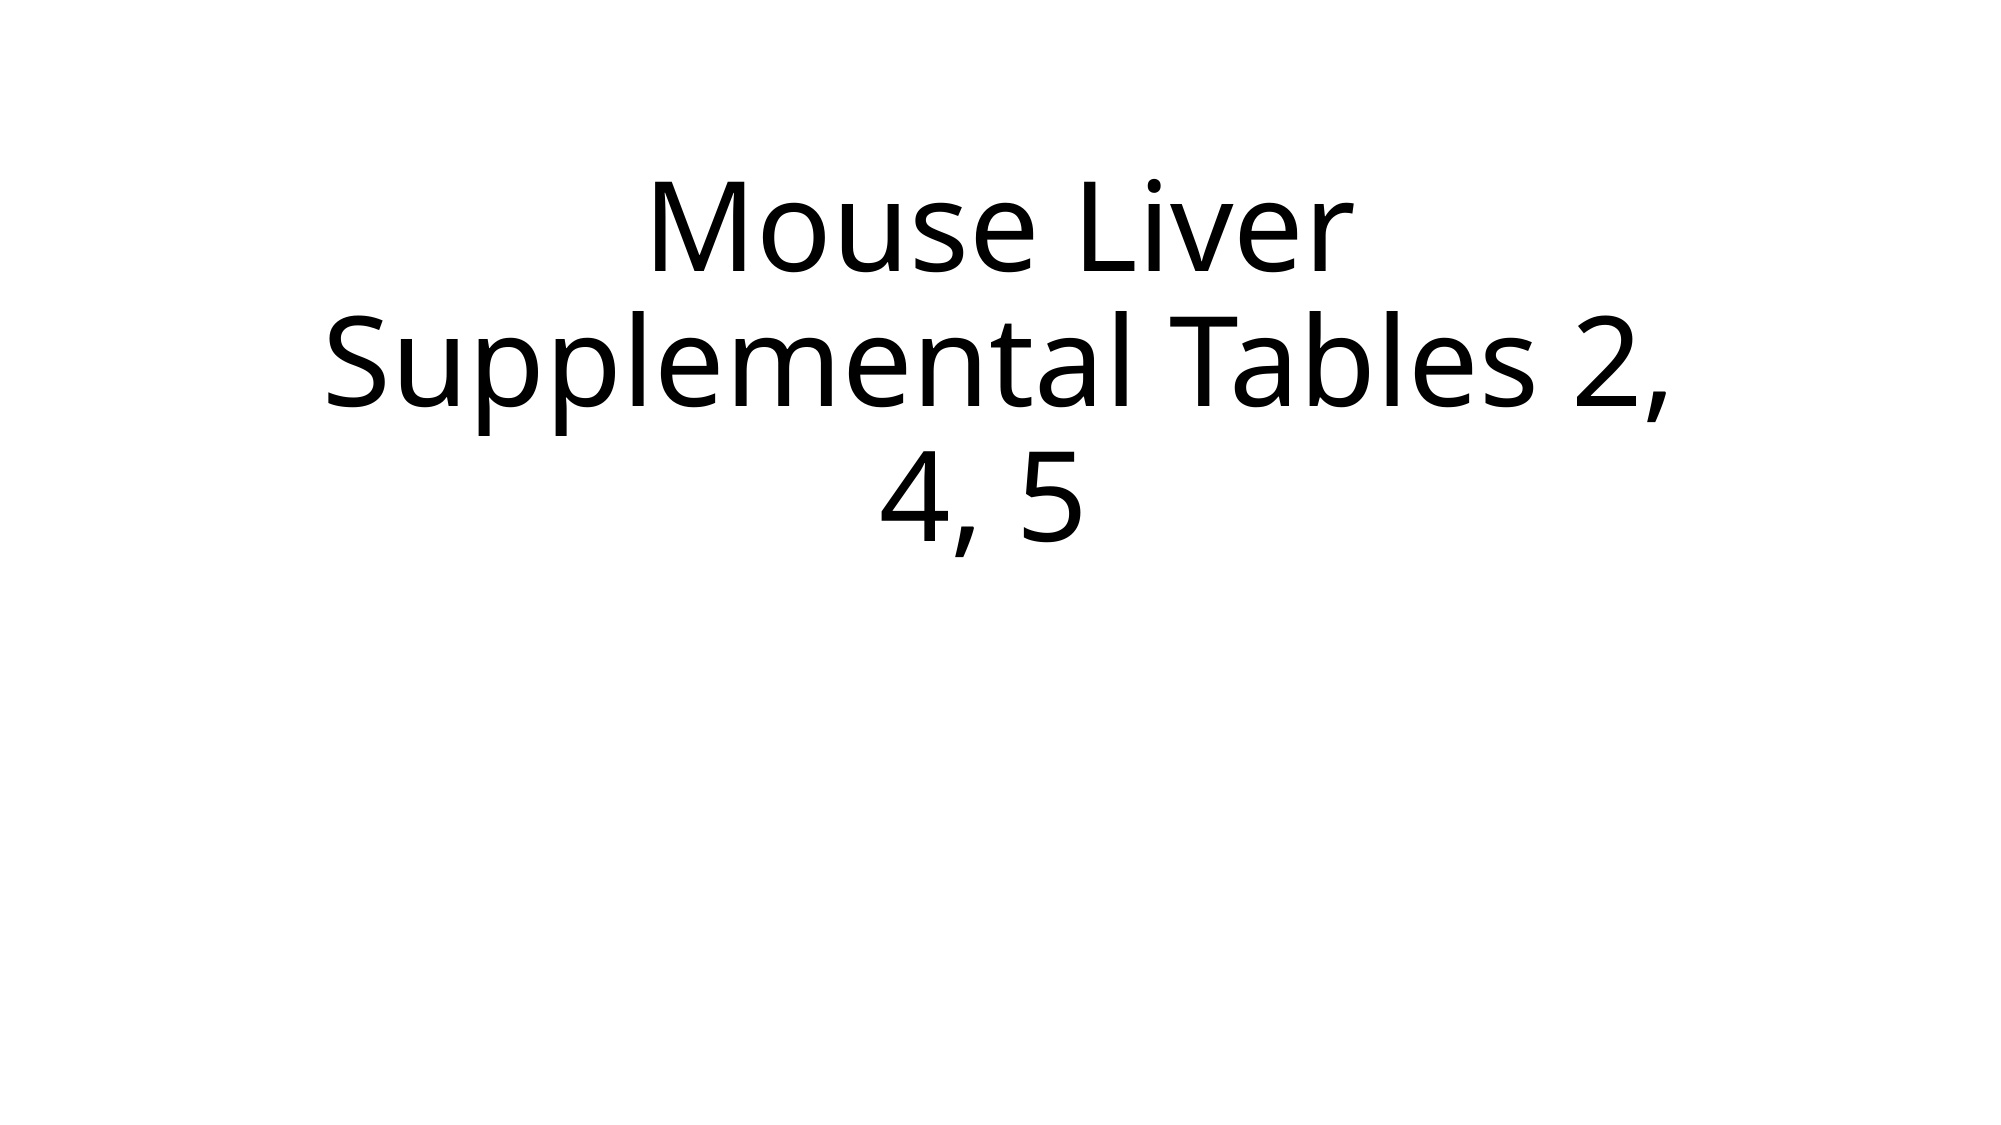

# Mouse Liver Supplemental Tables 2, 4, 5

## Slide 2
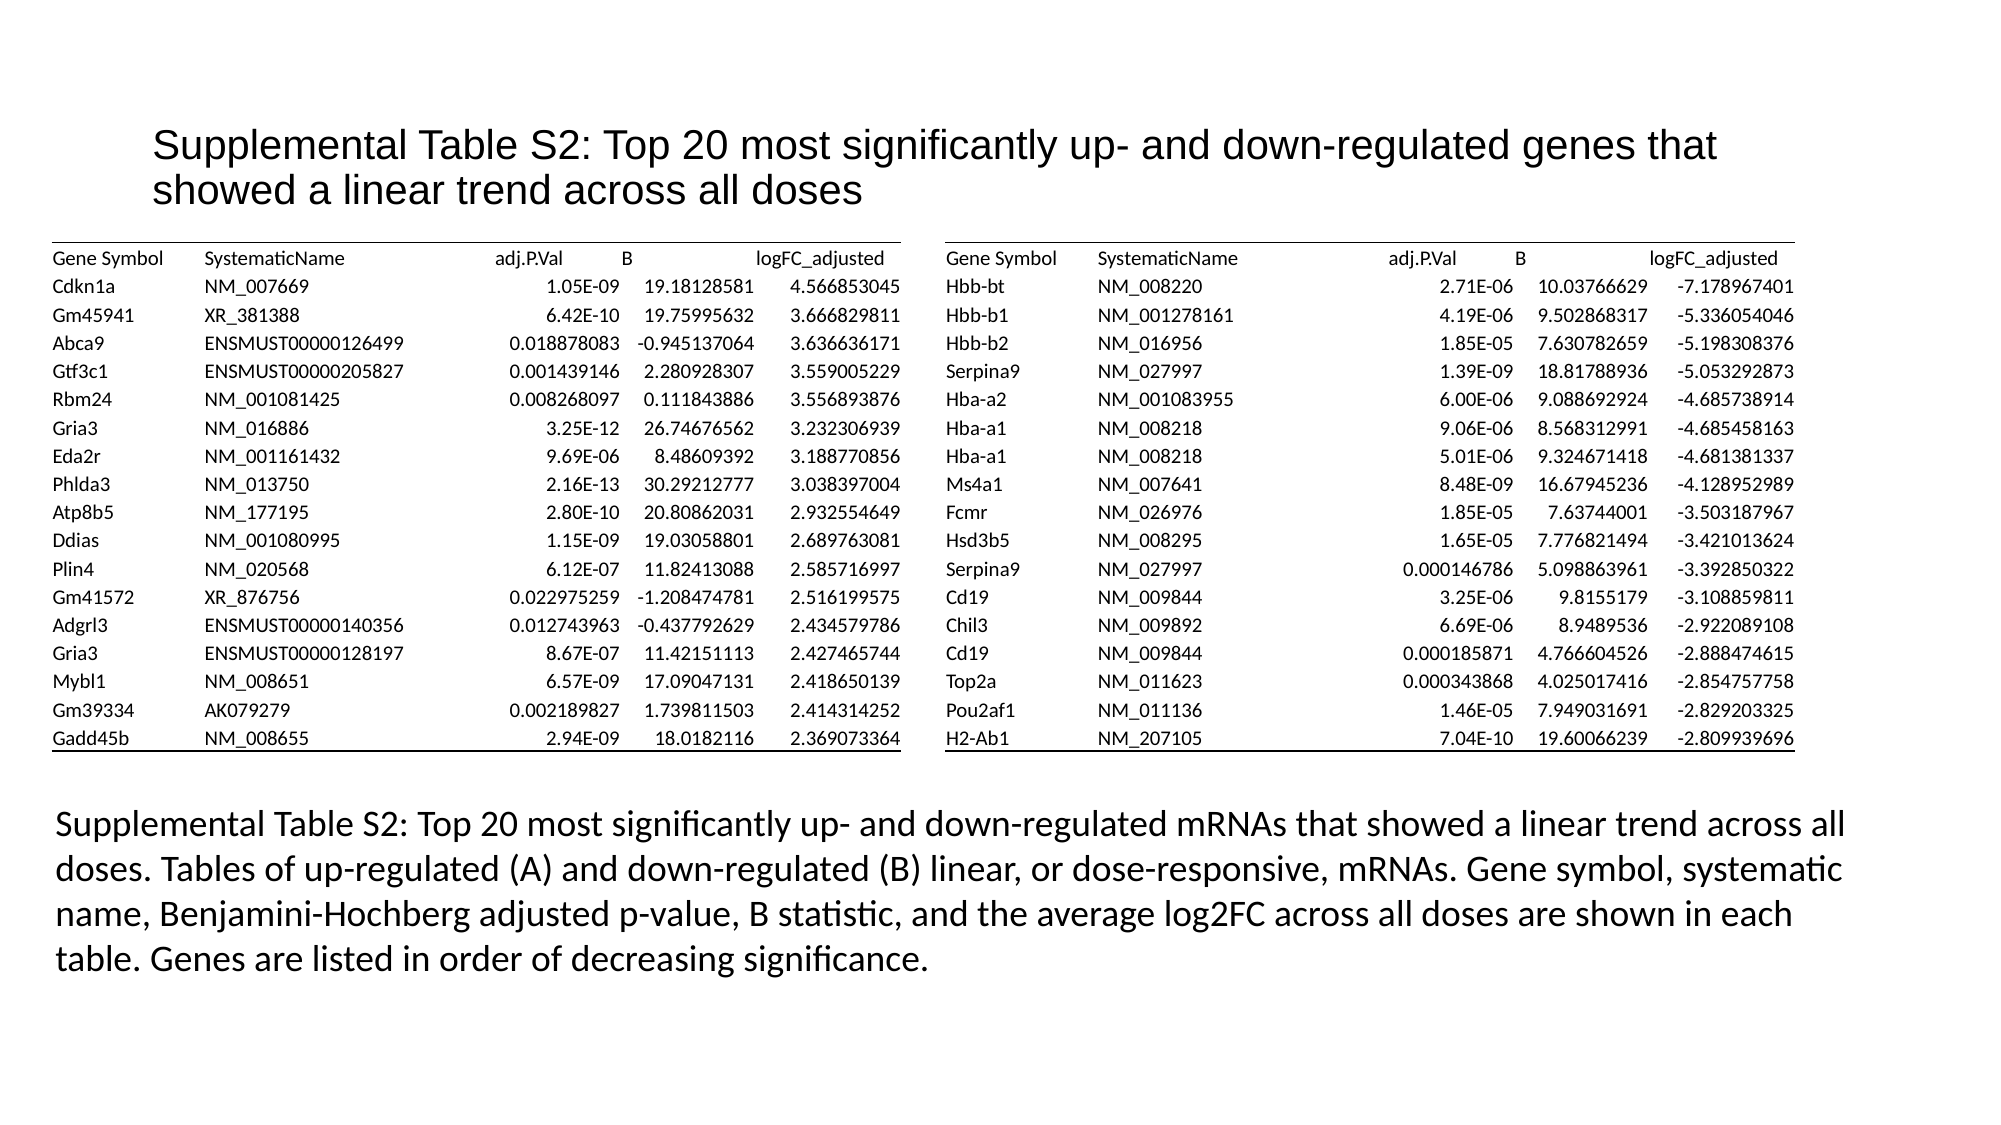

# Supplemental Table S2: Top 20 most significantly up- and down-regulated genes that showed a linear trend across all doses
| Gene Symbol | SystematicName | adj.P.Val | B | logFC\_adjusted |
| --- | --- | --- | --- | --- |
| Cdkn1a | NM\_007669 | 1.05E-09 | 19.18128581 | 4.566853045 |
| Gm45941 | XR\_381388 | 6.42E-10 | 19.75995632 | 3.666829811 |
| Abca9 | ENSMUST00000126499 | 0.018878083 | -0.945137064 | 3.636636171 |
| Gtf3c1 | ENSMUST00000205827 | 0.001439146 | 2.280928307 | 3.559005229 |
| Rbm24 | NM\_001081425 | 0.008268097 | 0.111843886 | 3.556893876 |
| Gria3 | NM\_016886 | 3.25E-12 | 26.74676562 | 3.232306939 |
| Eda2r | NM\_001161432 | 9.69E-06 | 8.48609392 | 3.188770856 |
| Phlda3 | NM\_013750 | 2.16E-13 | 30.29212777 | 3.038397004 |
| Atp8b5 | NM\_177195 | 2.80E-10 | 20.80862031 | 2.932554649 |
| Ddias | NM\_001080995 | 1.15E-09 | 19.03058801 | 2.689763081 |
| Plin4 | NM\_020568 | 6.12E-07 | 11.82413088 | 2.585716997 |
| Gm41572 | XR\_876756 | 0.022975259 | -1.208474781 | 2.516199575 |
| Adgrl3 | ENSMUST00000140356 | 0.012743963 | -0.437792629 | 2.434579786 |
| Gria3 | ENSMUST00000128197 | 8.67E-07 | 11.42151113 | 2.427465744 |
| Mybl1 | NM\_008651 | 6.57E-09 | 17.09047131 | 2.418650139 |
| Gm39334 | AK079279 | 0.002189827 | 1.739811503 | 2.414314252 |
| Gadd45b | NM\_008655 | 2.94E-09 | 18.0182116 | 2.369073364 |
| Gene Symbol | SystematicName | adj.P.Val | B | logFC\_adjusted |
| --- | --- | --- | --- | --- |
| Hbb-bt | NM\_008220 | 2.71E-06 | 10.03766629 | -7.178967401 |
| Hbb-b1 | NM\_001278161 | 4.19E-06 | 9.502868317 | -5.336054046 |
| Hbb-b2 | NM\_016956 | 1.85E-05 | 7.630782659 | -5.198308376 |
| Serpina9 | NM\_027997 | 1.39E-09 | 18.81788936 | -5.053292873 |
| Hba-a2 | NM\_001083955 | 6.00E-06 | 9.088692924 | -4.685738914 |
| Hba-a1 | NM\_008218 | 9.06E-06 | 8.568312991 | -4.685458163 |
| Hba-a1 | NM\_008218 | 5.01E-06 | 9.324671418 | -4.681381337 |
| Ms4a1 | NM\_007641 | 8.48E-09 | 16.67945236 | -4.128952989 |
| Fcmr | NM\_026976 | 1.85E-05 | 7.63744001 | -3.503187967 |
| Hsd3b5 | NM\_008295 | 1.65E-05 | 7.776821494 | -3.421013624 |
| Serpina9 | NM\_027997 | 0.000146786 | 5.098863961 | -3.392850322 |
| Cd19 | NM\_009844 | 3.25E-06 | 9.8155179 | -3.108859811 |
| Chil3 | NM\_009892 | 6.69E-06 | 8.9489536 | -2.922089108 |
| Cd19 | NM\_009844 | 0.000185871 | 4.766604526 | -2.888474615 |
| Top2a | NM\_011623 | 0.000343868 | 4.025017416 | -2.854757758 |
| Pou2af1 | NM\_011136 | 1.46E-05 | 7.949031691 | -2.829203325 |
| H2-Ab1 | NM\_207105 | 7.04E-10 | 19.60066239 | -2.809939696 |
Supplemental Table S2: Top 20 most significantly up- and down-regulated mRNAs that showed a linear trend across all doses. Tables of up-regulated (A) and down-regulated (B) linear, or dose-responsive, mRNAs. Gene symbol, systematic name, Benjamini-Hochberg adjusted p-value, B statistic, and the average log2FC across all doses are shown in each table. Genes are listed in order of decreasing significance.

## Slide 3
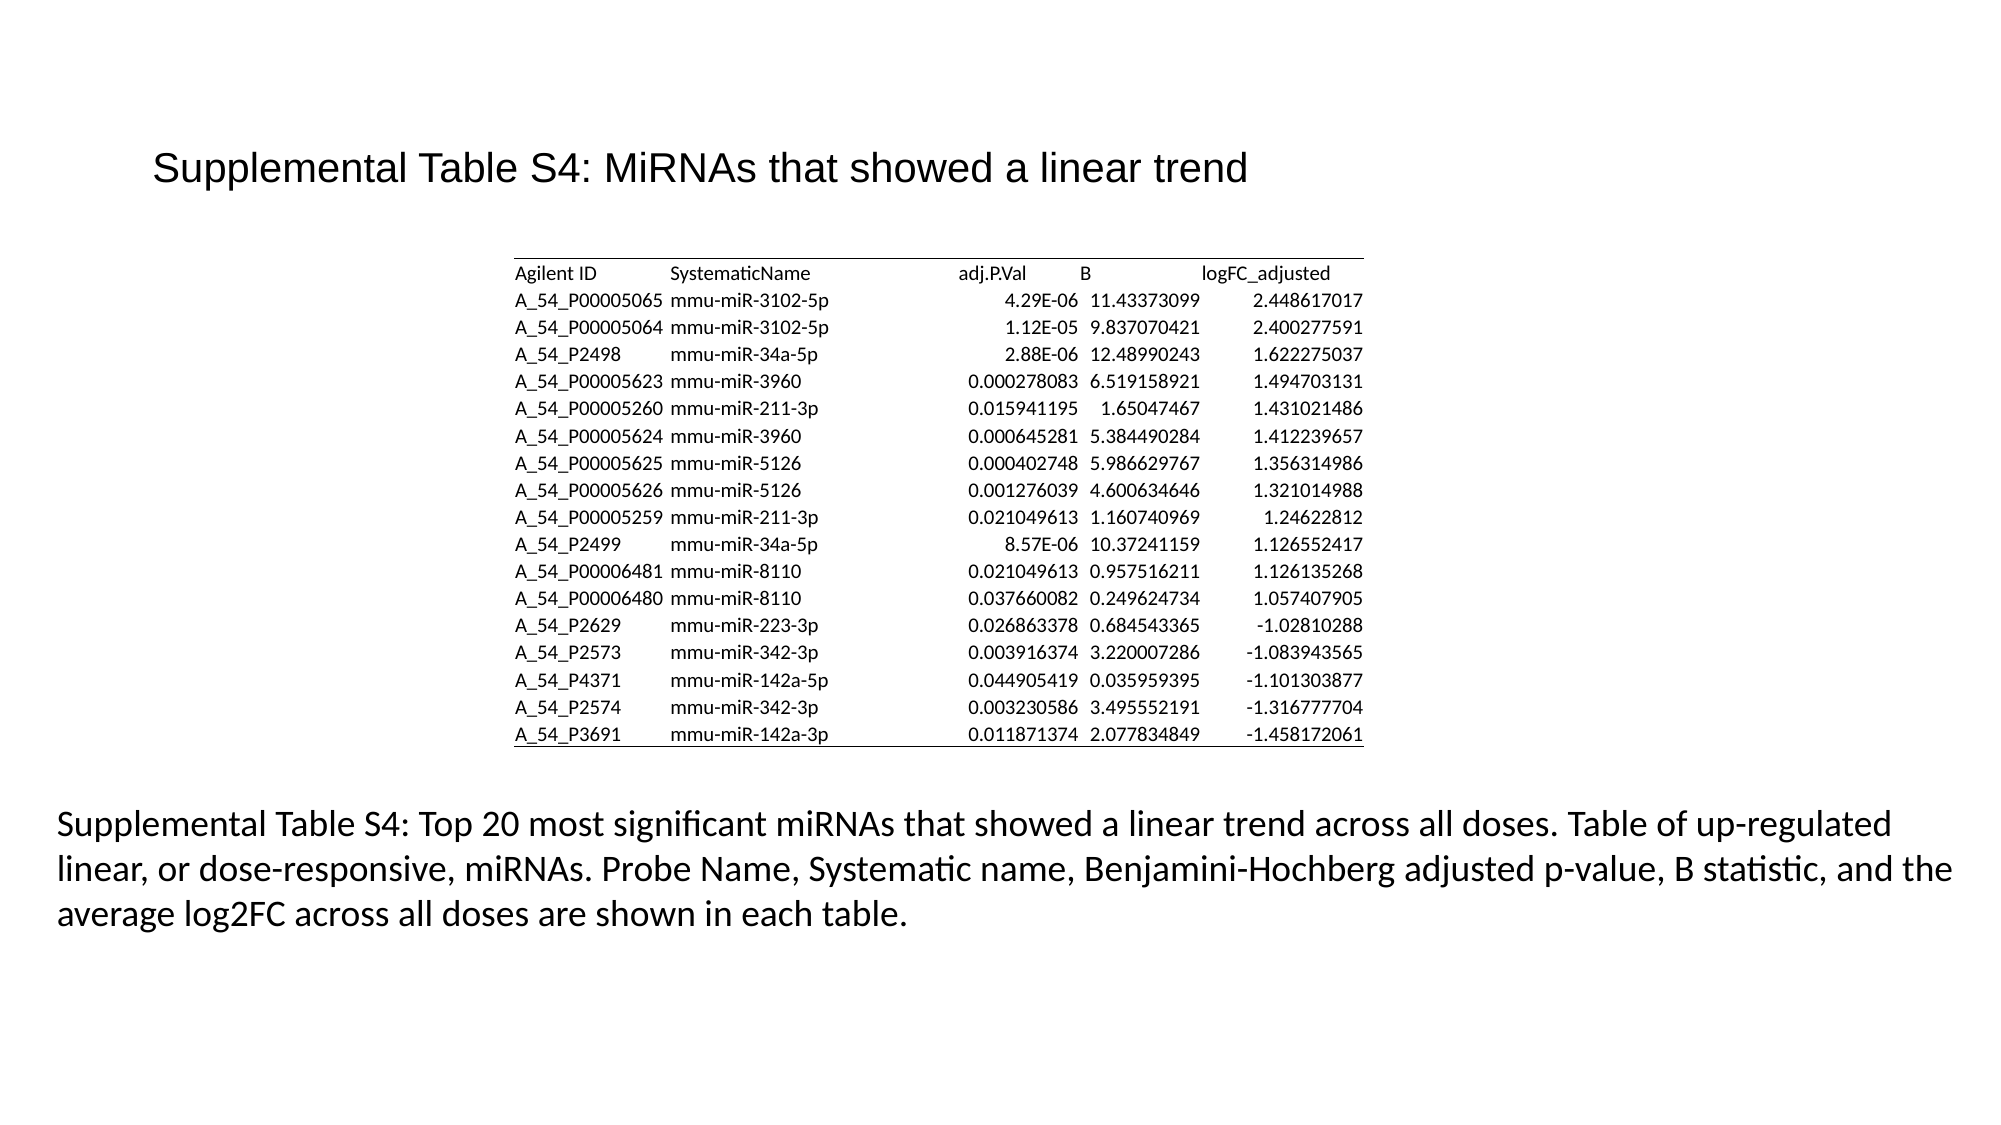

# Supplemental Table S4: MiRNAs that showed a linear trend
| Agilent ID | SystematicName | adj.P.Val | B | logFC\_adjusted |
| --- | --- | --- | --- | --- |
| A\_54\_P00005065 | mmu-miR-3102-5p | 4.29E-06 | 11.43373099 | 2.448617017 |
| A\_54\_P00005064 | mmu-miR-3102-5p | 1.12E-05 | 9.837070421 | 2.400277591 |
| A\_54\_P2498 | mmu-miR-34a-5p | 2.88E-06 | 12.48990243 | 1.622275037 |
| A\_54\_P00005623 | mmu-miR-3960 | 0.000278083 | 6.519158921 | 1.494703131 |
| A\_54\_P00005260 | mmu-miR-211-3p | 0.015941195 | 1.65047467 | 1.431021486 |
| A\_54\_P00005624 | mmu-miR-3960 | 0.000645281 | 5.384490284 | 1.412239657 |
| A\_54\_P00005625 | mmu-miR-5126 | 0.000402748 | 5.986629767 | 1.356314986 |
| A\_54\_P00005626 | mmu-miR-5126 | 0.001276039 | 4.600634646 | 1.321014988 |
| A\_54\_P00005259 | mmu-miR-211-3p | 0.021049613 | 1.160740969 | 1.24622812 |
| A\_54\_P2499 | mmu-miR-34a-5p | 8.57E-06 | 10.37241159 | 1.126552417 |
| A\_54\_P00006481 | mmu-miR-8110 | 0.021049613 | 0.957516211 | 1.126135268 |
| A\_54\_P00006480 | mmu-miR-8110 | 0.037660082 | 0.249624734 | 1.057407905 |
| A\_54\_P2629 | mmu-miR-223-3p | 0.026863378 | 0.684543365 | -1.02810288 |
| A\_54\_P2573 | mmu-miR-342-3p | 0.003916374 | 3.220007286 | -1.083943565 |
| A\_54\_P4371 | mmu-miR-142a-5p | 0.044905419 | 0.035959395 | -1.101303877 |
| A\_54\_P2574 | mmu-miR-342-3p | 0.003230586 | 3.495552191 | -1.316777704 |
| A\_54\_P3691 | mmu-miR-142a-3p | 0.011871374 | 2.077834849 | -1.458172061 |
Supplemental Table S4: Top 20 most significant miRNAs that showed a linear trend across all doses. Table of up-regulated linear, or dose-responsive, miRNAs. Probe Name, Systematic name, Benjamini-Hochberg adjusted p-value, B statistic, and the average log2FC across all doses are shown in each table.

## Slide 4
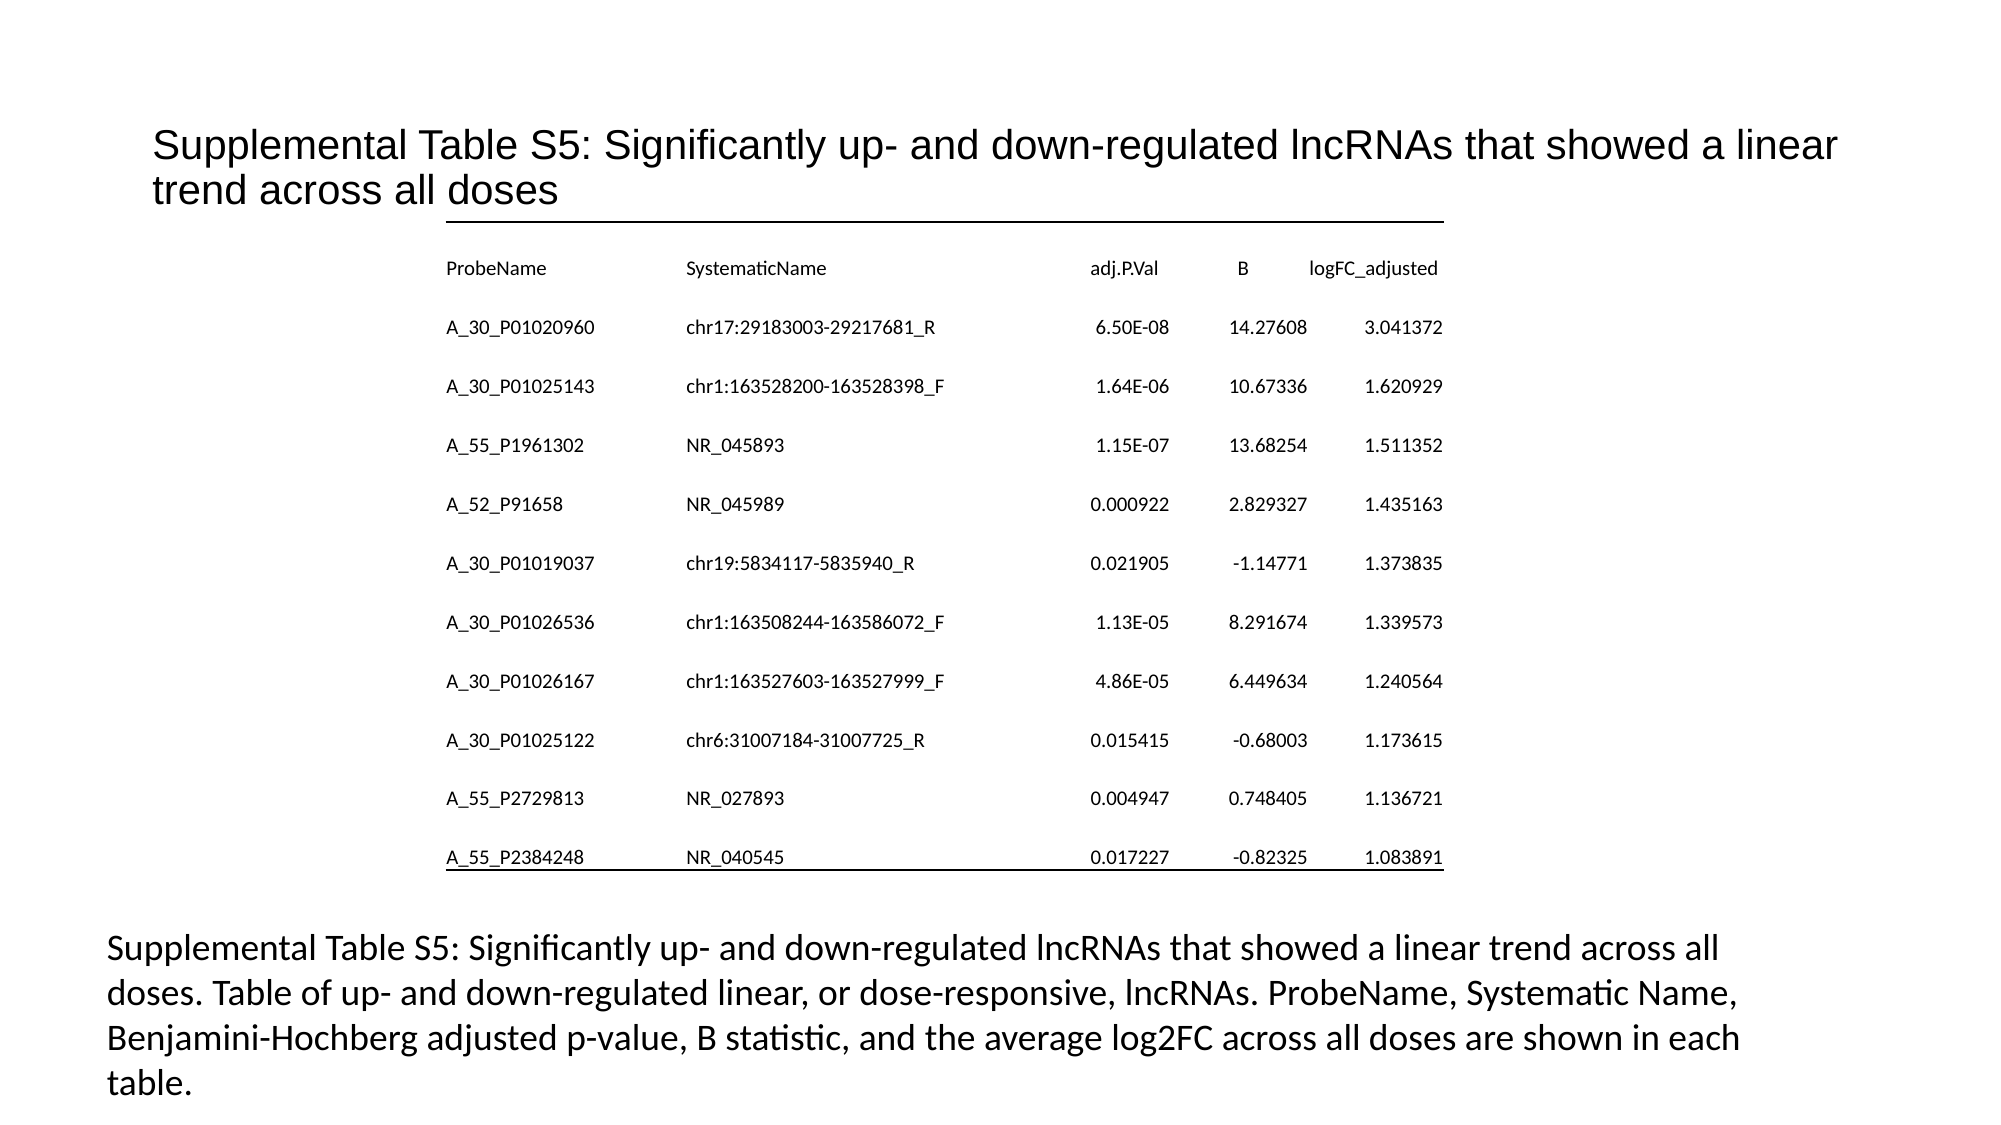

# Supplemental Table S5: Significantly up- and down-regulated lncRNAs that showed a linear trend across all doses
| ProbeName | SystematicName | adj.P.Val | B | logFC\_adjusted |
| --- | --- | --- | --- | --- |
| A\_30\_P01020960 | chr17:29183003-29217681\_R | 6.50E-08 | 14.27608 | 3.041372 |
| A\_30\_P01025143 | chr1:163528200-163528398\_F | 1.64E-06 | 10.67336 | 1.620929 |
| A\_55\_P1961302 | NR\_045893 | 1.15E-07 | 13.68254 | 1.511352 |
| A\_52\_P91658 | NR\_045989 | 0.000922 | 2.829327 | 1.435163 |
| A\_30\_P01019037 | chr19:5834117-5835940\_R | 0.021905 | -1.14771 | 1.373835 |
| A\_30\_P01026536 | chr1:163508244-163586072\_F | 1.13E-05 | 8.291674 | 1.339573 |
| A\_30\_P01026167 | chr1:163527603-163527999\_F | 4.86E-05 | 6.449634 | 1.240564 |
| A\_30\_P01025122 | chr6:31007184-31007725\_R | 0.015415 | -0.68003 | 1.173615 |
| A\_55\_P2729813 | NR\_027893 | 0.004947 | 0.748405 | 1.136721 |
| A\_55\_P2384248 | NR\_040545 | 0.017227 | -0.82325 | 1.083891 |
Supplemental Table S5: Significantly up- and down-regulated lncRNAs that showed a linear trend across all doses. Table of up- and down-regulated linear, or dose-responsive, lncRNAs. ProbeName, Systematic Name, Benjamini-Hochberg adjusted p-value, B statistic, and the average log2FC across all doses are shown in each table.

How the deposited data were processed for this re-analysis (not part of the article)

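RNA from liver and lung of 18 mice was measured 48 h after whole body irradiation at 0, 1, 2, 4, 8 or 12 Gy, with 3 mice per dose, on 1-colour Agilent arrays for mRNA and for miRNA. These are 72 arrays in all. The paper reports the liver. The intensity values that the authors deposited for each array are median pixel intensities of each spot and of its local background, as the scanner software wrote them, with no normalization between arrays and no log. The choices fixed earlier had assumed the mean pixel intensity, and the median was used since the arrays' tables hold the median. The scanner software's processed signal, also in the authors' deposited tables, is a background-subtracted intensity whose settings beyond the protocol name are not stated. The authors also deposited a table of series values, which are linear intensity values, and the procedure behind them is not stated. On the mRNA arrays each array's 75th percentile lies near 1, and the arrays' distributions differ, so that these are not quantile-normalized values, while the paper's methods describe normexp background correction with quantile normalization.

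Analyses ran in R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0, and figures in Python 3.11.15 with matplotlib 3.10.9. Median spot intensities were corrected with normexp at an offset of 0, control spots were dropped, spots that the scanner software marks as outliers were set to missing, arrays of 1 tissue and RNA type were quantile-normalized together, and log2 values were averaged over the spots of a probe. A probe was well above background on an array where at least 0.5 of its spots were. Probes well above background on at least 1 array of the fit were tested. Each dose was compared with 0 Gy in a limma model of 6 dose groups with empirical Bayes moderation. A linear dose trend was fitted as a slope per Gy and is given as the log2 change over 12 Gy. The difference between the tissues' trends came from 36 arrays normalized together. Benjamini-Hochberg adjustment ran within each comparison, and all adjusted p values are from limma. A probe was called at an absolute log2 fold change above 1 and an adjusted p below 0.05, the thresholds of the paper.

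Genes are named in the text by a rule set before the data were examined, as were the alternatives other than the slide as a random block and camera's estimated correlation. Named are every gene, miRNA and lncRNA that the paper names as changed or unchanged in its results, discussion or Tables S2, S4 and S5, and for each dose and the trend the 3 called probes with the largest change in each direction among those changed the same way in every mouse against every control. The probe is the one the paper lists, otherwise the brightest, and the text says where other probes of the gene differ. A group lay near background where its probe was well above background on 0 of its arrays. Where this held for 1 of 2 groups, the change is given as a lower limit on the fold, the mean of the brighter group over that of the dimmer, with each dim array at the higher of its lowest level well above background and the probe's own value. The limit equals the modelled change, which is called fitted, where the probe's own value was the higher. An outlier spot set to missing leaves 2 mice at that dose. Where neither group could be measured no fold is given, and where such a gene is compared with the paper's value or across alternatives its modelled change is called fitted.

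Lists of marker genes were tested with limma's camera at a preset correlation of 0.01, 1 probe per gene, on the dose trend. The erythroid list holds Alas2, Ahsp, Slc4a1, Epb42, Rhag, Tspan33, Klf1, Hemgn, Sptb, Ermap, Kel, Rhd, Trim10, Tal1. The B cell list holds Ms4a1, Cd79a, Cd79b, Pax5, Blk, Fcmr, Fcer2a, Cr2, Ighm, Cd22, Bank1, Pou2af1, Blnk, Cxcr5, Ebf1. The T cell list holds Cd3d, Cd3e, Cd3g, Cd4, Cd8a, Cd8b1, Lck, Cd5, Cd28, Cd2, Zap70, Bcl11b, Tcf7. The neutrophil list holds S100a8, S100a9, Ly6g, Ngp, Camp, Ltf, Mmp8, Mmp9, Cxcr2, Csf3r, Retnlg, Stfa2l1, Cd177, Lcn2. The hepatocyte list holds Alb, Apoa1, Apoc3, Ttr, Serpina1a, Serpina1b, Trf, Fgb, Fgg, Ahsg, Apoh, Hpx, Ambp, Tat, Cps1. The p53 target list holds Cdkn1a, Mdm2, Ccng1, Phlda3, Eda2r, Bax, Bbc3, Trp53inp1, Sesn2, Zmat3, Aen, Ei24, Fas, Gdf15, Btg2, Plk2, Polk, Perp, Tnfrsf10b, Ddit4l, Ercc5, Gtse1. The proliferation list holds Mki67, Top2a, Ccnb1, Ccnb2, Cdk1, Bub1, Bub1b, Plk1, Aurka, Aurkb, Birc5, Cdc20, Kif11, Kif23, Ttk, Nusap1, Tpx2, Melk, Rrm2, Ccna2. The list of erythroid miRNA holds miR-451a, miR-144-3p, miR-144-5p, miR-486a-5p, miR-486b-5p. The list of leukocyte miRNA holds miR-142a-3p, miR-142a-5p, miR-223-3p, miR-342-3p, miR-150-5p, miR-155-5p, miR-146a-5p, miR-181a-5p. The list of hepatocyte miRNA holds miR-122-5p, miR-122-3p, miR-192-5p, miR-194-5p. A gene that the naming rule selects and some further genes of these lists, which were part of the tests, are not reported here.

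Median spot intensity over local background ranged from 1.89 to 2.54 on liver and 2.37 to 4.58 on lung mRNA arrays, and from 1.6 to 2.59 and 1.52 to 2.56 on liver and lung miRNA arrays. On lung mRNA arrays 54.1% to 64% of spots were well above background, and on lung miRNA arrays 14.5% to 17.6%. Spots near background give no fold change, and the 3 mice per dose limit the precision above it. Groups of 3 were not tested for outlying samples.

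The procedure was tested on simulated data, drawn from the arrays' own means and spreads, with known changes added to some probes. It recovered 178 to 197 of 200 changed probes per mRNA comparison, with 1 to 14 unchanged probes called. Of 97 changed liver miRNA probes it recovered 96 to 97, and of 190 in lung 186 to 190. The size of the added changes is not given here, so these counts do not tell how changes near the thresholds are recovered. With the neutrophil list raised, 1 of 7 marker lists was called.

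Alternatives changed 1 choice at a time: the processed signal, a normexp offset of 50, scaling to the 75th percentile, other filters, the authors' series values, the slide or the number series of the mice as a block, other moderation of the variance, the 6 arrays of 2 groups alone, liver and lung together, and each mouse left out. Pathway analysis, the quantitative PCR and the second mouse strain were not analysed here. Coordinates of lncRNA regions are those in the array's own names, on mm9.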

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

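The tests with other splits of the mice, of a direction shared by the tissues and of the lists' difference between tissues were chosen after the result was seen, as was the use of the slide and the scaling, both alternatives set earlier, as tests of an explanation.

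The linear dose trend differed between liver and lung for 3406 of 47376 probes in a limma test of the difference itself (n = 18 mice, 36 arrays). The trend was higher in liver for 1716 and higher in lung for 1690. Both tissues' own trends were called in the same direction for 270 of them and in opposite directions for 5. For comparison, each tissue's values were centred, and liver and lung were swapped within randomly chosen animal numbers. Of 100 such arrangements 1, the real one, gave as many, and the largest other count was 1513. Dim probes do not account for all of it, since 47.8% of these probes were well above background on all 36 arrays, against 42.4% of all tested. For the other called probes, dim on some arrays, a part from the background level was not excluded. Scaling to the 75th percentile in place of quantile normalization gave 3760. With the slide as a term of the model 0 were called by limma, and most doses of a tissue lie on 1 slide. A slide effect may account for part of the difference and was neither shown nor excluded.

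By list, the median difference of the trends, liver minus lung, was 2.02 for the B cell, 1.80 for the T cell, 0.25 for the erythroid, -1.18 for the hepatocyte, 0.39 for the neutrophil, -0.065 for the p53 target and -0.29 for the proliferation markers (camera adjusted p = 1.8e-07, 8.21e-11, 0.0502, 0.238, 0.281, 0.936 and 0.936). With fry in place of camera the adjusted p was 0.00333, 0.000577, 0.0858, 0.4, 0.593, 0.593 and 0.744. In both tests the calls of the B cell and T cell lists held. The controls' level of these 2 lists was 2.89 and 2.19 higher in lung on the log2 scale, so a larger share of lymphocytes in lung may account for the larger fall there, and the correlation across lists was not tested.

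The paper does not report the lung. There, 10, 196, 644, 1105 and 3207 probes were called at 1, 2, 4, 8 and 12 Gy against 0 Gy (limma, n = 3 mice per dose), 5, 165, 536, 873 and 1878 of them lower. At an unadjusted p below 0.05 there were 2426, 3371, 6122, 7204 and 15515. Of the 10 ways to split 3 against 3 mice, 1 gave as many at each dose, the real one. The 12 Gy arrays lay on a slide and in a scan apart from the controls. On them 54.1% to 54.8% of spots were well above background, against 59.2% to 64.0% at 0 Gy. The 8 Gy array of mouse 25, on that slide too, had 54.8%, against 63.8% and 60.5% for mice 5 and 15. The slide or the scan may thus have a part in the rise at 12 Gy. At 12 Gy scaling to the 75th percentile put the median of all probes at 0.25, with 1444 probes lower and 2242 higher, and 2048 lower and 1009 higher counted from it. With the slide as a term, 134 probes had a linear dose trend, where 3086 had one without it, and whether the slide explains the calls could not be told, since most doses lie on 1 slide each. Among probes with a called trend in both tissues, 260, 255 went the same way, while the slide that carries 12 Gy liver arrays carries 0 and 1 Gy lung arrays. Slide alone is unlikely to account for these. At 1 to 12 Gy, 2, 29, 117, 240 and 300 probes were called in both tissues and 2, 29, 116, 240 and 293 went the same way.

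Lung miRNA arrays, also outside the paper's report, gave 9 called probes at 12 Gy, 7 lower and 2 higher (limma, n = 3 mice per dose), and 240 at an unadjusted p below 0.05. At 1, 2, 4 and 8 Gy limma called 0, 4, 6 and 8, with 89, 288, 254 and 277 at an unadjusted p below 0.05. Of the 10 splits at 12 Gy, 1 gave as many. Scaling to the 75th percentile over all probes put the median of all probes at 0.45 and gave 41 higher and 2 lower, or 15 higher and 6 lower counted from that median. Scaling to the 75th percentile over probes detected on all arrays put it at -0.21 and gave 1 higher and 12 lower, or 4 higher and 7 lower counted from it, so the direction of the majority depended on the scaling. At 2, 4 and 8 Gy the scaling over all probes gave 308, 300 and 116 higher and 0 lower, or 4, 17 and 6 higher and 0, 1 and 6 lower from medians of 0.88, 0.86 and 0.66. The scaling over probes detected on all arrays gave 33, 29 and 24 lower and 0 higher there, or 9, 9 and 11 lower and 1, 2 and 2 higher from medians of -0.31, -0.28 and -0.26. Without 12 Gy mouse 26 the count was 23. All 12 Gy arrays lie on a slide apart from the controls, so a slide effect may have a part in the 9 calls.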

How the results depend on the processing

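The tests that treat the slide as a random block or estimate the correlation within a list were chosen after the result was seen, and all the others beforehand. Values in parentheses are those of the procedure of the text. Counts within 1.5 times of it are not listed, nor are lung miRNA counts below 12 Gy, which stand with the lung results. The cause of a listed difference was not tested, except that the 6 arrays alone give fewer arrays to the test, region names only count fewer probes, and no filter on dim probes means more probes tested.

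Counts of 25 at 1 Gy (13), 148 at 2 Gy (94), 1350 at 8 Gy (845), 1264 for the trend (776), 1866 at 1 dose or more (1217), 22 at all 5 doses (12), 2 only at 1 Gy (1), 14 only at 2 Gy (4), 588 only at 8 Gy (336) and 372 only at 8 and 12 Gy (231) in liver mRNA came with the processed signal. Liver lncRNA had 13 at 2 Gy (8), 122 at 8 Gy (58), 81 at 12 Gy (45) and 94 for the trend (54). Lung mRNA had 23 at 1 Gy (10). Liver miRNA had 33 at 12 Gy (5) and 26 for the trend (9). Lung miRNA had 25 at 12 Gy (9).

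Counts of 7 at 1 Gy (13), 7 at all 5 doses (12), 0 only at 1 Gy (1) and 2 only at 2 Gy (4) in liver mRNA came with no filter on dim probes.

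Counts of 30 at 1 Gy (13) and 22 at all 5 doses (12) in liver mRNA came with the filter on a whole dose group well above background. Liver lncRNA had 2 at 1 Gy (0). Lung mRNA had 34 at 1 Gy (10).

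Counts of 6 at 1 Gy (13), 70 at 4 Gy (362), 265 at 8 Gy (845), 323 at 12 Gy (790), 104 for the trend (776), 479 at 1 dose or more (1217), 4 at all 5 doses (12), 0 only at 1 Gy (1), 37 only at 2 Gy (4), 2 only at 4 Gy (52), 95 only at 8 Gy (336), 169 only at 12 Gy (281) and 79 only at 8 and 12 Gy (231) in liver mRNA came with the slide as a block. Liver lncRNA had 4 at 2 Gy (8), 4 at 4 Gy (32), 24 at 8 Gy (58) and 5 for the trend (54). Lung mRNA had 16 at 1 Gy (10). Liver miRNA had 2 at 12 Gy (5). The count was 0 for the liver and lung difference (3406).

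Counts of 22 at 1 Gy (13) in liver mRNA came with eBayes with trend and robust. Liver lncRNA had 2 at 1 Gy (0). Lung mRNA had 28 at 1 Gy (10).

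Counts of 0 at 1 Gy (13) and 29 at 2 Gy (94) in liver mRNA came with the 6 arrays of the 2 groups alone. Liver lncRNA had 0 at 2 Gy (8) and 37 at 8 Gy (58). Lung mRNA had 0 at 1 Gy (10), 25 at 2 Gy (196), 158 at 4 Gy (644) and 530 at 8 Gy (1105).

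Counts of 43 at 1 Gy (13), 234 at 2 Gy (94), 1323 at 8 Gy (845), 1973 at 1 dose or more (1217), 24 at all 5 doses (12), 13 only at 1 Gy (1), 64 only at 2 Gy (4), 103 only at 4 Gy (52), 703 only at 8 Gy (336) and 2 only at 1 and 2 Gy (0) in liver mRNA came with liver and lung together. Liver lncRNA had 1 at 1 Gy (0), 20 at 2 Gy (8), 49 at 4 Gy (32), 141 at 8 Gy (58), 83 at 12 Gy (45) and 94 for the trend (54). Lung mRNA had 55 at 1 Gy (10). Liver miRNA had 6 at 8 Gy (2), 21 at 12 Gy (5) and 19 for the trend (9).

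Counts of 2 at 1 Gy (0), 19 at 4 Gy (32), 27 at 8 Gy (58), 23 at 12 Gy (45) and 26 for the trend (54) in liver lncRNA came with a normexp offset of 50. Liver mRNA had 219 at 4 Gy (362), 402 at 8 Gy (845), 439 at 12 Gy (790), 424 for the trend (776), 591 at 1 dose or more (1217), 2 only at 2 Gy (4), 22 only at 4 Gy (52), 107 only at 8 Gy (336), 140 only at 12 Gy (281) and 119 only at 8 and 12 Gy (231). Lung mRNA had 40 at 1 Gy (10) and 1646 at 12 Gy (3207). The count was 1775 for the liver and lung difference (3406).

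Counts of 1 at 1 Gy (0) in liver lncRNA came with region names, NR_ and XR_.

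Counts of 4 at 2 Gy (8), 18 at 4 Gy (32), 31 at 8 Gy (58), 20 at 12 Gy (45) and 25 for the trend (54) in liver lncRNA came with region names only.

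Counts of 52 at 4 Gy (32), 150 at 8 Gy (58), 88 at 12 Gy (45) and 98 for the trend (54) in liver lncRNA came with the authors' normalized series values. Liver mRNA had 1337 at 8 Gy (845), 1237 for the trend (776), 1927 at 1 dose or more (1217), 2 only at 1 Gy (1), 9 only at 2 Gy (4), 87 only at 4 Gy (52), 632 only at 8 Gy (336) and 432 only at 12 Gy (281). Lung mRNA had 36 at 1 Gy (10). Liver miRNA had 16 at 12 Gy (5) and 23 for the trend (9). Lung miRNA had 22 at 12 Gy (9).

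Counts of 20 at 4 Gy (32) in liver lncRNA came with the slide as a random block, chosen after seeing the data. Liver mRNA had 19 only at 4 Gy (52). Lung mRNA had 18 at 1 Gy (10), 33 at 2 Gy (196), 257 at 4 Gy (644), 699 at 8 Gy (1105) and 1371 at 12 Gy (3207). Lung miRNA had 18 at 12 Gy (9).

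Counts of 133 at 8 Gy (58) in liver lncRNA came with scaling to the 75th percentile. Liver mRNA had 2 only at 2 Gy (4) and 522 only at 8 Gy (336). Liver miRNA had 8 at 12 Gy (5).

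Counts of 0 at 4 Gy (2), 0 at 8 Gy (2), 0 at 12 Gy (5) and 0 for the trend (9) in liver miRNA came with scaling to the 75th percentile over all probes. Lung miRNA had 43 at 12 Gy (9).

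Counts of 1 at 4 Gy (2) in liver miRNA came with the total gene signal.

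Where a scaling moved the share of lower probes by more than 10 points, lower and higher counts in liver were as follows. Counts were 47 and 36 (63 and 31) in liver mRNA at 2 Gy with scaling to the 75th percentile, or 52 and 32 counted from the median of all probes. There were 359 and 665 (523 and 322) in liver mRNA at 8 Gy with scaling to the 75th percentile, or 515 and 434 counted from the median of all probes. Counts were 643 and 694 (523 and 322) in liver mRNA at 8 Gy with the authors' normalized series values, or 728 and 634 counted from the median of all probes. There were 18 and 115 (23 and 35) in liver lncRNA at 8 Gy with scaling to the 75th percentile. Counts were 31 and 119 (23 and 35) in liver lncRNA at 8 Gy with the authors' normalized series values. There were 15 and 44 (19 and 26) in liver lncRNA at 12 Gy with scaling to the 75th percentile. Counts were 41 and 53 (18 and 36) in liver lncRNA for the trend with the processed signal. There were 14 and 48 (18 and 36) in liver lncRNA for the trend with scaling to the 75th percentile. Counts were 3 and 10 (5 and 8) in the neutrophil markers in liver with the authors' normalized series values. There were 2 and 14 (7 and 9) in the hepatocyte markers in liver with scaling to the 75th percentile. Counts were 3 and 13 (7 and 9) in the hepatocyte markers in liver with the authors' normalized series values. There were 26 and 7 (0 and 5) in liver miRNA at 12 Gy with the processed signal, or 12 and 12 counted from the median of all probes. Counts were 12 and 14 (0 and 9) in liver miRNA for the trend with the processed signal, or 4 and 15 counted from the median of all probes.

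No alternative moved the erythroid, B cell, T cell, neutrophil, hepatocyte, p53 target and proliferation lists across the p threshold in liver under camera with the preset correlation, and the proliferation list lost its call once the correlation was estimated. Their median trends ranged over -0.048 to 0.26, -1.501 to -0.56, -1.22 to -0.42, -0.20 to 0.43, -0.0045 to 0.10, 1.43 to 1.74 and -1.52 to -0.46, so that the sign of the erythroid list, the neutrophil list and the hepatocyte list varied.

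Among named genes, *Rad9b* changed direction in its fitted values with the slide as a block, from -0.15, -0.47 and -0.059 at 4, 8 and 12 Gy to 3.98, 3.66 and 3.29. The fitted trend of *Gm39334* changed direction with the processed signal, to -0.040 from 2.43. *Rad9b* lay near background in the controls and at 4 and 8 Gy, so that no fold was measured there. At 12 Gy it was well above background in mouse 26 alone. Liver slides 1 and 2 share the 2 Gy dose alone, with mouse 23 on slide 2. The level of *Rad9b* was 5.35 in mouse 23, against 9.51 and 9.46 in mice 3 and 13. This gap set the slide term, which moved the values at 4, 8 and 12 Gy. For *Gm39334*, whose values lay near background, no fold was measured either, and the cause of its change was not tested.

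For named genes at each dose and for the trend, the direction and the side of the thresholds held in the counts below, with those no longer called and newly called in parentheses. There, 718 of 768 (11, 38) held with the processed signal. There, 695 of 768 (60, 13) held with a normexp offset of 50. There, 740 of 768 (11, 17) held with scaling to the 75th percentile. There, 748 of 768 (20, 0) held with no filter on dim probes. There, 612 of 642 (0, 30) held with the filter on a whole dose group well above background. There, 717 of 768 (18, 33) held with the authors' normalized series values. There, 572 of 768 (189, 4) held with the slide as a block. There, 746 of 768 (15, 7) held with the number series as a replicate block (paired). There, 743 of 768 (22, 3) held with the slide as a random block, chosen after seeing the data. There, 753 of 768 (1, 14) held with eBayes with trend and robust. There, 548 of 592 (39, 5) held with the 6 arrays of the 2 groups alone. There, 710 of 768 (8, 50) held with liver and lung together. There, 111 of 128 (2, 15) held with the rank of the dose. There, 56 of 72 (16, 0) held with scaling to the 75th percentile over all probes. With each mouse left out they held in 5774 of 6108.

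With each mouse left out in turn, values ranged as follows. Leaving mice out gave 2 to 57 liver mRNA at 1 Gy, 0 to 4 liver lncRNA at 1 Gy, 50 to 117 liver mRNA at 2 Gy and 2 to 12 liver lncRNA at 2 Gy. The ranges include 190 to 315 liver mRNA at 4 Gy, 12 to 34 liver lncRNA at 4 Gy, 614 to 1094 liver mRNA at 8 Gy and 43 to 92 liver lncRNA at 8 Gy. Leaving mice out gave 633 to 844 liver mRNA at 12 Gy, 40 to 54 liver lncRNA at 12 Gy, 662 to 1016 liver mRNA for the trend and 49 to 73 liver lncRNA for the trend. The ranges include 906 to 1502 liver mRNA at 1 dose or more, 2 to 46 liver mRNA at all 5 doses, 0 to 11 liver mRNA only at 1 Gy and 1 to 46 liver mRNA only at 2 Gy. Leaving mice out gave 13 to 66 liver mRNA only at 4 Gy, 246 to 576 liver mRNA only at 8 Gy, 254 to 344 liver mRNA only at 12 Gy and 0 to 0 liver mRNA only at 1 and 2 Gy. The ranges include 180 to 291 liver mRNA only at 8 and 12 Gy, -0.042 to 0.15 for the erythroid markers in liver, -1.32 to -0.96 for the B cell markers in liver and -1.04 to -0.90 for the T cell markers in liver. Leaving mice out gave 0.071 to 0.27 for the neutrophil markers in liver, -0.012 to 0.0091 for the hepatocyte markers in liver, 1.62 to 1.70 for the p53 target markers in liver and -1.04 to -0.68 for the proliferation markers in liver. The ranges include 8 to 27 lung mRNA at 1 Gy, 82 to 323 lung mRNA at 2 Gy, 461 to 811 lung mRNA at 4 Gy and 872 to 1315 lung mRNA at 8 Gy. Leaving mice out gave 2573 to 3972 lung mRNA at 12 Gy, 0 to 0 liver miRNA at 1 Gy, 0 to 3 liver miRNA at 2 Gy and 2 to 2 liver miRNA at 4 Gy. The ranges include 2 to 2 liver miRNA at 8 Gy, 4 to 10 liver miRNA at 12 Gy, 9 to 12 liver miRNA for the trend and 8 to 23 lung miRNA at 12 Gy. Leaving mice out gave 2527 to 3867 for the liver and lung difference.

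Mice of the same number series share only a number. Deviations from the dose means of same-numbered mice had a median correlation of -0.0032 (from -0.13 to 0.067) in liver mRNA, and those of liver and lung with the same animal number 0.00045 (from -0.051 to 0.052). With the number series as a replicate block (paired) the counts were 6 at 1 Gy (13), 5 at all 5 doses (12) and 1 only at 2 Gy (4).

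The series values were not run for the difference between liver and lung. In lung, the slide as a block could be run for 1 Gy (16 called) and the trend (134) alone, since elsewhere dose and slide coincide. Depth limits the probes near background, where the signal over background leaves no measurable fold.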

Differences from the paper's values

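Tests that treat the slide as a random block were chosen after the result was seen, and the other tests were set before the data were examined. A count differs here where 1 is more than 1.5 times the other, and a log2 fold change where the signs differ or the gap exceeds the standard deviation of a difference between 2 mice. An alternative closes the gap where its own value no longer differs, and alternatives that are not named did not close it. For gaps, leaving out single mice is not counted among the alternatives, though it brought some counts within 1.5 times of the paper's. Without 0 Gy mouse 1, 57 probes (48 lower) were called at 1 Gy, where the paper has 67 (41 lower). Without that mouse 46 were called at all 5 doses, against the paper's 35 genes. Liver miRNA had 1 probe at 2 Gy without 2 Gy mouse 23, and 10 at 12 Gy without 12 Gy mouse 6, against the paper's 1 and 12.

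The paper's text counts 5 and 8 lncRNAs higher at 8 and 12 Gy, against 35 and 26 probes here. No alternative closed this gap at 8 and 12 Gy. The paper does not state which probes it takes as lncRNA, and its Fig. 5B gives a count at 8 Gy other than that of its text. By the names used here, its Table S1 lists 177 and 90 lncRNA probes at 8 and 12 Gy in either direction. The paper's count of lncRNA probes with a linear dose trend is 10, against 54 here, a gap closed by no alternative. The paper's counts of called miRNA probes at 2 and 8 Gy are 1 and 6, and its text counts 12 miRNAs at 12 Gy. Here 0, 2 and 5 probes were called at 2, 8 and 12 Gy. The gap was closed by no alternative at 2 Gy and by liver and lung together at 8 Gy. At 12 Gy it was closed by scaling to the 75th percentile and the authors' normalized series values. The paper's count of miRNA probes with a linear dose trend is 17, against 9 here, a gap closed by the authors' normalized series values, the total gene signal and liver and lung together. The paper's counts of called probes at 1, 2 and 8 Gy are 67, 286 and 1449, against 13, 94 and 845 here, a gap closed by no alternative at 1 Gy, a gap closed by liver and lung together at 2 Gy and a gap closed by the processed signal, scaling to the 75th percentile, the authors' normalized series values and liver and lung together at 8 Gy. The paper's text counts 2483 genes changed at 1 dose or more, against 1217 probes or 1095 gene or transcript names here, a gap closed by the processed signal, the authors' normalized series values and liver and lung together.

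The paper's count of probes in Table S1 is 2180, against 1217 here, a gap closed by the processed signal, the authors' normalized series values and liver and lung together. The paper's text counts 35 genes changed at all 5 doses, against 12 probes here, a gap closed by liver and lung together. The paper's counts of probes called higher at 1, 2, 4 and 8 Gy are 26, 113, 194 and 623, against 5, 31, 123 and 322 here, a gap closed by no alternative at 1 Gy, a gap closed by liver and lung together at 2 Gy, a gap closed by the processed signal, scaling to the 75th percentile, the filter on a whole dose group well above background, the authors' normalized series values, eBayes with trend and robust, the 6 arrays of the 2 groups alone and liver and lung together at 4 Gy and a gap closed by the processed signal, scaling to the 75th percentile, the authors' normalized series values and liver and lung together at 8 Gy. The paper's counts of probes called lower at 1, 2 and 8 Gy are 41, 173 and 826, against 8, 63 and 523 here, a gap closed by no alternative at 1 Gy, a gap closed by liver and lung together at 2 Gy and a gap closed by the processed signal, the authors' normalized series values and liver and lung together at 8 Gy. The paper's text counts 1 gene changed at 1 and 2 Gy only, against 0 probes here, a gap closed by no alternative. For 1 dose only, from 1 to 12 Gy, the paper's text counts 25, 101, 118, 840 and 423 genes. Here 1, 4, 52, 336 and 281 probes were called at 1 dose only. This gap was closed by no alternative at 1 and 2 Gy. At 4 Gy it was closed by the authors' normalized series values and liver and lung together. At 8 Gy it was closed by the processed signal, the authors' normalized series values and liver and lung together. At 12 Gy it was closed by the processed signal, scaling to the 75th percentile, no filter on dim probes and the authors' normalized series values. There the number series as a replicate block (paired), eBayes with trend and robust and liver and lung together closed it too.

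Of 304 log2 fold changes that the paper's supplement lists for probes named here, 65 differed and 304 had the same sign. Of those that differed, the number whose gap closed was 46 of 65 with liver and lung together, 17 of 65 with a normexp offset of 50, 17 of 65 with the slide as a block, 12 of 65 with the authors' normalized series values, 11 of 65 with the processed signal, 6 of 65 with scaling to the 75th percentile, 5 of 49 with the 6 arrays of the 2 groups alone, 4 of 16 with scaling to the 75th percentile over all probes, 4 of 16 with the rank of the dose and 1 of 65 with the number series as a replicate block (paired), and 0 with each of eBayes with trend and robust, no filter on dim probes and the filter on a whole dose group well above background. The captions of Tables S2, S4 and S5 call their column an average over doses, and it was compared here with the log2 change over 12 Gy. For 7 genes of Table S2 that Table S1 lists at all 5 doses, a slope through the Table S1 values, times 12, lay within 6.35e-06 of the column, and their mean over doses lay 0.012 to 1.30 from it. Tables S4 and S5 were not tested in this way.

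Values called fitted have 1 or both groups near background at 1 or more of the doses named, and 2 mice are given where an outlier spot was set to missing. *Acss1* at 8 and 12 Gy has the paper's -1.49 and -1.79 against -1.12 and -1.36 here (fitted), a gap closed by liver and lung together at 8 and 12 Gy. *Adgrl3* at 12 Gy and for the trend has the paper's 2.76 and 2.43 against 0.62 and 0.65 here (fitted, no fold measured, 2 mice at 12 Gy), a gap closed by the authors' normalized series values for 12 Gy and the trend. *Cdkn1a* at 12 Gy and for the trend has the paper's 5.66 and 4.57 against 6.33 and 5.13 here, a gap closed by a normexp offset of 50 and liver and lung together at 12 Gy and a gap closed by a normexp offset of 50, the slide as a block and liver and lung together for the trend. *Cebpd* at 4 Gy has the paper's 1.49 against 1.69 here, a gap closed by a normexp offset of 50 and liver and lung together. *Chil3* at 8 and 12 Gy and for the trend has the paper's -2.87, -2.81 and -2.92 against -2.31, -2.27 and -2.34 here (fitted), a gap closed by the slide as a block and liver and lung together at 8 and 12 Gy and a gap closed by the rank of the dose and liver and lung together for the trend. *Eda2r* at 4 Gy has the paper's 3.12 against 2.60 here (fitted), a gap closed by scaling to the 75th percentile, the slide as a block, the 6 arrays of the 2 groups alone and liver and lung together. *Epha2* at 8 Gy has the paper's 1.62 against 1.26 here (2 mice at 8 Gy), a gap closed by the slide as a block. *Fcmr* at 4, 8 and 12 Gy and for the trend has the paper's -3.09, -4.05, -3.77 and -3.50 against -2.66, -3.49, -3.23 and -2.92 here (fitted), a gap closed by liver and lung together at 4, 8 and 12 Gy and a gap closed by the rank of the dose and liver and lung together for the trend.

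*Gm41572* at 12 Gy and for the trend has the paper's 3.27 and 2.52 against 0.57 and 0.32 here (fitted, no fold measured, 2 mice at 12 Gy), a gap closed by the authors' normalized series values for 12 Gy and the trend. *Gria3* at 12 Gy has the paper's 2.40 against 1.96 here (fitted), a gap closed by scaling to the 75th percentile, the slide as a block, the 6 arrays of the 2 groups alone and liver and lung together. *Gtf3c1* for the trend has the paper's 3.56 against 1.48 here (fitted, 2 mice at 12 Gy), a gap closed by the processed signal, the authors' normalized series values, the slide as a block and the number series as a replicate block (paired). *Hba-a1* at 12 Gy has the paper's -6.05 against -6.44 here, a gap closed by a normexp offset of 50 and liver and lung together. *Hba-a2* at 12 Gy has the paper's -6.04 against -6.49 here, a gap closed by liver and lung together. *Hbb-b1* at 8 and 12 Gy has the paper's -5.76 and -6.38 against -6.42 and -7.13 here, a gap closed by a normexp offset of 50 and liver and lung together at 8 and 12 Gy. *Hbb-b2* at 8 and 12 Gy has the paper's -5.54 and -6.40 against -6.16 and -6.95 here, a gap closed by a normexp offset of 50 and liver and lung together at 8 Gy and a gap closed by liver and lung together at 12 Gy. *Hbb-bt* at 2, 4, 8 and 12 Gy has the paper's -4.57, -6.41, -7.09 and -8.52 against -5.18, -7.21, -7.84 and -9.01 here (fitted), a gap closed by a normexp offset of 50 and liver and lung together at 2, 4 and 8 Gy and a gap closed by liver and lung together at 12 Gy.

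*Hsd3b5* at 4 Gy has the paper's -3.65 against -4.18 here, a gap closed by liver and lung together. *Ms4a1* at 4, 8 and 12 Gy and for the trend has the paper's -2.74, -3.62, -4.29 and -4.13 against -2.36, -3.06, -3.70 and -3.48 here (fitted), a gap closed by scaling to the 75th percentile, the 6 arrays of the 2 groups alone and liver and lung together at 4 Gy, a gap closed by liver and lung together at 8 and 12 Gy and a gap closed by the authors' normalized series values, the rank of the dose and liver and lung together for the trend. *Phlda3* at 4, 8 and 12 Gy and for the trend has the paper's 2.20, 2.78, 3.48 and 3.04 against 2.47, 3.15, 3.92 and 3.42 here, a gap closed by a normexp offset of 50 and liver and lung together at 4 and 8 Gy, a gap closed by a normexp offset of 50 at 12 Gy and a gap closed by a normexp offset of 50, the slide as a block and liver and lung together for the trend. *Plin5* at 8 Gy has the paper's 1.44 against 1.68 here, a gap closed by a normexp offset of 50, scaling to the 75th percentile and liver and lung together. *Pou2af1* at 8 Gy has the paper's -2.72 against -2.25 here (fitted), a gap closed by the slide as a block and liver and lung together. *Rbm24* for the trend has the paper's 3.56 against 0.78 here (fitted, no fold measured, 2 mice at 8 and 12 Gy), a gap closed by the authors' normalized series values. *Saa1* at 2 Gy has the paper's 3.98 against 4.30 here, a gap closed by the processed signal, the authors' normalized series values, the slide as a block, the 6 arrays of the 2 groups alone and liver and lung together. *Slc35g2* at 8 Gy has the paper's -1.23 against -0.91 here (fitted), a gap closed by the slide as a block and liver and lung together.

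*Slc4a1* at 2 Gy has the paper's -2.02 against -1.55 here (fitted), a gap closed by the slide as a block and liver and lung together. *Slc6a20a* at 4 Gy has the paper's -1.90 against -1.60 here, a gap closed by the 6 arrays of the 2 groups alone and liver and lung together. *Slco1a1* at 4 Gy has the paper's -2.49 against -2.88 here, a gap closed by a normexp offset of 50 and liver and lung together. *Snhg15* at 12 Gy has the paper's 1.63 against 1.84 here, a gap closed by a normexp offset of 50 and liver and lung together. *Soat1* at 12 Gy has the paper's -1.20 against -0.92 here (fitted), a gap closed by liver and lung together. miR-142a-3p at 12 Gy and for the trend has the paper's -1.83 and -1.46 against -0.84 and -0.72 here, a gap closed by no alternative for 12 Gy and the trend. miR-142a-5p at 12 Gy and for the trend has the paper's -1.29 and -1.101 against -0.88 and -0.71 here, a gap closed by no alternative at 12 Gy and a gap closed by liver and lung together for the trend. miR-211-3p for the trend has the paper's 1.43 against 1.08 here, a gap closed by the processed signal, scaling to the 75th percentile over all probes, the authors' normalized series values and liver and lung together.

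miR-223-3p at 12 Gy and for the trend has the paper's -1.32 and -1.03 against -0.72 and -0.59 here, a gap closed by the processed signal for 12 Gy and the trend. miR-3102-5p at 8 and 12 Gy and for the trend has the paper's 1.42, 1.68 and 2.45 against 0.75, 1.007 and 1.46 here, a gap closed by scaling to the 75th percentile over all probes and the slide as a block at 8 Gy and a gap closed by no alternative for 12 Gy and the trend. miR-342-3p at 12 Gy and for the trend has the paper's -1.32 and -1.08 against -0.85 and -0.72 here, a gap closed by the processed signal and liver and lung together for 12 Gy and the trend. miR-34a-5p at 4, 8 and 12 Gy and for the trend has the paper's 1.74, 1.66, 2.00 and 1.62 against 1.32, 1.28, 1.51 and 1.28 here, a gap closed by the processed signal and the slide as a block at 4 Gy, a gap closed by the processed signal, scaling to the 75th percentile over all probes, the authors' normalized series values and the slide as a block at 8 Gy, a gap closed by the processed signal, scaling to the 75th percentile, the authors' normalized series values and the slide as a block at 12 Gy and a gap closed by the processed signal, scaling to the 75th percentile, scaling to the 75th percentile over all probes, the authors' normalized series values, the slide as a block, the rank of the dose and liver and lung together for the trend.

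Table S1 also lists as changed the following, which were not called here. Those near background in every array were not tested: *Ncam1* at 4 Gy, *Grb10* at 4 and 12 Gy, *Psme4* at 4 and 12 Gy, *Slc5a1* at 8 Gy and *Slc22a14* at 8 and 12 Gy.

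*Eda2r* at 1 Gy (fitted log2 fold change 1.45, adjusted p = 0.14) was called with the processed signal, the authors' normalized series values and liver and lung together. *Hbb-b1* at 1 Gy (log2 fold change -2.74, adjusted p = 0.0503) was called with a normexp offset of 50, scaling to the 75th percentile, the filter on a whole dose group well above background, the slide as a random block, chosen after seeing the data, eBayes with trend and robust, liver and lung together and leaving out 1 Gy mouse 12. *Set* at 1 Gy (fitted log2 fold change -0.98, adjusted p = 0.276) was called with liver and lung together. *Set* at 2 Gy (fitted log2 fold change -0.84, adjusted p = 0.148) was called with liver and lung together. *Cd40* at 8 Gy (log2 fold change -0.86, adjusted p = 0.00466) was called with the processed signal and leaving out 8 Gy mouse 25. *Cd40* at 12 Gy (log2 fold change -0.87, adjusted p = 0.00419) was called with the processed signal and the authors' normalized series values. *Soat1* at 8 Gy (fitted log2 fold change -0.82, adjusted p = 0.028) was called with liver and lung together. *Soat1* at 12 Gy (fitted log2 fold change -0.92, adjusted p = 0.0175) was called with the processed signal and liver and lung together. *Brca2* at 4 Gy (log2 fold change 1.12, adjusted p = 0.0743) was called with the filter on a whole dose group well above background and eBayes with trend and robust. *Brca2* at 12 Gy (log2 fold change 1.08, adjusted p = 0.0597) was called with scaling to the 75th percentile, the filter on a whole dose group well above background, eBayes with trend and robust, liver and lung together and leaving out 0 Gy mouse 21. *Six4* at 4 Gy lay near background and no fold was measured (adjusted p = 0.209), and it was called under no alternative. *Rad9b* at 2 Gy (fitted log2 fold change 3.12, adjusted p = 0.104) was called with the slide as a block, liver and lung together and leaving out 2 Gy mouse 23. *Wnt16* at 1 Gy (fitted log2 fold change 3.01, adjusted p = 0.416) was called with leaving out 1 Gy mouse 2.

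*Slc14a1* at 8 Gy (fitted log2 fold change -0.97, adjusted p = 0.0641) was called with liver and lung together. *Slc25a25* at 4 Gy (log2 fold change 1.49, adjusted p = 0.0835) was called with a normexp offset of 50, the filter on a whole dose group well above background, the number series as a replicate block (paired), the 6 arrays of the 2 groups alone and liver and lung together. *Slc25a35* at 2 Gy (fitted log2 fold change -0.99, adjusted p = 0.161) was called under no alternative. *Slc25a35* at 8 Gy (fitted log2 fold change -0.92, adjusted p = 0.0513) was called with liver and lung together and leaving out 8 Gy mouse 15. *Slc25a35* at 12 Gy (fitted log2 fold change -0.79, adjusted p = 0.11) was called with the processed signal. *Abca8a* at 2 Gy (fitted log2 fold change -0.94, adjusted p = 0.104) was called with liver and lung together. *Abca8a* at 8 Gy (fitted log2 fold change -0.82, adjusted p = 0.0382) was called with liver and lung together. *Slc35b1* at 4 Gy (log2 fold change -0.93, adjusted p = 0.00421) was called with leaving out 0 Gy mouse 21. *Slc35g2* at 8 Gy (fitted log2 fold change -0.91, adjusted p = 0.0171) was called with the processed signal, the authors' normalized series values, liver and lung together and leaving out 0 Gy mouse 11. *Sult2a4* at 4 Gy (log2 fold change 2.75, adjusted p = 0.115) was called under no alternative. *Sult2a4* at 8 Gy (log2 fold change 2.37, adjusted p = 0.113) was called under no alternative. *Cyp26a1* at 12 Gy (log2 fold change -1.85, adjusted p = 0.119) was called with the 6 arrays of the 2 groups alone and liver and lung together. *Cyp11b1* at 2 Gy (fitted log2 fold change -1.500, adjusted p = 0.133) was called with liver and lung together.

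*Cyp11b1* at 4 Gy (fitted log2 fold change -1.28, adjusted p = 0.0971) was called with liver and lung together and leaving out 0 Gy mouse 21. *Cyp46a1* at 8 Gy (log2 fold change 1.39, adjusted p = 0.121) was called with liver and lung together and leaving out 8 Gy mouse 25. *Cyp4f18* at 8 Gy (fitted log2 fold change -0.92, adjusted p = 0.0173) was called with the processed signal, liver and lung together and leaving out 0 Gy mouse 1 or 8 Gy mouse 25. *Acacb* at 8 Gy (log2 fold change -1.36, adjusted p = 0.0631) was called with the processed signal, a normexp offset of 50, the filter on a whole dose group well above background, the authors' normalized series values and leaving out 8 Gy mouse 5. *Acacb* at 12 Gy (log2 fold change -1.41, adjusted p = 0.0671) was called with a normexp offset of 50 and the filter on a whole dose group well above background. *Acad11* at 12 Gy (fitted log2 fold change 0.85, adjusted p = 0.0617) was called with scaling to the 75th percentile, the authors' normalized series values, liver and lung together and leaving out 12 Gy mouse 16. *Acot5* at 4 Gy (log2 fold change 1.75, adjusted p = 0.0643) was called with a normexp offset of 50, the filter on a whole dose group well above background, liver and lung together and leaving out 0 Gy mouse 21. *Acot5* at 8 Gy (log2 fold change 1.43, adjusted p = 0.0758) was called with the filter on a whole dose group well above background, liver and lung together and leaving out 0 Gy mouse 21. *Fabp3* at 2 Gy (log2 fold change 2.66, adjusted p = 0.161) was called with liver and lung together and leaving out 2 Gy mouse 3. *Fabp12* at 4 Gy (log2 fold change -1.06, adjusted p = 0.0761) was called with the filter on a whole dose group well above background, eBayes with trend and robust and the 6 arrays of the 2 groups alone. *Scd1* at 12 Gy (log2 fold change -0.88, adjusted p = 0.0998) was called with liver and lung together. *Scd3* at 8 Gy (fitted log2 fold change 1.20, adjusted p = 0.0917) was called with scaling to the 75th percentile, the slide as a block, the 6 arrays of the 2 groups alone and liver and lung together. *Gdf15* at 8 Gy (log2 fold change 2.26, adjusted p = 0.0738) was called with a normexp offset of 50, the filter on a whole dose group well above background, the number series as a replicate block (paired), liver and lung together and leaving out 0 Gy mouse 21 or 8 Gy mouse 5.

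*Gdf15* at 12 Gy (log2 fold change 2.48, adjusted p = 0.0639) was called with a normexp offset of 50, the filter on a whole dose group well above background, the number series as a replicate block (paired), liver and lung together and leaving out 0 Gy mouse 21. *Phgdh* at 8 Gy (log2 fold change -0.90, adjusted p = 0.0113) was called with the processed signal, the authors' normalized series values, liver and lung together and leaving out 8 Gy mouse 15. *Rbm24* at 8 Gy (fitted log2 fold change 1.76, 2 mice, adjusted p = 0.33) was called under no alternative. *Gria3* at 4 Gy (fitted log2 fold change 0.87, adjusted p = 0.0602) was called with the processed signal, the authors' normalized series values and liver and lung together. *Gm41572* at 12 Gy lay near background and no fold was measured (2 mice, adjusted p = 0.461), and it was called under no alternative. *Adgrl3* at 12 Gy lay near background and no fold was measured (2 mice, adjusted p = 0.567), and it was called under no alternative. *Mybl1* at 2 Gy (log2 fold change 1.097, adjusted p = 0.0521) was called with scaling to the 75th percentile, the filter on a whole dose group well above background, eBayes with trend and robust and liver and lung together. *Top2a* at 2 Gy (log2 fold change -1.82, adjusted p = 0.0724) was called with a normexp offset of 50, the filter on a whole dose group well above background, eBayes with trend and robust, liver and lung together and leaving out 0 Gy mouse 1 or 2 Gy mouse 3. A_30_P01020960 at 2 Gy (fitted log2 fold change 1.15, adjusted p = 0.254) was called with the processed signal and the authors' normalized series values. A_30_P01020960 at 4 Gy (fitted log2 fold change 1.35, adjusted p = 0.0775) was called with the processed signal, the filter on a whole dose group well above background, the authors' normalized series values, eBayes with trend and robust, the 6 arrays of the 2 groups alone and liver and lung together. A_30_P01026167 at 12 Gy (fitted log2 fold change 0.97, adjusted p = 0.0408) was called with the processed signal, scaling to the 75th percentile, the authors' normalized series values, liver and lung together and leaving out 0 Gy mouse 11.

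Some statements of the paper on a gene or direction also disagree with the values here (limma, n = 3 mice per dose). The paper's text states that *Srebf1* rose with dose while its Fig. 3C shows it lower, and it was lower at 4, 8 and 12 Gy (-1.17, -1.36 and -1.53, adjusted p = 0.00348, 0.000538 and 0.000175). For *Acaca* the paper states a rise at 2 Gy, where the log2 fold change was -0.12 (adjusted p = 0.851), while another of its probes had 0.95 (adjusted p = 0.122) and none was called. *Rcan2* is placed by the paper among genes changed at 4 Gy only, and it was called at 4, 8 and 12 Gy (1.41, 1.17 and 1.31), while another of its probes was called at no dose (0.67, 0.89 and 0.51). The paper places the fall of *Cyp2u1* at 8 and 12 Gy, and it was called at 4 Gy too (-1.101, adjusted p = 0.019). A significant rise by 8 Gy is stated for *Slc16a5* and *Slc6a21*, which had 0.88 and 0.98 there (adjusted p = 0.0246 and 0.0847) and were not called, while another *Slc16a5* probe was (1.03, adjusted p = 0.011). *Mgst3* at 4 Gy, significant in the paper, had 0.55 (adjusted p = 0.126). The decreases stated for *Slco2a1* and *Slco2b1* were not called at any dose (-0.44 and 0.13 at 12 Gy, adjusted p = 0.136 and 0.825). *Scd3* is stated to rise with dose, and a second probe of it fell at 8 and 12 Gy (-1.27 and -1.33, adjusted p = 0.0285 and 0.0266). The paper reports *Saa2* at 8 and 12 Gy, and it was called at 2 and 4 Gy as well (4.27 and 3.99).

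Among miRNAs, the paper reports miR-34a-5p from 2 Gy, where it was not called (0.83, adjusted p = 0.101), and miR-3102-5p at 8 Gy, which was not called (0.75, adjusted p = 0.13). The probes of miR-466n-3p and miR-302a-5p were near background on every array and were not tested. At 12 Gy miR-142a-5p, miR-142a-3p, miR-342-3p, miR-223-3p and miR-3960 passed the p threshold and stayed under the fold threshold (-0.88, -0.84, -0.85, -0.72 and 0.92, adjusted p = 0.00591, 0.000103, 0.00146, 0.000937 and 0.0105). The paper places the falling miRNAs at 12 Gy only, and miR-142a-3p at 8 Gy had -0.68 (adjusted p = 0.00132). At 8 Gy miR-223-3p had -0.27 (adjusted p = 0.339), while its second probe had -0.46 (adjusted p = 0.0261).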

Other observations

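The limma comparisons of each dose with 0 Gy, camera and fry on the liver lists, the trends on liver slide 2 and lung slide 4 for the lists and on slide 1 for hemoglobin, and the splits for probes called only at given doses were set earlier, and the other tests were chosen after the result was seen.

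The 5 hemoglobin probes fell with dose in liver, with medians of -2.85, -4.13, -5.35, -6.16 and -6.95 at 1, 2, 4, 8 and 12 Gy, and the lung median was -5.82 at 12 Gy (limma, n = 3 mice per dose). The slide was excluded as the only source, since on slide 1 alone, at 0 to 2 Gy, the exact permutation p of the trend was 0.00179. A loss of cells that carry hemoglobin mRNA and erythroid miRNA alike was excluded as well, with a median of -0.28 for 7 erythroid miRNA probes at 12 Gy in liver (lowest adjusted p = 0.166). A candidate explanation is fewer young red cells, which carry hemoglobin mRNA while mature ones keep miRNA, and this could not be told from lower hemoglobin transcription. *Alas2* fell by 1.26 in liver and 6.71 in lung at 12 Gy (adjusted p = 0.00187 and 1.2e-07). The cells these transcripts come from were not tested.

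Over 12 Gy the median trends of the erythroid, B cell, T cell, neutrophil, hepatocyte, p53 target and proliferation lists were 0.067, -1.07, -0.97, 0.20, 0.0054, 1.65 and -0.92 in liver (camera adjusted p = 0.842, 1.32e-10, 3.02e-08, 0.804, 0.842, 3.0e-24 and 1.73e-07), and -0.44, -3.42, -2.85, 0.23, 1.25, 1.28 and -0.84 in lung (camera adjusted p = 0.0343, 1.49e-15, 4.97e-15, 0.816, 0.406, 5.95e-13 and 1.75e-06). Of the listed genes, liver expressed 12 of 16, 14 of 16, 13 of 14, 13 of 14, 16 of 16, 22 of 22 and 20 of 20. In liver, fry gave p = 0.673, 1.03e-05, 4.16e-07, 0.548, 0.714, 1.58e-10 and 0.0108, and camera with an estimated correlation gave p = 0.798, 0.00798, 0.00142, 0.679, 0.844, 4.96e-05 and 0.126. The call of the proliferation list did not hold with the estimated correlation. On slide 2 alone, at 2 to 12 Gy, the exact permutation p of the liver trend was 0.0125 for the p53 targets and 0.00536 for B cells. It was 0.00804 for T cells and 0.0545 for proliferation. Slide was thus excluded as the only source for the first 3 lists, while a part of it in the size of their trends was not excluded. On slide 1 alone, at 0 to 2 Gy, the exact permutation p was 0.00179, 0.00357 and 0.2 for these 3 lists. For proliferation, which changed by -1.43, it was 0.0268. Adjusted over all such trends, p for proliferation was 0.058 on slide 1 and 0.101 on slide 2, and whether the slide accounts for it could not be told. On lung slide 4 alone, at 2 to 8 Gy, the exact p was 0.00179 for B cells and 0.00179 for T cells.

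Fewer lymphocytes in the tissue may account for the falling B cell and T cell markers in liver, since the B cell markers fell by 3.42 in lung over 12 Gy. The leukocyte miRNAs had a median of -0.79 over 11 probes in liver and -0.74 over 16 in lung at 12 Gy, with 8 and 14 at an adjusted p below 0.05. In liver, 12 Gy mice 16 and 26 had their miRNA arrays on slide 4, apart from the controls, so a slide effect may have a part. miR-142a-3p was low in mouse 6 on slide 3 too, at 7.46 against 8.15 to 8.34 in the controls. Lower expression per cell was not told apart from fewer cells. The hepatocyte miRNA probes changed by between -0.18 and 0.021 in liver at 12 Gy.

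The deviations of miR-3960, miR-3102-5p, miR-211-3p, miR-5126 and miR-8110 from their dose means moved together in liver (median correlation 0.87 over 10 pairs, against 0.34 over all pairs of miRNAs, whose 95th percentile was 0.80). In lung the median was 0.71, against 0.23 over all pairs and a 95th percentile of 0.77. A property shared by these probes rather than 5 separate genes may account for their joint rise at 8 and 12 Gy, and this could not be told. Their mean had a correlation of -0.013 with the share of spots well above background within dose groups (p = 0.96), or -0.32 without the 2 arrays whose share lay furthest from the others, and the exact permutation p of the trend on miRNA slide 3 alone, at 2 to 12 Gy, was 0.075. On slide 1 alone, at 0 to 2 Gy, the mean changed by -0.28 (exact p = 0.0333, adjusted p = 0.0667).

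*Cyp26b1* was lower at 1 Gy in liver (-3.46, standard error 0.55, adjusted p = 0.0435) and in lung (-3.08, standard error 0.35, adjusted p = 0.00222, limma). The 0 and 1 Gy arrays share a slide in each tissue, on another slide for lung, which excludes the slide as the source. The highest level at 1 Gy was 5.54 in liver and 7.96 in lung on the log2 scale, and the lowest at any other dose 7.47 and 8.83, so the 3 mice at 1 Gy lay below all 15 others in both tissues.

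Among the 10 splits of 3 against 3 mice, 1 gave as many calls, the real one, for liver mRNA at each dose, for lncRNA at 2 to 12 Gy and for miRNA at 4, 8 and 12 Gy. Where the real count was 0, in lncRNA at 1 Gy and miRNA at 1 and 2 Gy (limma), 10 of 10 did. Of 100 arrangements of the doses, 1 gave as many, the real one, for liver mRNA, lncRNA or miRNA trends and for probes called at 1 dose or more, at all 5 doses, at 2, 4, 8 or 12 Gy only, or at 8 and 12 Gy only. For probes called at 1 Gy only it was 5, and for those at 1 and 2 Gy only, a count of 0, it was 100. Among the lists it was 40 for erythroid, 1 for B cell, 1 for T cell, 14 for neutrophil, 71 for hepatocyte, 1 for p53 target and 3 for proliferation.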
